# MLK4 regulates DNA damage response and promotes triple-negative breast cancer chemoresistance

**DOI:** 10.1038/s41419-021-04405-0

**Published:** 2021-11-27

**Authors:** Dawid Mehlich, Michał Łomiak, Aleksandra Sobiborowicz, Alicja Mazan, Dagmara Dymerska, Łukasz M. Szewczyk, Anna Mehlich, Agnieszka Borowiec, Monika K. Prełowska, Adam Gorczyński, Paweł Jabłoński, Ewa Iżycka-Świeszewska, Dominika Nowis, Anna A. Marusiak

**Keywords:** Chemotherapy, Oncogenes, Cell signalling, Breast cancer

## Abstract

Chemoresistance constitutes a major challenge in the treatment of triple-negative breast cancer (TNBC). Mixed-Lineage Kinase 4 (MLK4) is frequently amplified or overexpressed in TNBC where it facilitates the aggressive growth and migratory potential of breast cancer cells. However, the functional role of MLK4 in resistance to chemotherapy has not been investigated so far. Here, we demonstrate that MLK4 promotes TNBC chemoresistance by regulating the pro-survival response to DNA-damaging therapies. We observed that MLK4 knock-down or inhibition sensitized TNBC cell lines to chemotherapeutic agents in vitro. Similarly, MLK4-deficient cells displayed enhanced sensitivity towards doxorubicin treatment in vivo. MLK4 silencing induced persistent DNA damage accumulation and apoptosis in TNBC cells upon treatment with chemotherapeutics. Using phosphoproteomic profiling and reporter assays, we demonstrated that loss of MLK4 reduced phosphorylation of key DNA damage response factors, including ATM and CHK2, and compromised DNA repair via non-homologous end-joining pathway. Moreover, our mRNA-seq analysis revealed that MLK4 is required for DNA damage-induced expression of several NF-кB-associated cytokines, which facilitate TNBC cells survival. Lastly, we found that high MLK4 expression is associated with worse overall survival of TNBC patients receiving anthracycline-based neoadjuvant chemotherapy. Collectively, these results identify a novel function of MLK4 in the regulation of DNA damage response signaling and indicate that inhibition of this kinase could be an effective strategy to overcome TNBC chemoresistance.

## Introduction

Triple-negative breast cancer (TNBC) is a subtype of breast cancer characterized by the absence of estrogen and progesterone receptors and the lack of HER2 amplification or overexpression. It accounts for 15–20% of all invasive breast cancers and is associated with an inferior prognosis compared with other breast cancer subtypes [1]. In the absence of known druggable molecular drivers, anthracyclines and taxanes-based chemotherapy is the mainstay of systemic treatment for TNBC [2]. Approximately 30% of women with TNBC who receive preoperative neoadjuvant chemotherapy (NAC) achieve a pathological complete response (pCR). Achieving pCR at the time of surgery has been correlated with a favorable prognosis in clinical trials [3, 4]. Nevertheless, both intrinsic and acquired resistance to chemotherapy leads to high rates of relapse and poor outcomes in most patients. Therefore, there is a need to identify novel molecular targets that could be exploited to overcome TNBC chemoresistance.

Accumulating evidence suggests that the development of resistance to genotoxic chemotherapy can be caused by aberrant regulation and overexpression of different components of the DNA repair pathways in cancer cells [5]. Ataxia telangiectasia mutated (ATM) kinase is one of the central kinases involved in the cellular response to DNA double strand breaks (DSBs) induced by chemotherapy. Following induction of DSBs, ATM is activated through auto- or trans- phosphorylation at Ser1981 and phosphorylates numerous targets to initiate DNA damage response (DDR), which may involve cell cycle arrest, repair of DNA lesions, and transcriptional reprogramming [6–8]. Many reports linked increased ATM and DDR signaling with the survival of cancer cells after chemotherapy, rendering this pathway an attractive target for overcoming cancer chemoresistance [9–14]. However, despite recent advancements in our understanding of ATM signaling, the complex mechanisms involved in its activation and functional role in resistance to chemotherapy are not yet fully resolved.

Mixed-Lineage Kinase 4 (MLK4) is a member of the Mixed-Lineage Kinases (MLKs) family of serine/threonine kinases. Large-scale genomic and transcriptomic data indicated that the MLK4 gene (*MAP3K21/KIAA1804*) is frequently mutated and overexpressed in different types of human cancer [15]. Nonetheless, the distinct functions of MLK4 in cancer cell biology and tumor progression remain poorly understood. Intriguingly, the previous studies described both prooncogenic and tumor-suppressive functions of MLK4 [16]. It was demonstrated that MLK4 negatively regulates MAPK signaling pathways and impairs the invasive potential of ovarian cancer cells [17, 18]. Contrary to these findings, we and others showed that MLK4 directly phosphorylates MEK1 and MKK4/7 to activate ERK and JNK pathways in melanoma and colorectal cancer cells [19–21]. The study by Kim et al. indicated that MLK4 induces a mesenchymal phenotype and aggressive growth of glioblastoma cells in an NF-κB-dependent manner [22]. Similarly, we found that MLK4 activates the NF-κB pathway in TNBC, which leads to the high metastatic and invasive potential of breast cancer cells [23]. Here, we investigate the functional role of MLK4 in chemoresistance in TNBC. Our findings link MLK4 with DDR pathway activity upon treatment with DNA-damaging chemotherapy, and thus highlight MLK4 as an attractive target to combat chemoresistance.

## Materials and methods

### Cell lines and reagents

HCC1806, MDA-MB-436 cell lines were a kind gift from CRUK Manchester Institute, UK. SUM149PT cell line was purchased from BioIVT. HEK293T and MCF10A cell lines were purchased from ATCC. U2OS cell line was a kind gift from the National Cancer Institute, Frederick, MD, USA. HCC1806 cells were cultured in RPMI-1640 supplemented with 10% FCS, 1% penicillin/streptomycin, 2 mM L-glutamine and 1 mM sodium pyruvate. MDA-MB-436 cells were cultured in RPMI-1640 with 25 mM HEPES supplemented with 10% FCS, 1% penicillin/streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate and 10 µg/ml insulin. SUM149PT cells were cultured in Ham’s F12 medium with 25 mM HEPES supplemented with 10% FCS, 1% penicillin/streptomycin, 1 µg/ml hydrocortisone and 10 µg/ml insulin. HEK293T and U2OS cells were cultured in DMEM supplemented with 10% FCS, 1% penicillin/streptomycin, 2 mM L-glutamine and 1 mM sodium pyruvate. MCF10A cells were grown in DMEM/F12 supplemented with 5% horse serum, 20 ng/ml EGF, 0.5 mg/ml hydrocortisone, 100 ng/ml cholera toxin, 10 µg/ml insulin, 1% penicillin/streptomycin. Cell lines were authenticated by short tandem repeat profiling by ATCC Service at the beginning of the research and in December 2020. Cell lines were screened for mycoplasma regularly. Doxorubicin hydrochloride, etoposide, neocarzinostatin and KU-60019 were purchased from Sigma Aldrich. Recombinant human IL-6 was purchased from Peprotech. CEP-5214 was a kind gift from Dr. John Brognard, NCI, Frederick, MD, USA.

### siRNA and plasmid transfection

JetPRIME (Polyplus Transfections) was used for plasmids and siRNA transfections according to the manufacturer’s instructions. MLK4 silencing siRNA smart-pool (siRNA 1–4) and control siRNA (siGENOME Non-Targeting siRNA #5) were purchased from Dharmacon (Supplementary Table S1). MLK4-WT vector was obtained from GeneCopoeia, cloned and mutations (KA = kinase active and KD = kinase dead) were introduced as previously described [20]. pDRGFP and CBASceI vectors were gifts from Maria Jasin (Addgene plasmid # 26475 and # 26477) [24]. pimEJ5GFP was a gift from Jeremy Stark (Addgene plasmid # 44026) [25].

### AnnexinV apoptosis assay

Cells were transfected with MLK4-targeting siRNA or control siRNA and after 24 h doxorubicin and etoposide were added at indicated concentrations. After 48 h of treatment, cells were harvested and stained using the AnnexinV-FITC apoptosis detection kit (R&D Biosystems and Invitrogen), according to the manufacturer’s instructions. Flow cytometry analysis was performed with LSR II Fortessa (BD Biosciences).

### Cell viability assays

HCC1806 and SUM149PT doxycycline-inducible cell lines were seeded into six-well plates and incubated with 1 µg/ml doxycycline to induce MLK4 knock-down. MCF10A cells were transfected with either MLK4-targeting or control siRNA. Subsequently, cells were incubated with doxorubicin and etoposide at indicated concentrations. After 48 h of treatment, cells were fixed with 4% PFA and stained with 0.5% crystal violet solution prepared in 25% methanol. Wells were thoroughly washed and air-dried. For quantification, 2 ml of 10% acetic acid was added to each well, plates were incubated for 20 min with shaking and absorbance values were read at 590 nm using the microplate reader Synergy II (BioTek).

### Comet assay

Comet assays were performed using CometAssay Kit (Trevigen) following the manufacturer’s instructions. Pictures were taken with a Nikon Eclipse Fluorescent microscope. OPENCOMET plugin for Fiji was used for image analysis.

### Analysis of DSB repair by reporter assays

The efficacy of DNA double-strand break repair was measured using GFP-based reporter assays as described previously [24, 25]. Briefly, cells were transfected with either pDR-GFP or pimEJ5-GFP vector. The transfected cells were selected for puromycin resistance for at least two weeks. Selected cell lines were transfected with MLK4-targeting siRNA or control siRNA. The next day, cells were transfected with the SceI endonuclease expression vector (pCBA-SceI) to induce DSBs. 48 h after the induction of DSBs, cells were analyzed by flow cytometry (LSR II Fortessa (BD Biosciences). The percentage of GFP-positive cells was used as an indication of HR and NHEJ efficiency. pGFPMax vector (Lonza) was used as a positive control to monitor the transfection efficiency.

### Mouse xenografts and in vivo studies

All procedures were approved by the Local Ethics Committee at the University of Warsaw (1035/2020) and carried out in accordance with the requirements of EU (Directive 2010/63/EU) and Polish (Dz. U. poz. 266/15.01.2015) legislation. 8 to 14-week-old RAG2^-/-^ female mice were injected into mammary fat pads with 3 × 10^6^ HCC1806_sh6 cells with Matrigel in proportion 1:1. Mice were allocated randomly into cages and doxycycline was administered in drinking water one day after injections. Doxorubicin or equal volumes of 0.9% NaCl were administered intraperitoneally when the average tumor size reached 100 mm^3^. The next doses were administered at 5-day intervals. The tumor growth was monitored two times/week. Tumor volume was calculated based on caliper measurements, using the formula: tumor volume = (*D* × *d*^2^ × *π*)/6, where *D* is the bigger measurement, and *d* is the smaller measurement. Mice were culled after 4 weeks post injection. Tumors were resected, weighed, and processed for further analyses.

### Library preparation and next-generation sequencing

HCC1806 cells were transfected in triplicates with non-targeting control siRNA or MLK4-targeting siRNA. 24 h after transfection, cells were either left untreated or treated with 1 μM doxorubicin for additional 24 h. Next, RNA was isolated using the RNAeasy Mini Kit (Qiagen), according to the manufacturer’s instructions. Libraries were prepared using NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs) and KAPA RNA HyperPrep Kit (Kapa Biosciences). The quality of the obtained libraries was tested using Bioanalyzer-2100 and High Sensitivity DNA kit (Agilent). Nucleic acid quantity in the libraries was measured by qPCR using the Kapa Library Quantification kit (Kapa Biosciences). Pair-end sequencing was performed with the NovaSeq 6000 S1 Reagent Kit (200 cycles, Illumina) using NovaSeq 6000 instrument (Illumina). mRNA-seq data processing is described in the Supplementary Information file. All mRNA-seq data have been deposited at GEO DataSets (GSE174692).

### Statistical analysis

All experiments were performed at least three times, unless otherwise indicated. For flow cytometry data analysis Flow Jo v10.6.1 software (TreeStar) or BD FACSDiva software (BD Biosciences) were used. Statistical analyses were carried out with GraphPad Prism 7 software. Data are expressed as the mean ± the standard error of the mean (SEM). P-value <0.05 was considered significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. For the experiments where the comparison was performed between more than two groups, the statistical significance was assessed by one-way ANOVA followed by Tukey post-hoc tests or two-way ANOVA. For the experiments where two groups were compared, the statistical significance was determined by unpaired Student’s *t*-test. Analysis of the drugs’ interaction was performed using Combenefit software, as described previously [26].

The lists of antibodies and primers used in this study are included in Supplementary Table S2 and Supplementary Table S3, respectively. For additional methods, please see the Supplementary Information File.

## Results

### MLK4 loss or inhibition sensitizes TNBC cells to chemotherapy in vitro

To study the role of MLK4 in response to chemotherapeutic drugs treatment, we used TNBC cell lines with high endogenous expression of this kinase––HCC1806, SUM149PT, and MDA-MB-436 [23]. Cells were transfected with MLK4-targeting smart-pool or control siRNA and either left untreated or treated with increasing concentrations of topoisomerase II poisoning chemotherapeutics––doxorubicin and etoposide. Downregulation of MLK4 markedly increased apoptosis of TNBC cells upon treatment with both drugs, as revealed by the measurements of AnnexinV-positive cells using flow cytometry (Fig. 1A–C, Supplementary Fig. S1A–C). MLK4 knock-down did not cause apoptosis in untreated cells, which agrees with our previous observations, confirming that MLK4 loss alone is not sufficient to induce TNBC cells death [23]. To exclude the possible off-target effects of MLK4-targeting siRNA smart-pool, we validated MLK4 knock-down using each of the four individual siRNAs, which all decreased the viability of HCC1806 cells in the presence of doxorubicin (Supplementary Fig. S2A, B). To further study the involvement of MLK4 in TNBC chemoresistance, we generated HCC1806 and SUM149PT cell lines with doxycycline-inducible MLK4 knock-down system, using two different lentiviral shRNA vectors––sh2 and sh6 (Fig. 1D). Following MLK4 downregulation, both cell lines exhibited decreased viability in the presence of doxorubicin and etoposide (Fig. 1E–H). The reduction in cell viability resulted from chemotherapeutics-induced apoptosis, as indicated by the higher activity of caspases 3 and 7 in MLK4-depleted cells upon doxorubicin treatment (Fig. 1I, J). To exclude the possibility that the observed effects are related to the use of doxycycline itself, we treated parental cell lines, HCC1806 and SUM149PT, with doxycycline and chemotherapeutics. Incubation with doxycycline did not decrease the viability of HCC1806 and SUM149PT parental cell lines upon treatment with doxorubicin or etoposide (Supplementary Fig. S3A-D) and did not increase apoptosis induction in response to chemotherapy (Supplementary Fig. S3E, F), suggesting that the observed effects were due to MLK4 silencing. Conversely to MLK4 knock-down, the induced overexpression of this kinase led to an increased viability of HCC1806 cells following doxorubicin treatment (Supplementary Fig. S4A, B), indicating that high MLK4 expression protects TNBC cells from chemotherapy-induced cell death.

**Fig. 1:**
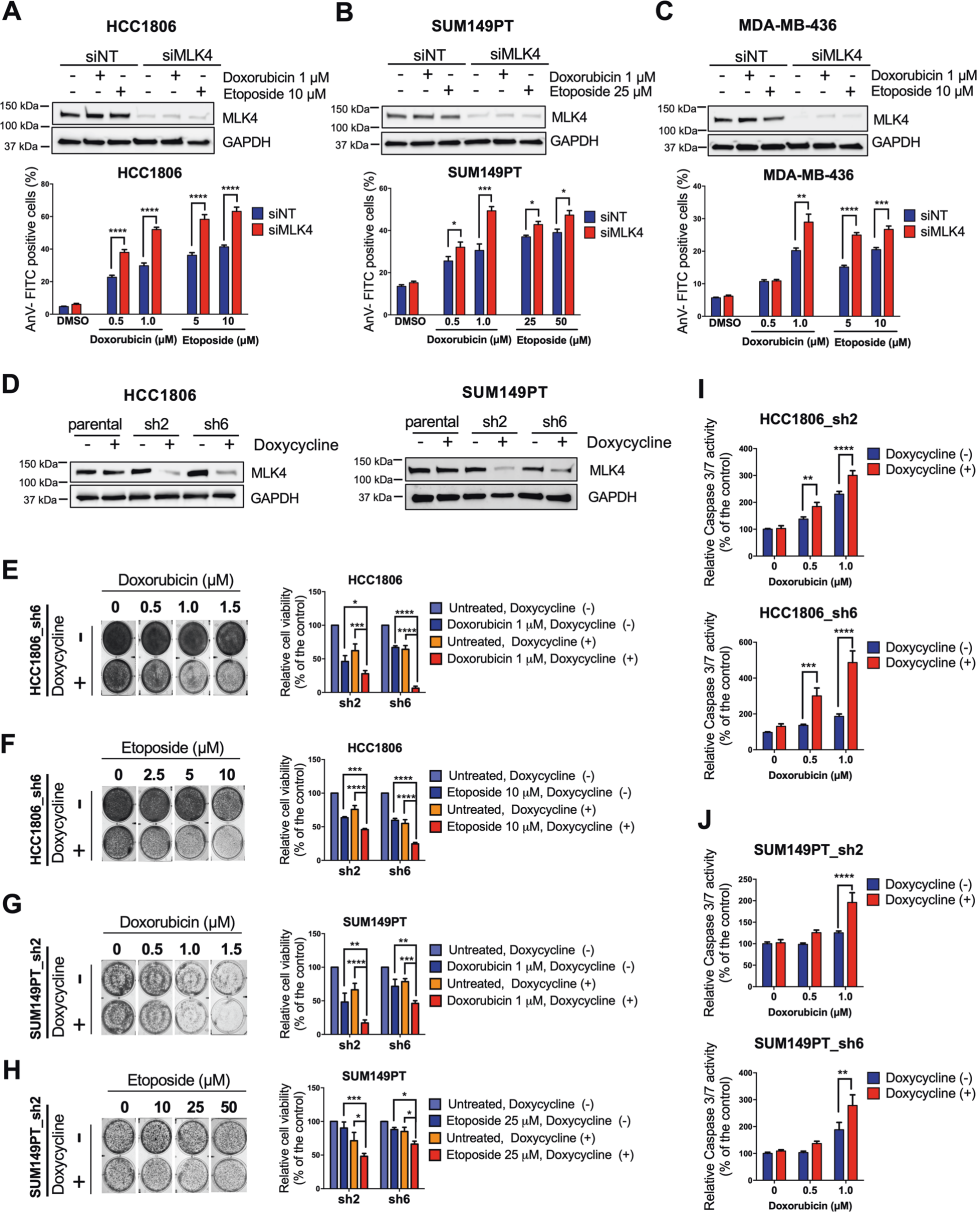
MLK4 knock-down increases sensitivity of triple-negative breast cancer cells to doxorubicin and etoposide. **A**–**C** HCC1806, SUM149PT and MDA-MB-436 cells were transfected using siRNA against MLK4 (siMLK4) or non-targeting siRNA control (siNT). After 24 h, cells were treated with doxorubicin and etoposide at indicated concentrations for an additional 48 h. Next, cells were stained with AnnexinV-FITC, and analyzed by flow cytometry. Error bars indicate ±SEM from two or three independent experiments, performed in triplicates. Significance was calculated using an unpaired two-tailed *t*-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **D** Cell lines with doxycycline-inducible MLK4 knock-down were generated from HCC1806 and SUM149PT parental cells using lentiviral vectors. Silencing of MLK4 was confirmed by immunoblotting. **E**–**H** HCC1806_sh2, HCC1806_sh6, SUM149PT_sh2 and SUM149PT_sh6 cell lines were incubated with doxycycline to induce MLK4 knock-down and subsequently cells were treated with doxorubicin and etoposide at indicated concentrations for 48 h. Following treatment, cells viability was assessed by crystal violet staining and quantified by absorbance measurements. Representative plates after crystal violet staining are shown on the left. Error bars indicate ±SEM from three independent experiments (*n* = 3). Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **I**–**J** MLK4-silenced and control cells were treated with doxorubicin at increasing concentrations and the activity of caspases 3/7 was measured using bioluminescence assay. Error bars indicate ±SEM from three independent experiments, performed in triplicates (*n* = 9). Significance was calculated using an unpaired two-tailed *t*-test, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Following our observation that knock-down of MLK4 increased sensitivity of TNBC cell lines to chemotherapy, we aimed to investigate if pharmacological inhibition of this kinase could also improve the efficacy of doxorubicin against TNBC cells. Since no small molecule inhibitors specifically inhibiting MLK4 kinase have been described so far, we studied other commercially available compounds that could be used to target MLK4-mediated signaling. CEP-5214, a pan-VEGF-R and MLK1-3 inhibitor [27], showed potent inhibitory activity against MLK4, as demonstrated by an in vitro kinase assay and further confirmed by the inhibition of ERK and JNK phosphorylation in HEK293T cells transiently transfected with MLK4 (Fig. 2A, B). Notably, treatment with CEP-5214 potentiated doxorubicin cytotoxicity against HCC1806 and SUM149PT cell lines, and this effect was synergistic (Fig. 2C–F). The combination treatment significantly enhanced apoptosis induction in both cell lines tested, as compared to the treatment with doxorubicin and CEP-5214 alone (Fig. 2G, H). These data confirm that MLK4 is a druggable kinase and provide evidence that depletion or inhibition of MLK4 sensitizes TNBC cells to chemotherapy. We next tested whether the combination of MLK4 silencing and chemotherapy affects non-malignant cells. Knock-down of MLK4 in breast epithelial cell line MCF10A, which is characterized by relatively low endogenous expression of this kinase, did not result in a decreased cell viability in the presence of doxorubicin and etoposide (Supplementary Fig. S5A, B). Furthermore, MLK4 silencing did not increase apoptosis induction and caspases 3/7 activation in MCF10A cells upon treatment with chemotherapy (Supplementary Fig. S5C, D). Finally, treatment with CEP-5214 did not enhance doxorubicin cytotoxicity against MCF10A cells (Supplementary Fig. S5E, F). These results indicated that MLK4 loss or inhibition did not potentiate the toxic effects of chemotherapy against normal cells.

**Fig. 2:**
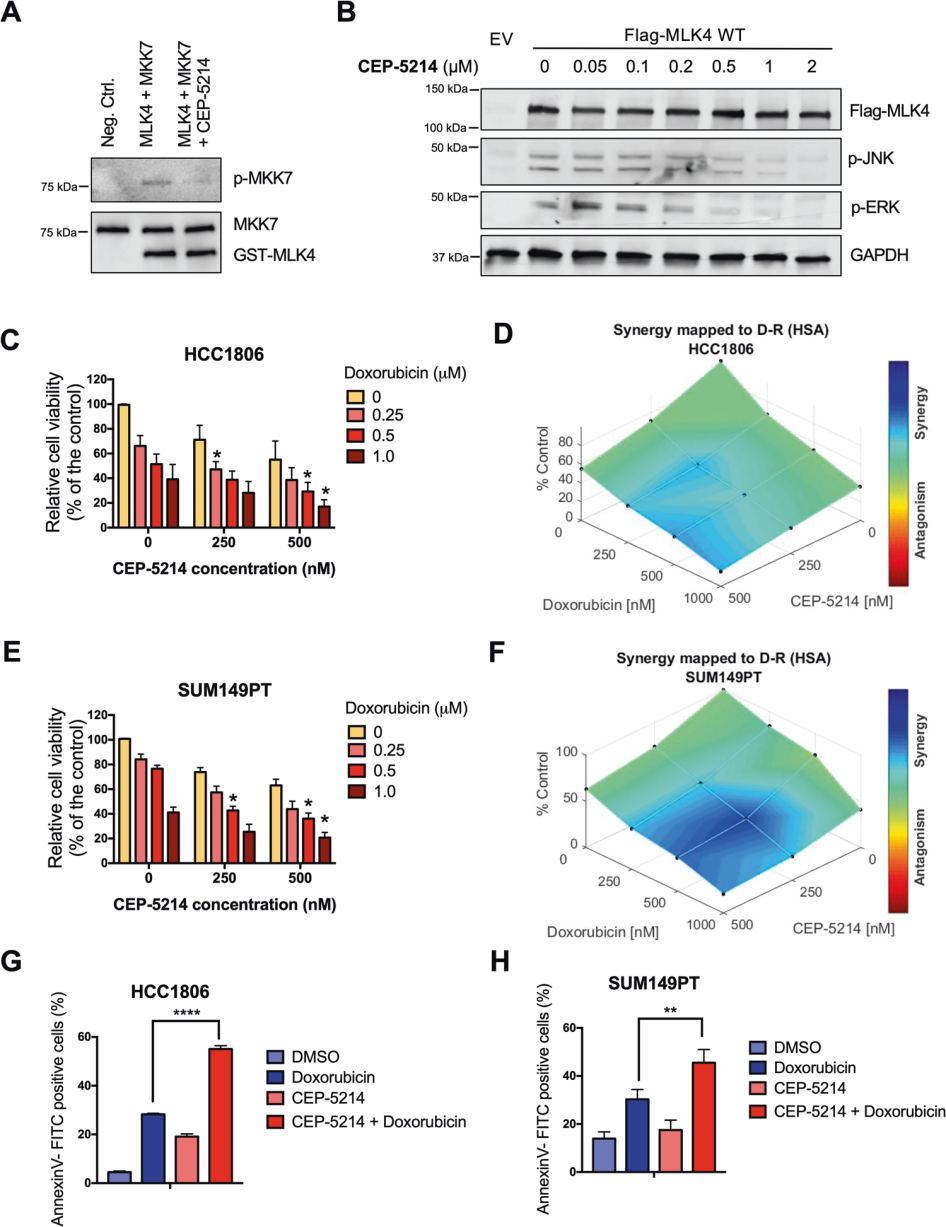
MLK4 inhibition sensitizes TNBC cells to chemotherapy. **A** Kinase-inactive MKK7 and purified GST-MLK4 kinase domain (isolated from baculovirus-infected insect cells) were subjected to in vitro kinase assay in the presence or absence of CEP-5214 inhibitor. **B** HEK293T cells were transiently transfected with MLK4-WT vector or with the empty vector and incubated with increasing concentrations of CEP-5214 for 1 h. Next, whole cell lysates were collected and analyzed by immunoblotting. **C**–**F** HCC1806 (C-D) and SUM149PT (E-F) cells were incubated with CEP-5214 or DMSO for 72 h and doxorubicin for 48 h. After treatment, cells viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three independent experiments. Analysis of combination efficacy and synergy was performed using HSA model with Combenefit software, *p < 0.05. **G**–**H** HCC1806 and SUM149PT cells were incubated with CEP-5214 at concentrations 500 nM and 250 nM, respectively or DMSO for 72 h and doxorubicin for 48 h. Next, cells were stained with AnnexinV-FITC, and measured by flow cytometry. Error bars indicate ±SEM from two independent experiments, performed in triplicates. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons, **p < 0.01, ****p < 0.0001.

### MLK4 knock-down increases chemosensitivity of TNBC cells in 3D cell culture and in vivo models

3D-cultured breast cancer cells forming mammospheres reflect tumor growth in vivo more closely than traditional two-dimensional culture, and therefore, may provide more accurate models to study cancer biology and therapy [28]. Thus, we tested if MLK4 loss could sensitize TNBC cells grown as mammospheres to doxorubicin treatment. We observed increased activation of caspases 3 and 7 in mammospheres formed by MLK4-depleted HCC1806_sh6 and SUM149PT_sh2 cells treated with doxorubicin (Fig. 3A, B). Next, we used a xenograft-based approach to test the effects of MLK4 loss on doxorubicin sensitivity of TNBC tumors in vivo. Consistent with our previous results, the growth of HCC1806_sh6 xenograft tumors was abrogated by MLK4 silencing [23]. The combination of MLK4 knock-down with doxorubicin treatment showed a further significant reduction in tumor growth (Fig. 3C, D). Taken together, our data suggest that MLK4 loss introduces a therapeutic vulnerability by sensitizing tumors towards cytotoxic chemotherapy in vivo.

**Fig. 3:**
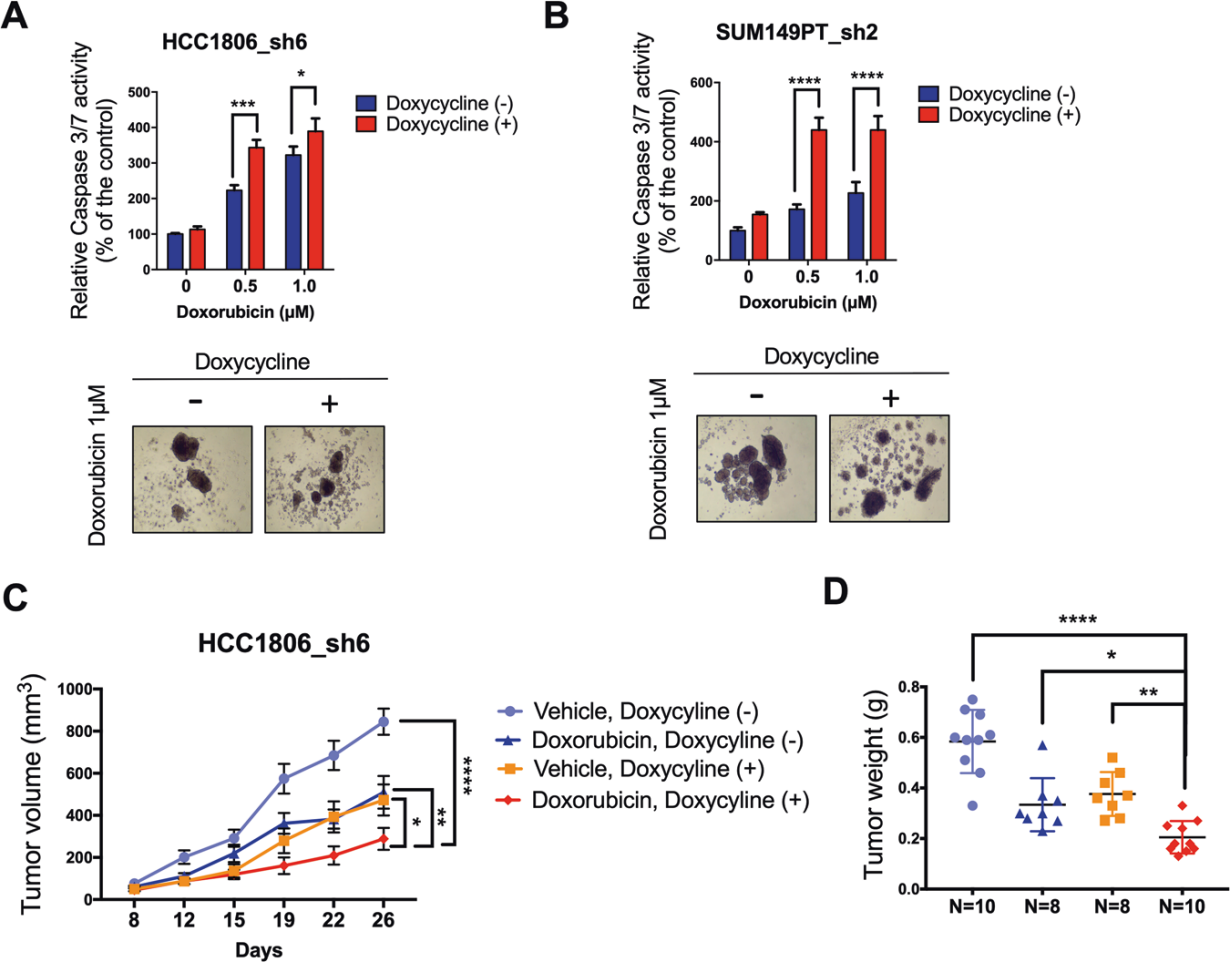
MLK4 promotes chemoresistance in 3D cell culture and in vivo models. **A**–**B** MLK4 knock-down was induced by doxycycline in HCC1806_sh6 and SUM149PT_sh2 cells grown in non-adherent conditions and subsequently cells were treated with doxorubicin at indicated concentrations for 48 h. The activity of caspases 3/7 was measured using bioluminescence assay. Representative pictures of mammospheres upon doxorubicin treatment are shown. Error bars indicate ±SEM from three independent experiments, performed in triplicates (*n* = 9). Significance was calculated using an unpaired two-tailed *t*-test, *p < 0.05, **p < 0.01, ****p < 0.0001. **C** HCC1806_sh6 cells were injected into mammary fat pads of RAG2^−/−^ mice. Doxycycline was administered one day after the injection to induce MLK4 knock-down. Mice were treated with doxorubicin (4 mg/kg, i.p.) or saline at 5-day intervals, starting from day 7 of the experiment. Tumors were measured twice a week. Error bars indicate ±SEM (*n* = 10 for control group, *n* = 8 for doxorubicin-treated group, *n* = 8 for doxycycline-treated group, *n* = 10 for combination treatment group). Statistical comparison was performed using two-way ANOVA, *p < 0.05, **p < 0.01, ****p < 0.0001. **D** Weight of tumors resected at the end of the study. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, *p < 0.05, **p < 0.01, ****p < 0.0001.

### MLK4 depletion leads to an increased accumulation of doxorubicin-induced DNA damage in TNBC cells

The major mechanism of action of topoisomerase II poisons involves the induction of DNA double-strand breaks (DSB) that, if not repaired, result in cell death [29]. Formation of the DNA DSBs induces phosphorylation of H2AX at Ser139 (γH2AX), which is a sensitive biomarker for DNA damage [30]. We found that MLK4-deficient HCC1806_sh6 and SUM149PT_sh2 cell lines showed increased H2AX phosphorylation after 24–48 h of treatment with doxorubicin (Fig. 4A, B), as well as enhanced formation of doxorubicin-induced nuclear γH2AX foci (Fig. 4C, D). MLK4 knock-down also resulted in significantly higher levels of doxorubicin-induced DNA DSBs as determined by comet assay (Fig. 4E). Finally, the analysis of HCC1806_sh6 xenograft tumors by immunofluorescent staining revealed that MLK4 knock-down was associated with persistent H2AX phosphorylation in tumor tissues after the treatment with doxorubicin in vivo (Fig. 4F, G). Collectively, these results indicate that MLK4 loss leads to excessive accumulation of DNA damage induced by chemotherapeutics and contributes to cancer cells death and chemosensitivity.

**Fig. 4:**
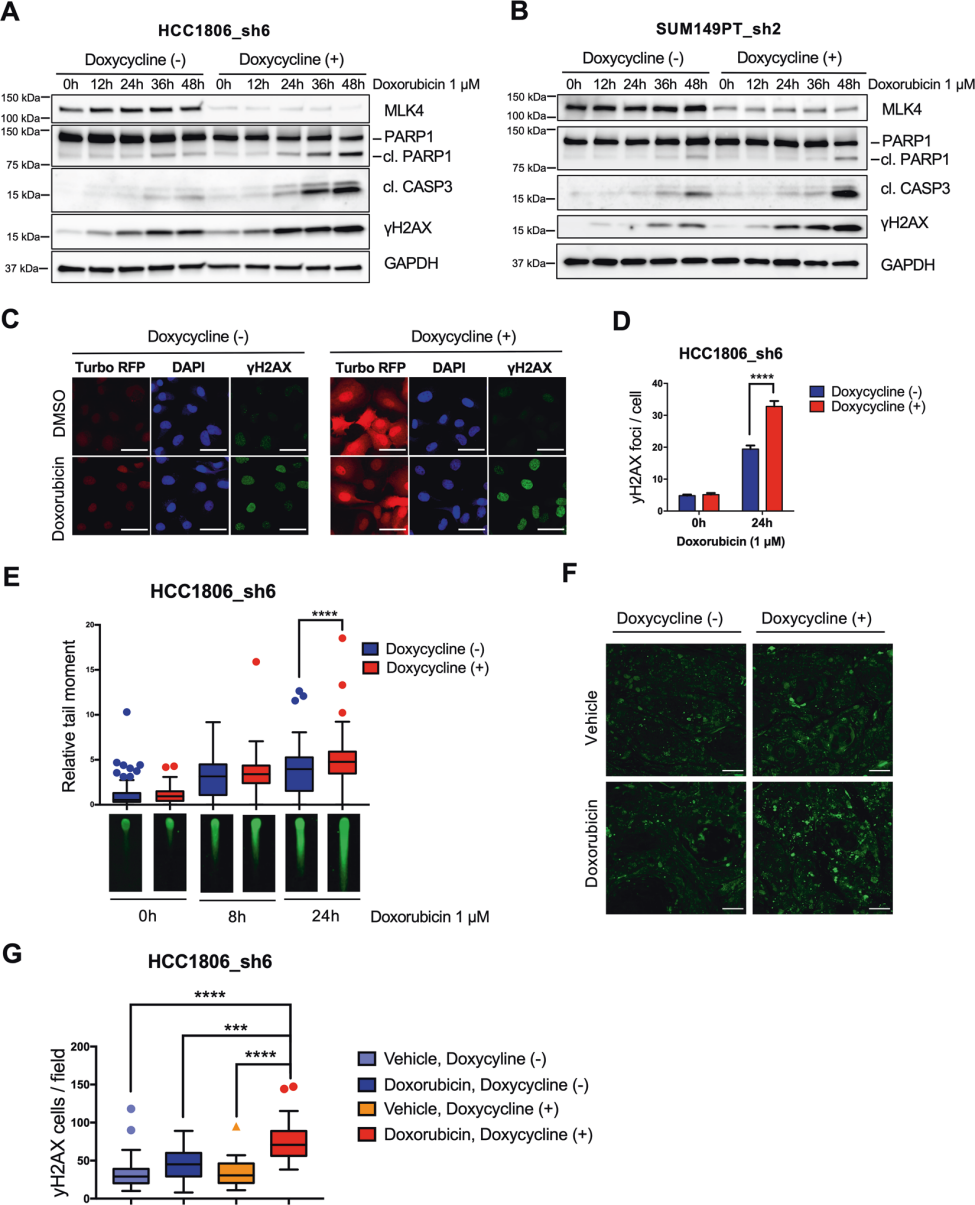
MLK4 loss results in an accumulation of doxorubicin- induced DNA damage in TNBC cells. **A**–**B** MLK4 knock-down was induced by doxycycline in HCC1806_sh6 and SUM149PT_sh2 and subsequently cells were treated with doxorubicin for the indicated time. Following the treatment, whole cell lysates were collected and analyzed by immunoblotting. The persistent phosphorylation of γH2AX in MLK4-depleted cells was associated with apoptotic cell death, as suggested by caspase 3 activation and PARP1 cleavage. **C** HCC1806_sh6 cells were incubated with doxycycline to induce MLK4 knock-down, treated with doxorubicin for 24 h and stained for γH2AX [green] and DAPI [blue]. The expression of turbo-RFP [red] is induced along with the expression of MLK4-targeting shRNA. Scale bars 50 μm. **D** Nuclear foci of γH2AX were quantified in at least 50 cells in each group per experiment using FIJI. Error bars indicate ±SEM from three independent experiments. Significance was calculated using an unpaired two-tailed *t*-test, ****p < 0.0001. **E** HCC1806_sh6 cells were incubated with doxycycline to induce MLK4 knock-down and treated with doxorubicin for 8 h or 24 h. After the treatment, the extent of DNA damage was analyzed by neutral comet assay. Relative comet tail moment was quantified in at least 50 cells in each group per experiment using ImageJ Open Comet plugin. Error bars indicate ±SEM from three independent experiments. Significance was calculated using an unpaired two-tailed *t*-test, ****p < 0.0001. **F** HCC1806_sh6 xenograft tumors were harvested and stained for γH2AX [green]. Scale bars 50 μm. **G** γH2AX-positive cells in tumor sections were quantified using FIJI. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, ***p < 0.001, ****p < 0.0001.

### MLK4 regulates ATM activation and downstream DNA damage response signaling in TNBC cells

Next, to determine cellular mechanisms responsible for the identified MLK4-dependent chemoresistance in TNBC, we performed a quantitative phosphoproteomic analysis of control and MLK4-depleted cells, either untreated or treated with doxorubicin (Fig. 5A). We found that the doxorubicin-induced phosphorylation of several core DNA damage response components, including ATM, TRIM28 (KAP-1), MDC1 and TP53BP1, was impaired in cells lacking MLK4 (Fig. 5B, Supplementary Table S4). Western blot analysis of HCC1806_sh6 and SUM149PT_sh2 cells exposed to doxorubicin at different time points confirmed that ATM phosphorylation at Ser1981 was diminished upon MLK4 knock-down, particularly after 6–8 h of treatment with doxorubicin (Fig. 5C–F). Additionally, we observed a decreased phosphorylation of CHK2, an ATM downstream effector kinase, suggesting that MLK4 knock-down compromised ATM signaling in TNBC cells (Fig. 5C, E). These observations were validated by the analysis of protein lysates from HCC1806_sh6 and SUM149PT_sh2 cells treated with DNA DSBs-inducing radiomimetic agent––neocarzinostatin (NCS), which also revealed a decreased phosphorylation of ATM after 6 h of treatment in MLK4-deficient cells (Supplementary Fig. S6A, B). To confirm the involvement of MLK4 in ATM activation, we generated HCC1806 cells with a permanent CRISPR/Cas9-mediated deletion of the MLK4 gene. Consistent with shRNA-mediated knock-down, HCC1806 cells with MLK4 knock-out showed decreased ATM activation after the treatment with doxorubicin (Fig. 5G). At the same time, ATM phosphorylation at Ser1981 was completely rescued by the overexpression of MLK4 wild-type protein in these cells (Fig. 5G). Furthermore, the observed effect is likely to be kinase-dependent, as overexpression of MLK4 kinase-active mutant, but not MLK4 kinase-dead mutant, increased phosphorylation of ATM in MLK4 knock-out cells (Fig. 5H).

**Fig. 5:**
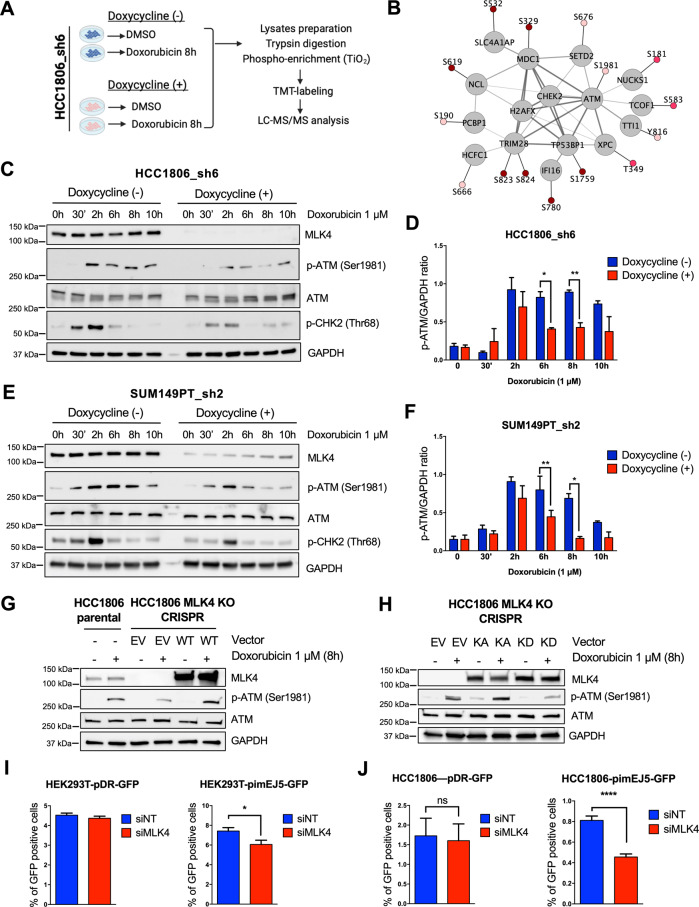
MLK4 knock-down impairs ATM activation and DNA damage repair in TNBC cells. **A** Workflow summary for multiplexed, quantitative phosphoproteomic analysis of HCC1806_sh6 cells. MLK4 knock-down was induced by the addition of doxycycline to the cell culture medium. Next, cells were treated with doxorubicin or DMSO for 8 h. Following the treatment, whole cell lysates were collected, samples were digested and alkylated prior to phosphopeptide enrichment on TiO2 beads, addition of 10-plex tandem mass tag (TMT) labels and analysis of phosphopeptides using LC-MS/MS. **B** Network of selected proteins related to DNA damage with phosphosites increasing upon doxorubicin in control (*q* < 0.15, positive log2 [fold-change]) but not in MLK4-depleted HCC1806_sh6 cells. Color fills represent the significance of the change in control cells upon doxorubicin treatment (dark red: *q* < 0.05, red: *q* = 0.05–0.1, light red: *q* = 0.1–0.15). **C**–**F** MLK4 knock-down was induced by doxycycline in HCC1806_sh6 and SUM149PT_sh2 cells, which were next treated with doxorubicin for the indicated time. Following the treatment, whole cell lysates were collected and analyzed by immunoblotting. Densitometry and quantitative analysis of immunoblotting results was performed from at least 3 independent experiments. GAPDH was used to normalize the band’s intensity. Error bars indicate ±SEM. Significance was calculated using an unpaired two-tailed *t*-test, *p < 0.05, **p < 0.01. **G** HCC1806 CRISPR-MLK4 knock-out cells were transfected with MLK4-WT vector to rescue MLK4 expression or with the empty vector. Following the transfection, HCC1806 CRISPR-MLK4 knock-out cells and HCC1806 parental cells were treated with doxorubicin for 8 h. After the treatment, whole cell lysates were collected and analyzed by immunoblotting. **H** HCC1806 CRISPR-MLK4 knock-out cells were transfected with MLK4 KA (kinase active), MLK4 KD (kinase dead) and control empty vector (EV). Following the transfection, cells were treated with doxorubicin for 8 h. Next, whole cell lysates were collected and analyzed by immunoblotting. **I–J** HEK293T-pDR-GFP, HEK293T-piMEJ5-GFP, HCC1806-pDR-GFP and HCC1806-pimEJ5-GFP cell lines were generated from parental cells lines by transfection of the appropriate vectors and subsequent selection with puromycin for over 14 days. The cells stably expressing reporter vectors were transfected with MLK4-targeting siRNA (siMLK4) or control non-targeting siRNA (siNT) along with pSCE-CbaI endonuclease expressing vector. After 72 h, the activity of homologous recombination (pDR-GFP vector expressing cells) and non-homologous end joining (pimEJ5-GFP vector expressing cells) DNA repair pathways was assessed by measuring the percentage of GFP-positive cells using flow cytometry. Error bars indicate ±SEM from three independent experiments performed in triplicates (*n* = 9). Significance was calculated using an unpaired two-tailed *t*-test, *p < 0.05, ****p < 0.0001.

DNA DSBs are repaired by two major pathways, namely by non-homologous end joining (NHEJ) and homologous recombination (HR). ATM signaling has been shown to coordinate these DNA repair pathways and modulate their activity at multiple stages in a context-dependent manner [31, 32]. Thus, we sought to determine whether MLK4 knock-down impairs the repair of DSBs by one or both DNA repair pathways. We generated HEK293T and HCC1806 cell lines harboring plasmid-based GFP reporter specific for HR- or NHEJ-mediated DSBs repair (pDR-GFP and pimEJ5-GFP, respectively) [24, 25]. Using these cell lines, we were able to evaluate the efficiency of HR and NHEJ based on the number of GFP positive cells measured by flow cytometry. We found that MLK4 knock-down decreased the efficiency of NHEJ-mediated DSBs repair but only slightly reduced HR-mediated DNA repair efficiency in both cell lines (Fig. 5I, J). Although HCC1806 cells do not harbor deleterious BRCA1/2 mutations and our reporter assays suggested that they are proficient in performing HR-mediated DSBs repair, previous studies reported their sensitivity to some PARP inhibitors [33, 34]. This raises the possibility that HR might be at least partially impaired in this TNBC cell line due to defects other than BRCA1/2 mutations. Therefore, we validated our reporter assays results using additional cancer cell line model – U2OS, that does not have deleterious mutations in p53 and BRCA1/2 genes and is characterized by the largely intact function of the two major DNA DSBs repair pathways [35]. Using U2OS-pDR and U2OS-pimEJ5 cells, we further showed that MLK4 knock-down led to a decreased NHEJ-mediated DSBs repair without significantly affecting HR repair efficiency (Supplementary Fig. S7A, B). Taken together, our findings indicate that MLK4 is required for ATM activation and efficient DSBs repair, primarily via NHEJ pathway.

### MLK4 is required for DNA damage-induced transcriptional activation of NF-кB target genes

To gain additional insights into the molecular mechanisms involved in MLK4-mediated chemoresistance, we performed gene expression profiling by mRNA-seq in HCC1806 cells transfected with control or MLK4-targeting siRNAs and treated with either doxorubicin for 24 h or vehicle only. 

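The experiment comprised 4 groups of HCC1806 cells, a TNBC line, with 3 libraries per group. Cells were transfected with non-targeting siRNA (siNT) or with the pool of MLK4-targeting siRNAs (siMLK4), and after 24 h they received 1 μM doxorubicin or no drug for another 24 h. The cells without drug are called vehicle-treated in the Results, untreated in the Methods, treated with PBS in Fig. 6A and treated with DMSO in the legend of Supplementary Fig. S8A and in the sample labels, and the labels' short names mark them as time 0. They are called vehicle-treated here, and whether they were harvested together with the doxorubicin-treated cells was not tested. As a check on the siRNA labels, MLK4 itself was read in every library. MAP3K21, the gene encoding MLK4 (ENSG00000143674), lies on the + strand of chromosome 1 of GRCh38 from 233327724 to 233385148. It had 553.1, 669.6 and 673.6 normalized reads in the siNT vehicle libraries and 757.6, 856.1 and 771.6 in the siNT doxorubicin libraries. The corresponding values were 103.2, 94.66 and 88.65 normalized reads in the siMLK4 vehicle libraries and 112.8, 138.4 and 94.35 in the siMLK4 doxorubicin libraries. The siMLK4 mean was 15.1% of the siNT mean in vehicle and 14.5% with doxorubicin, and the log2 fold change was −2.24 (SE 0.12, adjusted p = 9.7e-08) and −2.37 (SE 0.12, adjusted p = 1.1e-07), respectively. With limma-voom on the recovered reads, an alternative chosen after seeing the data, these fold changes were −2.72 and −2.79.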

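The authors trimmed the reads, mapped them to GRCh38 with Hisat2, removed optical duplicates, counted reads per gene on the reverse strand and processed the counts with DESeq2. The values they provided for 17013 genes are variance-stabilized, on a scale close to log2 for genes with many reads. On this scale the changes of genes with few reads are compressed. Inverting the transformation gave whole reads, within a tolerance of 0.05, for 100% of the values in every library. Reads per gene and the authors' size factors could thus be recovered. The libraries held between 16759025 and 19302248 reads on these genes. Group medians were 18082509 reads for siNT vehicle, 17275064 for siNT doxorubicin, 18092154 for siMLK4 vehicle and 18901864 for siMLK4 doxorubicin. Means ± SD are given in normalized reads, that is, recovered reads divided by the authors' size factors. Fold changes were estimated on the variance-stabilized values with limma (moderated statistics with a variance trend) in 1 fit of all 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.01 and an absolute log2 fold change over 0.75, the thresholds of the Fig. 6A legend. Replicate libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom between 7.19 and 67.3 for each pair.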

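Principal components were computed from the values of all 17013 genes, each scaled to unit variance. Component 1 held 47.8% of the variance and component 2 held 20.5%. On component 1 the vehicle libraries lay at −95.9 ± 1.4 (SD, n = 3) for siNT and −73.5 ± 1 (SD, n = 3) for siMLK4, and the doxorubicin libraries at 72.2 ± 16.9 (SD, n = 3) for siNT and 97.3 ± 22.8 (SD, n = 3) for siMLK4. The siRNA groups separated on component 2, where the siNT libraries lay at 49.1 ± 3.6 in vehicle and 62.3 ± 7.1 with doxorubicin (SD, n = 3 each). The siMLK4 libraries lay at −65.3 ± 9.9 and −46.1 ± 3.1 (SD, n = 3 each) on the same component. When only the 500 genes of highest variance were used without scaling, the components held 80.2% and 14.3%. These coordinates were not tested. Within a treatment, an exact permutation test of 3 libraries against 3 cannot give a p under 0.1, and a test across both treatments was not run. Between the siRNA groups, 961 genes differed in vehicle (427 higher and 534 lower in siMLK4 cells) and 950 with doxorubicin (452 higher and 498 lower). Without the fold change threshold and at an adjusted p under 0.05, these numbers were 4381 and 4219. The lowest fold changes in vehicle on the variance-stabilized scale, which sets the order of the genes named here, were those of MMP1 (−3.21, SE 0.18, adjusted p = 1.3e-07), DUSP6 (−2.66, SE 0.12, adjusted p = 4.2e-08) and CCNA1 (−2.64, SE 0.2, adjusted p = 1.1e-06) among genes whose 3 libraries of each group did not overlap. With doxorubicin, ITGA2 (−2.44, SE 0.25, adjusted p = 1.6e-05) and EIF3J (−2.38, SE 0.12, adjusted p = 1.1e-07) had fold changes close to that of MAP3K21, and their siMLK4 means were 16% and 18.7% of the siNT means, against 14.5% for MAP3K21. The 3′UTR of ITGA2 holds a seed match of siMLK4_2, and that of EIF3J holds seed matches of siMLK4_2 and siMLK4_3. A match of at least 1 siMLK4 siRNA was present in 52.6% of all genes with a 3′UTR. METTL7A had the highest fold change in both conditions on this scale (2.19 in vehicle and 2.11 with doxorubicin), and 17.6% of its 50-base stretches also occur in other genes.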

Principal component analysis (PCA) confirmed a high degree of reproducibility of our mRNA-seq data and showed that both MLK4 knock-down and doxorubicin treatment led to significant transcriptome-wide alterations in HCC1806 cells (Supplementary Fig. S8A). Differential gene expression analysis revealed that approximately 25% of transcripts regulated by doxorubicin were unique to either MLK4-depleted or control cells, which suggested that MLK4 knock-down affects global transcriptomic changes in response to doxorubicin treatment (Supplementary Fig. S8B).

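Doxorubicin changed 3859 genes in siNT cells and 3949 genes in siMLK4 cells, of which 2792 changed in the same direction in both groups. Of the 5015 genes changed in either group, 2223, or 44.3%, did not pass in the same direction in both and are called unique here. Of these, 2222 passed in 1 group alone. The 95% Clopper-Pearson confidence interval, 42.9 to 45.7%, treats genes as independent and leaves out variation between libraries. Across the fits that each left out 1 library, the share ranged from 43.3 to 47.1%. Taken separately, 27.6% of the genes changed in siNT cells and 29.3% of those changed in siMLK4 cells were unique to their group. At an adjusted p under 0.05 without a fold change threshold, the unique share of the joined lists was 34.3%. Most of the unique genes moved alike in both groups, with 2168 of the 2223 having the same sign in both and 1801 also an adjusted p under 0.05 in the group where they did not pass. The 2 fold changes of a unique gene differed by a median of 0.38 on the log2 scale. Across all genes, the fold changes of the 2 groups had a Pearson correlation of 0.893, although genes are not independent replicates. HBEGF (ENSG00000113070), named after its values were seen, was the 1 gene past the thresholds in opposite directions, and it is among the 2223. A test of the difference between the 2 responses, as an interaction term in the same limma fit, passed the thresholds for 47 genes, with 17 more positive and 30 more negative responses in siMLK4 cells. The number was 204 at an adjusted p under 0.05 and 2469 at an unadjusted p under 0.05. Among the unique genes, 134 had an interaction adjusted p under 0.05 and 40 passed both thresholds. Without siMLK4 doxorubicin replicate 1, the interaction passed for 0 genes, with 1856 at an unadjusted p under 0.05. From the transcripts unique to either group, the paper proposes that MLK4 knock-down affects the global transcriptomic changes that follow doxorubicin treatment.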

When comparing the overlap of transcripts that were upregulated by doxorubicin treatment in control cells (upregulated: siNT + doxorubicin versus siNT) with transcripts whose induction was reduced by MLK4 loss (downregulated: siMLK4 + doxorubicin versus siNT + doxorubicin), we identified a subset of 101 differentially regulated genes (Fig. 6A, B). Among these genes, we found numerous NF-κB targets, including several cytokines and paracrine factors. 

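With the same thresholds, 82 genes were both higher with doxorubicin in siNT cells and lower in siMLK4 than in siNT cells under doxorubicin. These 82 genes were 4% of the induced and 16.5% of the lower genes. Lists of these sizes drawn independently would share 60.3 genes. The induced genes that were higher in siMLK4 cells numbered 94, against 54.7 for independent lists. Both comparisons use the siNT doxorubicin libraries, so a deviation of these libraries moves both. The overlap held 527 genes at an adjusted p under 0.05 without a fold change threshold. Across the fits that each left out 1 library it held between 65 and 82 genes. The median log2 fold change of the 82 genes with doxorubicin was 1.18 in siNT cells and 0.66 in siMLK4 cells. Their median difference between siMLK4 and siNT cells was −1.05 with doxorubicin and −0.44 in vehicle. In vehicle, 19 of them were already lower in siMLK4 cells by the same thresholds and 39 at an adjusted p under 0.05. In siMLK4 cells doxorubicin induced 35 of the 82 past the thresholds and 57 at an adjusted p under 0.05. The response itself was smaller in siMLK4 cells for 29 genes at an adjusted p of the interaction under 0.05, and for 13 genes past both thresholds. PADI2 (ENSG00000117115, chromosome 1, 17066761 to 17119451) had the lowest interaction value on the variance-stabilized scale, −1.93 (SE 0.22, adjusted p = 0.0016). It rose from 77.6 ± 23 to 571 ± 118 normalized reads in siNT cells and from 77.4 ± 7.12 to 114 ± 4.68 in siMLK4 cells (SD, n = 3).

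**Figure D1:**
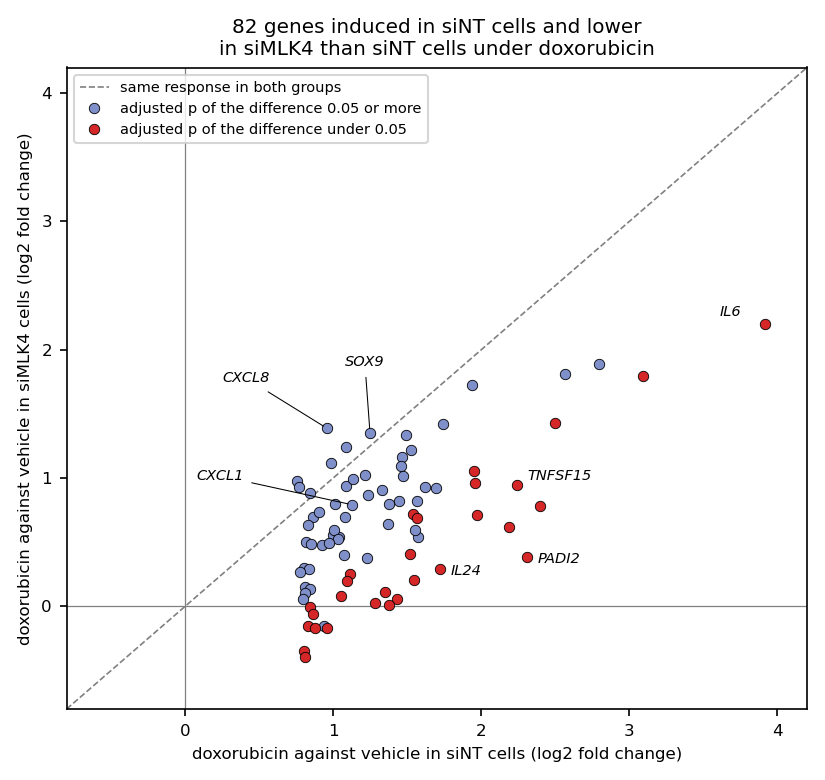
Log2 fold change with doxorubicin in siNT cells (horizontal axis) and in siMLK4 cells (vertical axis) for the 82 genes of the overlap, with a dashed line where the responses are equal. Red points are the 29 genes with an adjusted p of the interaction under 0.05, and CXCL8 and SOX9 lie above the line.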

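The overlap was set beside a list of 76 known NF-κB target genes and a list of 151 cytokine genes, of which 63 and 72 were measured. The NF-κB list had 14 genes among those induced in siNT cells, and 4 of these (CD274, CXCL1, CXCL8 and IL6) were in the overlap (two-sided Fisher's exact test within the induced genes, p = 0.00172). The cytokine list had 22 induced genes, of which 6 (CXCL1, CXCL8, GREM1, IL24, IL6 and TNFSF15) were in the overlap (Fisher's exact test within the induced genes, p = 0.000148). All of these but GREM1 are genes that the study names from its own overlap in these samples. Of the genes highlighted in Fig. 6B, 15 were found by symbol, and 10 of them passed in both comparisons here, namely CD274, CTSL, CXCL1, CXCL8, IL24, IL6, SAT1, SOX9, TNFSF15 and VIM. SOD2 was not analysed by name. The calls of CD274, CXCL8, SAT1 and CTSL depended on single libraries, since they were made in 6, 7, 7 and 11 of the 12 fits that each left out 1 library. CD274 was not called without siNT vehicle replicate 1 or 2, siNT doxorubicin replicate 2 or 3, or siMLK4 doxorubicin replicate 1 or 3. CXCL8 was not called without siNT vehicle replicate 2 or 3 or any 1 of the siNT doxorubicin replicates, SAT1 not without any 1 of the siNT doxorubicin replicates or siMLK4 doxorubicin replicate 1 or 2, and CTSL not without siNT vehicle replicate 3. CD274 and SAT1 were also not called with TMM scaling or with library totals in place of the authors' size factors. CXCL6 missed the fold change threshold for induction, FOS and TNFRSF1B that for the difference between siRNA groups (−0.66 and −0.71), and IL12A and PTX3 both. FOS passed without siMLK4 doxorubicin replicate 1, and TNFRSF1B without siMLK4 doxorubicin replicate 2. IL24 (ENSG00000162892, chromosome 1, 206897443 to 206904139) was the lowest of these genes in siMLK4 cells under doxorubicin (−3.07, SE 0.18, adjusted p = 2.7e-07). Its 3′UTR holds seed matches of siMLK4_1 and siMLK4_4, and 52.6% of all genes with a 3′UTR hold a match of at least 1 siMLK4 siRNA. IL24 rose from 78.4 ± 28.8 to 360 ± 53.1 normalized reads in siNT cells, against 4.77 ± 4 in vehicle (2.66 without replicate 2) and 9.79 ± 1.87 with doxorubicin in siMLK4 cells (SD, n = 3). SOX9 (ENSG00000125398, chromosome 17, 72121020 to 72126416) was lower in siMLK4 cells by similar amounts in vehicle (−1.35) and with doxorubicin (−1.24), and its response did not differ detectably between the groups (interaction 0.11, SE 0.22, adjusted p = 0.89).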

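Of the 72 measured cytokine genes, 45 had a negative log2 fold change in siMLK4 against siNT cells under doxorubicin, with a median of −0.23. The list was shifted down against all other genes by limma's camera test with a preset correlation of 0.01 (p of 1.7e-05, adjusted p = 9e-05 over the 25 list comparisons made). The shift held with fry, at a p of 5.4e-05, and with a correlation estimated from the data, at a p of 0.033. In fgsea the normalized enrichment score was −2.21, with a multilevel p of 3.9e-07. This p is estimated from random gene sets, without exchange of libraries, and leaves out correlation between genes. Of the 10 splits of the 6 doxorubicin libraries into groups of 3, the real one alone gave a camera p as small (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). Among the genes lower in siMLK4 cells, 17 were cytokine genes (odds ratio 10.6, two-sided Fisher's exact test against all genes tested, p = 1.99e-11). When the 851 genes with the lowest p-values, the top 5% used by the authors, were taken in place of these, 18 were cytokine genes (p = 1.04e-08). Without the genes that the study names these numbers were 11 (Fisher's exact test, p = 2.08e-06) and 11 (p = 0.000313). These 2 tests were chosen after results were seen. The study names 7 of the 72 genes for this experiment, and 20 belong also to the NF-κB list. Without the genes that the study names, the camera p was 0.0025. In vehicle, the list was also shifted down in siMLK4 cells (median −0.15, adjusted p = 0.0024 by camera), although not with an estimated correlation (p of 0.076), and 12 of its genes were among the lower genes (Fisher's exact test, p = 2.23e-06). Doxorubicin moved the list up in siNT cells (median 0.31, adjusted p = 0.011) and less clearly in siMLK4 cells (median 0.22, adjusted p = 0.052). The shifts held with fry, at a p of 1.8e-05 and 0.00011, but not with an estimated correlation, at a p of 0.12 and 0.22. In siNT cells, 3 of the 10 splits gave a camera p as small. For the difference between these responses, camera gave an adjusted p = 0.16 and fry a p of 0.27, and the median was 0.01. Only fgsea, which leaves out correlation between genes, gave a low value, a multilevel p of 0.0038. Its normalized enrichment score was −1.65, toward a smaller response in siMLK4 cells.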

Functional enrichment analysis of genes downregulated following MLK4 depletion in doxorubicin-treated cells identified cytokine activity and receptor signaling as key downstream targets of MLK4 (Fig. 6C). Furthermore, Gene Set Enrichment Analysis (GSEA) showed that NF-κB signature was significantly downregulated in MLK4-depleted cells upon doxorubicin treatment (Fig. 6D). 

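The genes of the study's signature are not named in the paper's text, so the test was run on the 63 measured genes of the NF-κB list. Under doxorubicin 43 of them had a negative fold change in siMLK4 cells, with a median of −0.18 on the log2 scale. Camera gave a p of 6.8e-05 (adjusted p = 0.00028), fry a p of 0.0023, and fgsea a multilevel p of 6.4e-06 with a normalized enrichment score of −2.06. With an estimated correlation between genes the shift was no longer detectable, at a p of 0.14. The real split of the doxorubicin libraries was again the 1 of 10 with the smallest camera p, which is the most that 6 libraries can show. At the level of single genes, 13 were lower and 1 was higher past the thresholds, and the 13 were more than the list's share of all genes tested (odds ratio 8.82, two-sided Fisher's exact test, p = 2.73e-08). Leaving out the genes that the study names gave a camera p of 0.0053, and 8 lower genes in place of the 13. Fisher's exact test for these 8, chosen after results were seen, gave p = 0.00018. The list was shifted by a similar amount in vehicle, where the median was −0.24, 40 genes were negative and camera gave a p of 1.8e-05 (adjusted p = 9e-05). There, fry gave a p of 0.0011 and the estimated correlation a p of 0.12, 3 of the 10 splits of the vehicle libraries gave a camera p as small, and 11 genes were lower past the thresholds. Doxorubicin itself moved the list up by a median of 0.2 in siNT cells (adjusted p = 0.052) and 0.22 in siMLK4 cells (adjusted p = 0.034). Fry gave a p of 0.0014 and 0.00062, but with an estimated correlation the p was 0.39 and 0.35. In siNT cells, 3 of the 10 splits gave a camera p as small. The interaction, which tests whether the list responded less to doxorubicin in siMLK4 cells, had a median of 0.04 and a camera p of 0.63 (adjusted p = 0.72).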

ATM activation and subsequent phosphorylation of its downstream substrates have been shown to play a pivotal role in adaptive transcriptional response following DNA damage [7, 36–38]. Thus, we curated a signature of ATM-dependent transcriptional alterations based on the previously published expression data from ATM-depleted TNBC cells [37]. Interestingly, we observed that genes previously found to be downregulated by ATM depletion were also negatively enriched in MLK4-deficient cells upon doxorubicin treatment in our experiments (Fig. 6D). To validate mRNA-seq results, we analyzed the expression of selected genes in MLK4-silenced and control HCC1806 cells by qRT-PCR. 

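In the mRNA-seq libraries, IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) had 2.63 ± 1.85 normalized reads in siNT cells in vehicle and 500.3 ± 44.1 with doxorubicin (SD, n = 3 for each mean given for the 6 genes). CXCL8, which encodes IL-8 (ENSG00000169429, chromosome 4, 73740519 to 73743716), rose 1.93-fold, from 760 ± 284 to 1464 ± 94.1. CXCL1 (ENSG00000163739, chromosome 4, 73869393 to 73871308) rose 2.46-fold, from 193 ± 51.8 to 476 ± 50.6, and 4.6% of its 50-base stretches also occur in CXCL2 or CXCL3. CXCL6 (ENSG00000124875, chromosome 4, 73836640 to 73849064) rose from 38.3 ± 4.65 to 75.7 ± 0.848. IL12A (ENSG00000168811, chromosome 3, 159988835 to 159996019) rose from 26.8 ± 4.5 to 51.1 ± 1.95. TNFSF15 (ENSG00000181634, chromosome 9, 114784652 to 114806039) rose 6.49-fold, from 94.5 ± 34.5 to 614 ± 92.5. The 6 genes were all higher with doxorubicin in siNT cells at an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Because the study chose this list on these samples, the second count is not independent evidence. The log2 fold changes of CXCL6 (0.57) and IL12A (0.47) stayed under the threshold of 0.75, on a scale that compresses genes with so few reads. Under doxorubicin each of the 6 was lower in siMLK4 than in siNT cells at an adjusted p under 0.05, from −0.71 for IL12A (SE 0.1, adjusted p = 0.00031) to −1.88 for CXCL8 (SE 0.26, adjusted p = 2e-04). In siMLK4 cells CXCL6 had 36.8 ± 8.63 normalized reads in vehicle and 28.2 ± 10.3 with doxorubicin, IL12A 19.1 ± 3.43 and 18 ± 2.92, and TNFSF15 72.6 ± 11.8 and 185 ± 52.1. The difference between the 2 responses was −1.29 for TNFSF15 (SE 0.27, adjusted p = 0.034), −0.76 for CXCL6 (SE 0.18, adjusted p = 0.059) and −0.5 for IL12A (SE 0.15, adjusted p = 0.11). Of all 6 genes, 2 had an interaction adjusted p under 0.05 over all genes tested, 4 when adjusted over the list alone, 4 had an unadjusted p under 0.05, and 0 passed both thresholds. With a replicate block 1 did, IL6 (−1.72, adjusted p = 0.0099), as it did without siMLK4 doxorubicin replicate 3 (0.00254), and over all settings run its adjusted p ranged from 0.0017 with the slope on transcript length to 0.61 with limma-voom, both chosen after seeing the data. The adjusted p of TNFSF15 rose to 0.092 with limma-voom, chosen after seeing the data, and it was above 0.05 in 8 of the 12 fits that each left out 1 library, up to 0.116 without siMLK4 doxorubicin replicate 1. The 3′UTR of TNFSF15 holds seed matches of siMLK4_1 and siMLK4_2, and those of CXCL6 and CXCL8 hold a seed match of siMLK4_4. Such matches are common, since 52.6% of all genes with a 3′UTR hold at least 1. Genes with the match of siMLK4_1 were not shifted down (mean difference 0.012 with doxorubicin).

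**Figure D2:**
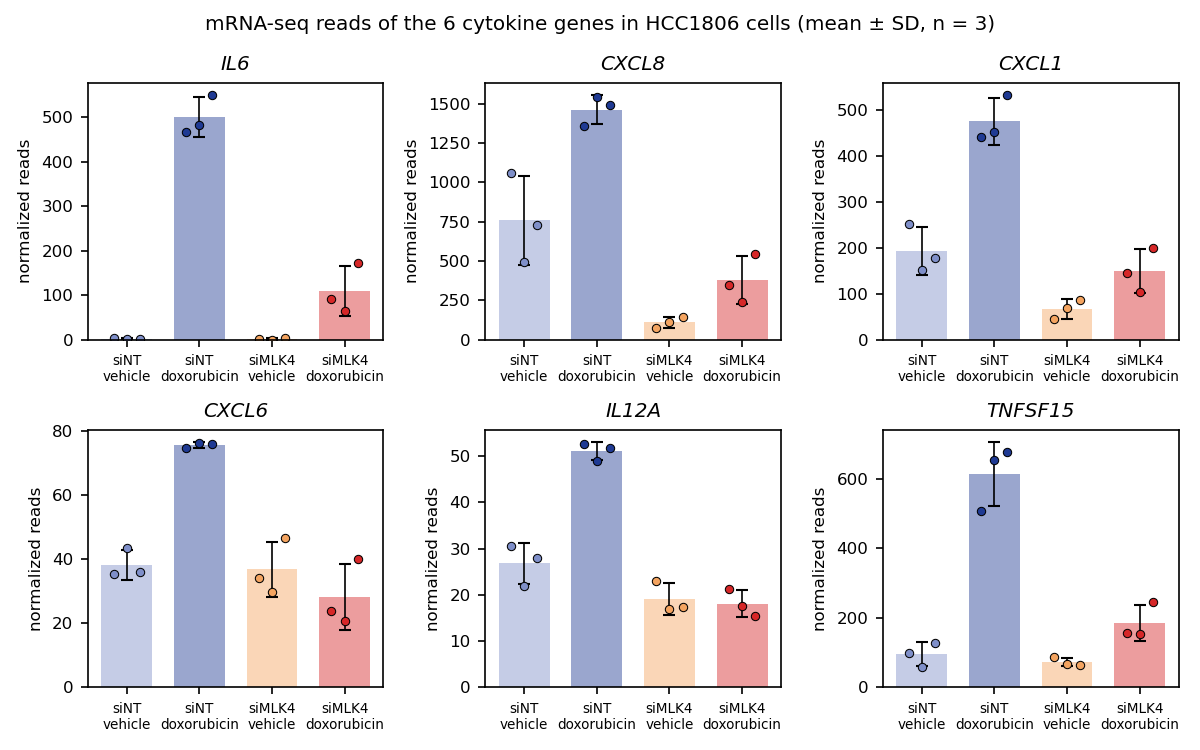
Normalized reads (vertical axes) of the 6 cytokine genes in siNT and siMLK4 cells with vehicle or doxorubicin. Points are the 3 libraries, bars their means from 0 and error bars the SD, and CXCL8 and CXCL1 are lower in siMLK4 cells with vehicle as well as with doxorubicin.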

In agreement with our mRNA-seq data, the expression of several NF-κB-regulated cytokines (*IL-6, IL-8, CXCL1, CXCL6, IL-12A, TNFSF15*) was induced upon the treatment with doxorubicin in control cells, while the induction of these genes was compromised by MLK4 depletion (Fig. 6E). To establish whether ATM activation was necessary for the upregulation of the indicated NF-κB target genes by doxorubicin, we examined the expression of selected cytokines in HCC1806 cells treated with ATM inhibitor (KU-60019), doxorubicin or a combination of both. ATM inhibition led to a similar dampening of doxorubicin-induced transcriptional changes as MLK4 silencing (Fig. 6F), suggesting that the impaired induction of NF-κB target genes in MLK4-deficient cells is associated with a compromised ATM activation. Moreover, treatment with KU-60019 significantly enhanced doxorubicin cytotoxicity against HCC1806 and SUM149PT cells (Supplementary Fig. S9A, B).

**Fig. 6:**
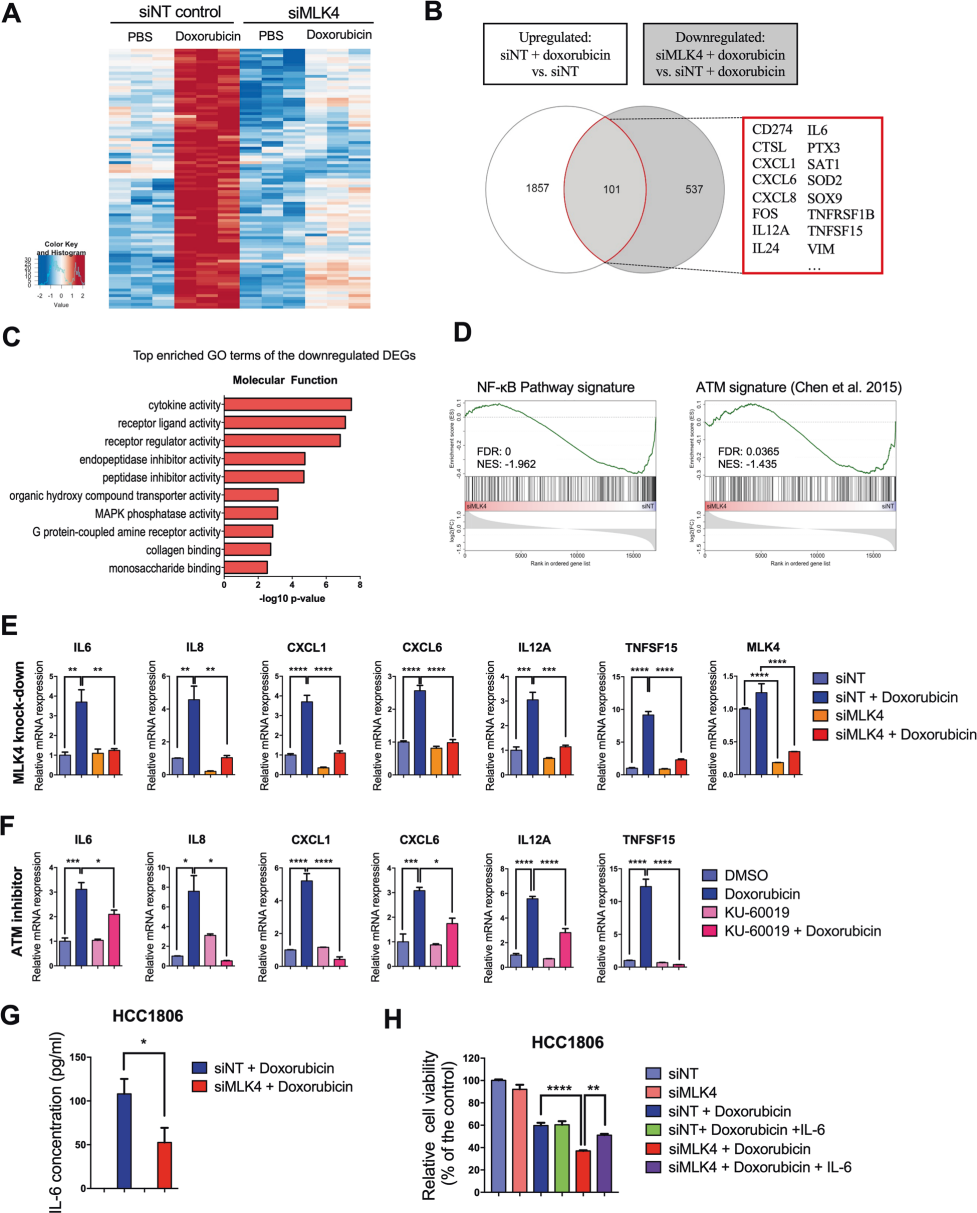
MLK4 loss interferes with the induction of NF-κB target genes and compromises adaptive transcriptional response of TNBC cells to chemotherapy. **A** Heatmap depicting the transcriptome-wide effects of MLK4 depletion and doxorubicin treatment. Shown are significantly [pvalue adj.<0.01] upregulated [log2 FC > 0.75, red] or downregulated [log2 FC < 0.75, blue] genes. **B** Venn diagram comparing the overlapping genes which are upregulated after doxorubicin treatment and significantly downregulated in MLK4-depleted cells compared to control cells after treatment with doxorubicin. The genes whose induction by doxorubicin is reduced by MLK4 loss are highlighted on the right. **C** GO enrichment analysis in MLK4-depleted vs. control cells treated with doxorubicin. **D** GSEA in MLK4-depleted vs. control cells treated with doxorubicin. The list of ATM-dependent genes was curated based on RNA-seq data from Chen et al. [37]. **E** HCC1806 cells were transfected with MLK4-targeting siRNA (siMLK4) or control non-targeting siRNA (siNT). Following the transfection, cells were treated with doxorubicin for 24 h. After the treatment, RNA was isolated and relative gene expression of several NF-κB target genes was analyzed by qRT-PCR. Error bars indicate ±SEM from three experiments (*n* = 3). Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, **p < 0.01, ***p < 0.001, ****p < 0.0001. **F** HCC1806 cells were pre-treated with ATM inhibitor KU-60019 or DMSO for 1 h, and subsequently cells were treated with doxorubicin for 24 h. After the treatment, RNA was isolated and relative gene expression of indicated NF-κB target genes was analyzed by qRT-PCR. Error bars indicate ±SEM from three experiments. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **G** Following the transfection with either MLK4-targeting (siMLK4) or non-targeting control siRNA (siNT), cells were treated with doxorubicin for 24 h and the concentration of IL-6 in cell culture medium supernatants was measured using ELISA. Error bars indicate ±SEM from three experiments. Significance was calculated using an unpaired two-tailed *t*-test, *p < 0.05. **H** MLK4-depleted and control cells were incubated with doxorubicin alone (0.5 μM) or doxorubicin and IL-6 (10 ng/ml) for 48 h. Following the treatment, cells viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three experiments performed in triplicates (*n* = 9). Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, **p < 0.01, ****p < 0.0001.

ATM regulates NF-κB transcription in response to DNA damage through the phosphorylation of NEMO at Ser85, which aids in transmitting nuclear ATM signaling to activate NF-κB in the cytoplasm [39]. Upon activation, NF-κB-p65 translocates to the nucleus, where it regulates gene expression and promotes cell survival [40]. In agreement with our gene expression analyses, we observed reduced NEMO phosphorylation and decreased NF-κB-p65 nuclear translocation in MLK4-depleted cells upon treatment with doxorubicin (Supplementary Fig. S9C, D). Collectively, our results indicate that MLK4 is required for ATM activation that leads to downstream phosphorylation of NEMO and subsequent induction of NF-κB nuclear translocation in response to DNA damage.

### MLK4 loss impairs secretion of the pro-survival IL-6 in response to DNA-damaging chemotherapy

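The doxorubicin response of IL6, CXCL8 and CXCL1 was compared between siMLK4 and siNT cells in the same mRNA-seq libraries. IL6 had 1.75 ± 1.64 normalized reads (SD, n = 3) in siMLK4 cells in vehicle, at most 3 reads in each library, and 110 ± 55.8 (SD, n = 3) with doxorubicin, so that it was at least 35.7-fold higher with doxorubicin. In siNT cells its mean rose 190-fold, from only 7 reads in the 3 vehicle libraries together, and this was 313-fold without siNT vehicle replicate 1 and 148-fold without replicate 3. Its log2 fold change on the variance-stabilized scale was 3.92 (SE 0.2, adjusted p = 1.6e-08) in siNT cells and 2.2 (SE 0.2, adjusted p = 1.2e-06) in siMLK4 cells. The difference between them was −1.72 (SE 0.29, adjusted p = 0.011), while in vehicle the siRNA groups did not differ detectably (−0.13, adjusted p = 0.68). Since the vehicle level is so low, this test depends on the scale, and with limma-voom or on log2(normalized reads + 1), both chosen after seeing the data, the adjusted p of the difference was 0.61 and 0.26. For CXCL8, siMLK4 cells had 111 ± 36.1 normalized reads in vehicle and 378 ± 153 with doxorubicin (SD, n = 3), a 3.4-fold rise. Its level was lower in siMLK4 cells already in vehicle (−2.31, SE 0.26, adjusted p = 3.1e-05), and its response was 0.43 higher on the log2 scale in siMLK4 cells (SE 0.37, adjusted p = 0.67). CXCL1 rose 2.23-fold in siMLK4 cells, from 67.5 ± 21.3 to 150.2 ± 47.4 normalized reads (SD, n = 3), and it too was lower in vehicle (−1.08, SE 0.2, adjusted p = 0.0012). The difference of its responses was −0.34 (SE 0.28, adjusted p = 0.64).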

Our mRNA-seq data revealed that MLK4 knock-down diminished the doxorubicin-induced upregulation of several cytokines, which have been previously described to promote drug resistance in an autocrine/paracrine manner, including IL-6, IL-8 and CXCL1 [41–43]. Since IL-6-mediated autocrine signaling has been recently linked to multidrug resistance in TNBC, we verified if reduced IL-6 gene expression upon MLK4 knock-down contributes to increased chemosensitivity of HCC1806 cells. We confirmed a decreased secretion of IL-6 cytokine in MLK4-deficient cells upon treatment with doxorubicin using ELISA (Fig. 6G). Furthermore, we found that the addition of exogenous IL-6 to the cell culture medium increased viability of MLK4-depleted cells upon doxorubicin treatment, thus partially rescuing the effects of MLK4 knock-down (Fig. 6H). Together, these findings suggest that MLK4 function is required for the expression of NF-κB target genes to promote the survival of TNBC cells following chemotherapy.

### High expression of MLK4 is associated with poor prognosis in patients receiving anthracycline-based neoadjuvant chemotherapy

Finally, we aimed to explore the prognostic impact of high MLK4 gene expression in TNBC patients treated with neoadjuvant chemotherapy. We analyzed the gene expression and survival data from the TOP trial, in which patients with ER-negative tumors were treated with anthracycline monotherapy [44]. Our analysis indicated that high MLK4 mRNA expression in pre-treatment biopsies was associated with worse overall survival (Fig. 7A). These results suggest that high MLK4 expression in tumor tissue could be related to an unfavorable response to NAC and poor prognosis in TNBC patients.

**Fig. 7:**
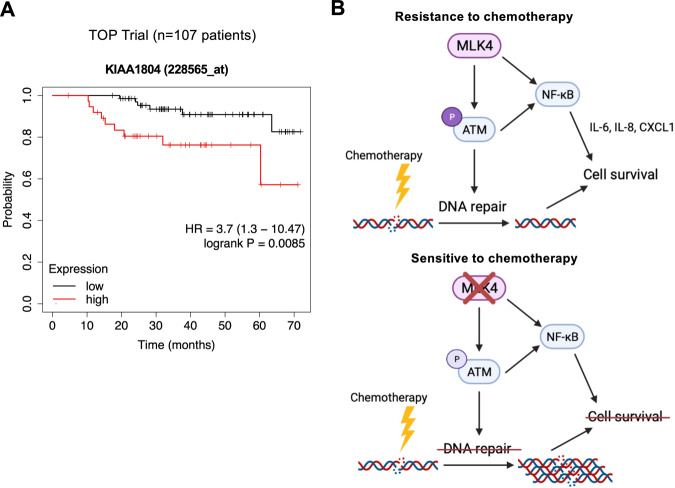
High MLK4 expression predicts poor prognosis in patients treated with anthracycline-based neoadjuvant chemotherapy. **A** Probability of overall survival in breast cancer patients from neoadjuvant TOP trial based on MLK4 mRNA expression in tumor tissue, evaluated using pre-treatment biopsies. Patients with estrogen receptor (ER)-negative tumors were treated with anthracycline (epirubicin) monotherapy. The OS was analyzed using the KMplotter tool, with auto-selected best cutoff. Graphic illustrations were obtained from Kmplot.com. **B** Schematic illustration of the proposed role of MLK4 in TNBC chemoresistance.

## Discussion

The treatment of TNBC is limited by a lack of actionable targets and aggressive phenotype that is often refractory to cytotoxic chemotherapy. We recently found that MLK4 gene is amplified and highly expressed in the TNBC clinical samples and cell line models [23]. We also demonstrated that this kinase promotes proliferation, migration, and invasive potential of breast cancer cells [23]. However, the functional role of MLK4 in cancer chemoresistance has not been previously investigated. Here, we report our findings supporting the involvement of MLK4 in resistance of TNBC to clinically used chemotherapeutic agents. We demonstrated that MLK4 loss enhanced apoptosis induction and reduced viability of TNBC cell lines upon treatment with doxorubicin and etoposide in vitro, and these results were further recapitulated in breast cancer xenograft model. Notably, MLK4 knock-down alone did not cause cell death or DNA damage accumulation, which agrees with our previous data [23]. These observations provide a rationale for using MLK4 inhibitors in combination with DNA-damaging chemotherapies in the treatment of TNBC.

ATM is the primary kinase involved in the cellular response to DNA DSBs, and its loss or inhibition sensitizes cancer cells to chemotherapy [10, 14]. Recently, Colomer et al. described that ATM is directly activated by the nuclear form of IKKα kinase downstream of BRAF and TAK1, and inhibition of both IKKα and BRAF impaired DNA repair mechanisms, sensitizing metastatic tumors to DNA-damaging agents in vivo [11]. These results highlight the importance of upstream kinases in DDR regulation and point towards novel therapeutic strategies for overcoming cancer chemoresistance. We showed that MLK4 loss compromises ATM activation and inhibits phosphorylation of several DDR components, including: CHK2, KAP1, TP53BP1 and MDC1. Moreover, we demonstrated that MLK4 depletion attenuates downstream DNA repair via the NHEJ pathway, which seems to be the major pathway involved in repairing doxorubicin-induced DNA DSBs [45]. Thus, we propose that MLK4 plays a role in ATM activation to facilitate efficient DNA repair and contributes to TNBC survival and chemoresistance. There are several possible mechanisms through which MLK4 may impact ATM activation. MLK4 can directly interact with ATM and phosphorylate its residues, including Ser1981 or other phosphorylation sites essential for ATM activation [11, 46]. Alternatively, additional kinases downstream of MLK4 might be involved. For instance, IKKα/β, which are MLK4 substrates, were demonstrated to phosphorylate ATM in response to DNA damage and promote NHEJ-mediated DNA repair [11, 47]. Therefore, future studies are needed to elucidate the exact mechanisms by which MLK4 regulates ATM function and DDR signaling networks.

Currently, many drugs targeting various DDR components are in preclinical and clinical development. PARP inhibitors have been established as important new therapies for breast cancer patients with inherited BRCA1/2 mutations [48]. ATM inhibitors are now under investigation in phase I clinical trials in patients with glioblastoma and other advanced tumors in combination with radio- and chemotherapies [49]. However, the potential side-effects of prolonged treatment with ATM inhibitors should also be considered, as ATM inhibition sensitizes cells to genotoxic insults in general, raising the concern of normal tissue toxicity [13]. We show that MLK4 acts as a novel, druggable regulator of DDR. Notably, MLK4 loss or inhibition does not potentiate cytotoxic effects of chemotherapy against normal breast epithelial cells in vitro, indicating that the further development of MLK4 inhibitors is warranted and may prove beneficial in cancer therapy. Moreover, our results suggest that MLK4 loss impairs NHEJ-mediated DSBs repair, and therefore may cause synthetic lethality in HR-deficient tumors due to the inhibition of the remaining DSBs repair pathway. This can be potentially relevant in the context of TNBC therapy, as this subtype of breast cancer is characterized by a relatively high frequency of HR-defects [50, 51].

Numerous studies have linked increased NF-κB activation and autocrine/paracrine signaling with breast cancer chemoresistance [12, 42, 43, 52, 53]. ATM plays a critical role in the induction of NF-κB transcription in response to genotoxic stress, primarily via an established nuclear-to-cytosolic signaling pathway involving NEMO, the regulatory subunit of the IKK complex [39, 54, 55]. Following MLK4 silencing, we observed lower levels of phosphorylated ATM and NEMO, impaired nuclear translocation of NF-κB, and decreased expression of pro-survival NF-κB target genes upon treatment with chemotherapy. These observations suggest that MLK4 activates NF-κB transcription indirectly via regulation of ATM-NEMO-IKK pathway upon DNA damage (Fig. 7B). Nevertheless, MLK4 also regulates NF-κB signaling by direct upstream activation of IKK, independently of DNA damage, which has been previously described in glioma and breast cancer [22, 23]. Thus, it is likely that MLK4 affects NF-κB transcriptional activity via several mechanisms in a context-dependent manner.

In summary, we demonstrate for the first time that MLK4 kinase confers chemoresistance in TNBC. We present evidence that MLK4 is involved in regulating DNA damage response signaling and contributes to chemotherapy-induced NF-κB activation, which facilitates the survival of TNBC cells. Our results indicate that MLK4 targeting can be used as a novel strategy in the treatment of chemoresistant tumors.

## Supplementary information

Supplementary Information File

Table S4

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and Supplementary File. mRNA-seq data have been deposited at GEO DataSets (GSE174692). Additional data or reagents are available from the corresponding author upon reasonable request.

# Supplementary material for: MLK4 regulates DNA damage response and promotes triple-negative breast cancer chemoresistance
**Source:** Cell Death Dis. 2021 Nov 27;12(12):1111. doi: 10.1038/s41419-021-04405-0
**Supplement:** Supplementary file 1 — Supplementary Information File

**Supplementary Information**

**MLK4 regulates DNA damage response and promotes triple-negative breast cancer chemoresistance**

Dawid Mehlich, Michał Łomiak, Aleksandra Sobiborowicz, Alicja Mazan, Dagmara Dymerska, Łukasz M. Szewczyk, Anna Mehlich, Agnieszka Borowiec, Monika K. Prełowska, Adam Gorczynski, Paweł Jabłoński, Ewa Iżycka-Świeszewska, Dominika Nowis, Anna A. Marusiak

**Content:**

1. **Supplementary Methods**
2. **Supplementary Figure Legends and Figures**
3. **Supplementary Tables**
4. **Supplementary References**

**Supplementary Methods**

**Generation of doxycycline-inducible cell lines**

Parental HCC1806 and SUM149PT were used to generate cells with doxycycline-inducible knock-down of MLK4, as described previously (1). To generate lentivral stock, HEK293T cells were transfected with TRIPZ shRNA_2 and shRNA_6 targeting MLK4 (Supplementary Table S1), purchased from Dharmacon. Cells were transduced with lentiviral stocks and subsequently selected with puromycin. To induce knock-down of MLK4, cells were incubated with doxycycline (Sigma) at 1 µg/ml concentration for 2-4 days.

### **CRISPR/Cas9-mediated knock-out of MLK4**

### MLK4 CRISPR/Cas9 knock-out cells were generated using InvitrogenTM TrueGuideTM Synthetic gRNA, according to the manufacturer’s instructions. Briefly, HCC1806 cells were transfected with gRNA and CAS9 protein (Thermofisher Scientific), using Lipofectamine CRISPRMAX reagent. Following transfection, the single cell clones were expanded and selected for MLK4 knock-out.

**Anchorage-dependent 2D Cas 3/7 Glo apoptotic assay**

HCC1806 and SUM149PT doxycycline-inducible cell lines were seeded into 6-well plates and incubated with 1 µg/ml doxycycline to induce MLK4 knock-down. MCF10A cells were transfected with either MLK4-targeting or control siRNA. Subsequently, cells were collected and seeded on a 96-well plate (1x10^4^ cells/well) in triplicates. The following day doxorubicin at indicated concentrations was added to the wells. After 24 hours, activity of caspases 3/7 was measured using Caspase-Glo 3/7 bioluminescent assay (Promega), according to the manufacturer’s instructions. For the luminescence measurement, microplate reader Synergy II (Bio Tek) was used.

**Anchorage-independent 3D Cas 3/7 Glo apoptotic assay**

HCC1806 and SUM149PT doxycycline-inducible cell lines were seeded on 96-well ultra-low attachment plates (Corning) at a density of 5x103 cells/well. The following day doxycycline was added to the wells at concentration 1 µg/ml to induce MLK4 knock-down and cells were incubated for an additional 48 hours. Subsequently, doxorubicin was added to the wells, and after 48 hours of treatment, activity of caspases 3/7 was measured using Caspase-Glo 3/7 bioluminescent assay as described above.

**Protein lysates preparation and immunoblotting**

For the whole cell lysates preparation, cells were lysed with RIPA (Sigma) lysis buffer supplemented with protease and phosphatase inhibitor tablets (Roche). For the isolation of nuclear proteins, cells were lysed using Nuclear Extraction Kit (Abcam), according to the manufacturer’s instructions. Proteins were resolved by SDS-PAGE gel electrophoresis and transferred onto nitrocellulose membranes (Bio-Rad). Membranes were blocked in 5% fat-free milk in TBST buffer and incubated overnight at 4 ˚C with indicated primary antibodies (Supplementary Table S2), and then for 1h with appropriate horseradish peroxidase–labeled secondary antibodies (Bio-Rad). The blots were developed with Clarity and Clarity Max substrates (Bio-Rad) and visualized using Amersham Imager 680. Images were analyzed using ImageJ.

**Immunofluorescent staining and confocal microscopy**

For *in vitro* experiments, HCC1806 cells were seeded onto coverslips and incubated with 1 µg/ml doxycycline to induce MLK4 knock-down. Subsequently, cells were washed with PBS and fixed with 4% PFA in PBS for 20 min. Cells were then permeabilized with 0.1% Triton X-100 in PBS for 15 min, washed and blocked with 10% FBS in PBS for 1 h. The primary yH2AX antibody (Supplementary Table S2) was added in 5% FBS in PBS and incubated in a humid chamber at 4°C overnight. Cells were washed and incubated with secondary antibody in PBS (Goat anti-Rabbit IgG, Alexa Fluor 488, Invitrogen). Next, the cells were washed, and coverslips were mounted on microscope slides using ProLong Diamond Antifade Mountant with DAPI (Thermofisher Scientific). For evaluation of xenograft tumors, tissues were dissected, fixed with 4% PFA and cryoprotected with 30% sucrose in PBS for 24 h. Next, samples were transferred to O.C.T. (Sakura Tissue-Tek) and frozen in −30 °C isopentane. Sections were obtained using a Leica CM1860 cryostat. Frozen free‐floating slices were washed with PBST. Antigen retrieval was performed using sodium citrate buffer (10 mM Sodium Citrate, 0.05% Tween 20, pH 6.0). Next, slices were blocked in 5% goat serum, incubated with primary antibodies (Supplementary Table S2) and secondary antibodies (Goat anti-Rabbit IgG DyLight 405, Invitrogen). Finally, slices were assembled using Fluromount G. All images were captured with Axio Imager Z2 LSM 700 Zeiss Confocal Microscope. Image analysis was performed using FIJI or ImageJ.

***In vitro* kinase assay**

Human glutathione S-transferase (GST)-tagged MLK4 kinase domain expressed using baculovirus expression system (Carna Biosciences) was incubated with kinase-inactive MKK7 (Carna Biosciences) in the absence or presence of inhibitor. Kinase assay was performed with 200 mM ATP at 30 ˚C for 30 min. Following addition of 4x reduced SDS sample buffer, proteins were resolved by SDS–PAGE and analyzed by western blotting.

**LC-MS/MS phosphoproteomic analysis**

Cell lysates were obtained in different experimental conditions as indicated. Lysates were digested with 8 µg of trypsin overnight at 37^o^C overnight. Next, samples were purified using SEP-PAK cartridges and subjected to phosphopeptides enrichment using TiO_2_ beads (GL Sciences). Phospho-enriched samples were analyzed by LC-MS/MS. Mass spectrometry measurements were performed at the Mass Spectrometry Laboratory at the Institute of Biochemistry and Biophysics PAS. Chromatographic separation was performed on an Evosep EV1106 analytical column. Each sample was measured in duplicate. An Evosep One nano-LC system (Evosep) was coupled to a FAIMS interface-equipped Exploris 480 mass spectrometer via an Flex ion source (Thermo Fisher Scientific). The Exploris 480 was operated in data-dependent mode with survey scans acquired at a resolution of 60,000 at m/z 200. Up to 25 of the most abundant isotope patterns with charges 2-6 from the survey scan were selected with an isolation window of 1.6 m/z and fragmented by higher-energy collision dissociation (HCD) with normalized collision energies of 30%, while the dynamic exclusion was set to 20 s. The maximum ion injection times for the survey scan and the MS/MS scans (acquired with a resolution of 30,000 at m/z 200) were set to Auto. The normalized ion target value for MS was set to 300% and for MS/MS to Standard. To increase the resolution for TMT reporter ions the TurboTMT algorithm was applied.

The data were processed with MaxQuant v. 1.6.10.43 and the peptides were identified from the MS/MS spectra searched against the UniprotKB Human Proteome using the built-in Andromeda search engine. Peptide N-terminal/Lys TMT and Cys carbamidomethylation were set as a fixed modification and Ser/Thr/Tyr phosphorylation, Met oxidation, and Asn/Gln deamidation were set as variable modifications. For in silico digests of the reference proteome, cleavages of arginine or lysine followed by any amino acid were allowed (trypsin/P), and up to two missed cleavages were allowed. The FDR was set to 0.01 for peptides, proteins, and sites. Match between runs was enabled and second peptides disabled. Other parameters were used as pre-set in the software. Corrected (based on the correction factors provided by the manufacturer for the TMT batch utilized) of phosphorylation sites’ TMT intensities were loaded into Perseus v. 1.6.10.0. Standard filtering steps were applied to clean up the dataset: reverse (matched to decoy database) and potential contaminants (from a list of commonly occurring contaminants included in MaxQuant) were removed. TMT intensities for the phosphorylation sites were log2 transformed, modification site table expanded, and sites with less than 1 valid value filtered off. Gaussian distribution of log2 transformed TMT intensities were confirmed by histogram analysis. Normalization was then applied by subtracting median values in each TMT channel. Student t-testing (permutation-based FDR with 250 randomizations = 0.05, S0 = 0.1, 2-sided, paired) was performed on the dataset to return sites in which phosphorylation levels were statistically significantly changed in response to MLK4 KD and/or drug treatment.

**RNA isolation and qRT-PCR**

RNA was isolated using the RNAeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA concentration was determined by the absorbance measurements using DS-11 Series Spectrophotometer/Fluorometer (DeNovix). cDNA was synthesized from 400 ng of total RNA using AMV Reverse Transcriptase (EurX). Quantitative real-time PCR was carried out using SYBR Green I (Bio-Rad) as a fluorophore. All qPCR reactions were performed on 96-well plates (Axygen), using Light Cycler 480 instrument (Roche). Samples were assayed in duplicates, and the obtained CT values were used to calculate relative gene expression using the 2^−ΔCT^ method. For each gene, the expression was normalized to the expression of B2M and actin housekeeping genes. The primers used in this study are listed in Supplementary Table S3.

**RNA-seq data processing**

For data analysis, raw sequences were trimmed according to quality using Trimmomatic using default parameters, except MINLEN, which was set to 50. Trimmed sequences were mapped to human reference genome provided by ENSEMBL, (version grch38_snp_tran) using Hisat2 default parameters. Optical duplicates were removed using MarkDuplicates tool from GATK with default parameters except OPTICAL_DUPLICATE_PIXEL_DISTANCE set to 12000. Mapped reads were associated with transcripts from GRCh38 database with default parameters except –stranded set to “reverse”. Differentially expressed genes were selected using DESeq2 package. Fold change was corrected using apeglm. Overrepresentation of Gene Ontology (The Gene Ontology Consortium 2019) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) categories among the top 5% of genes (according to p-value) was assessed with clusterprofiler package. Significance of association between the top 5% of genes and KEGG pathways was further tested with pathway regulation score. GSEA analysis was performed with phenoTest package. All mRNA-seq data have been deposited at GEO DataSets (GSE174692).

**Supplementary Figure Legends and Figures**

**Figure S1. A-C,** Following the transfection with MLK4-targeting or control siRNA, cells were treated with doxorubicin and etoposide for 48 h. Next, cells were stained with AnnexinV-FITC, and analyzed by flow cytometry. The representative histograms showing AnnexinV–FITC staining are shown for HCC1806, SUM149PT and MDA-MD-436 cell lines.

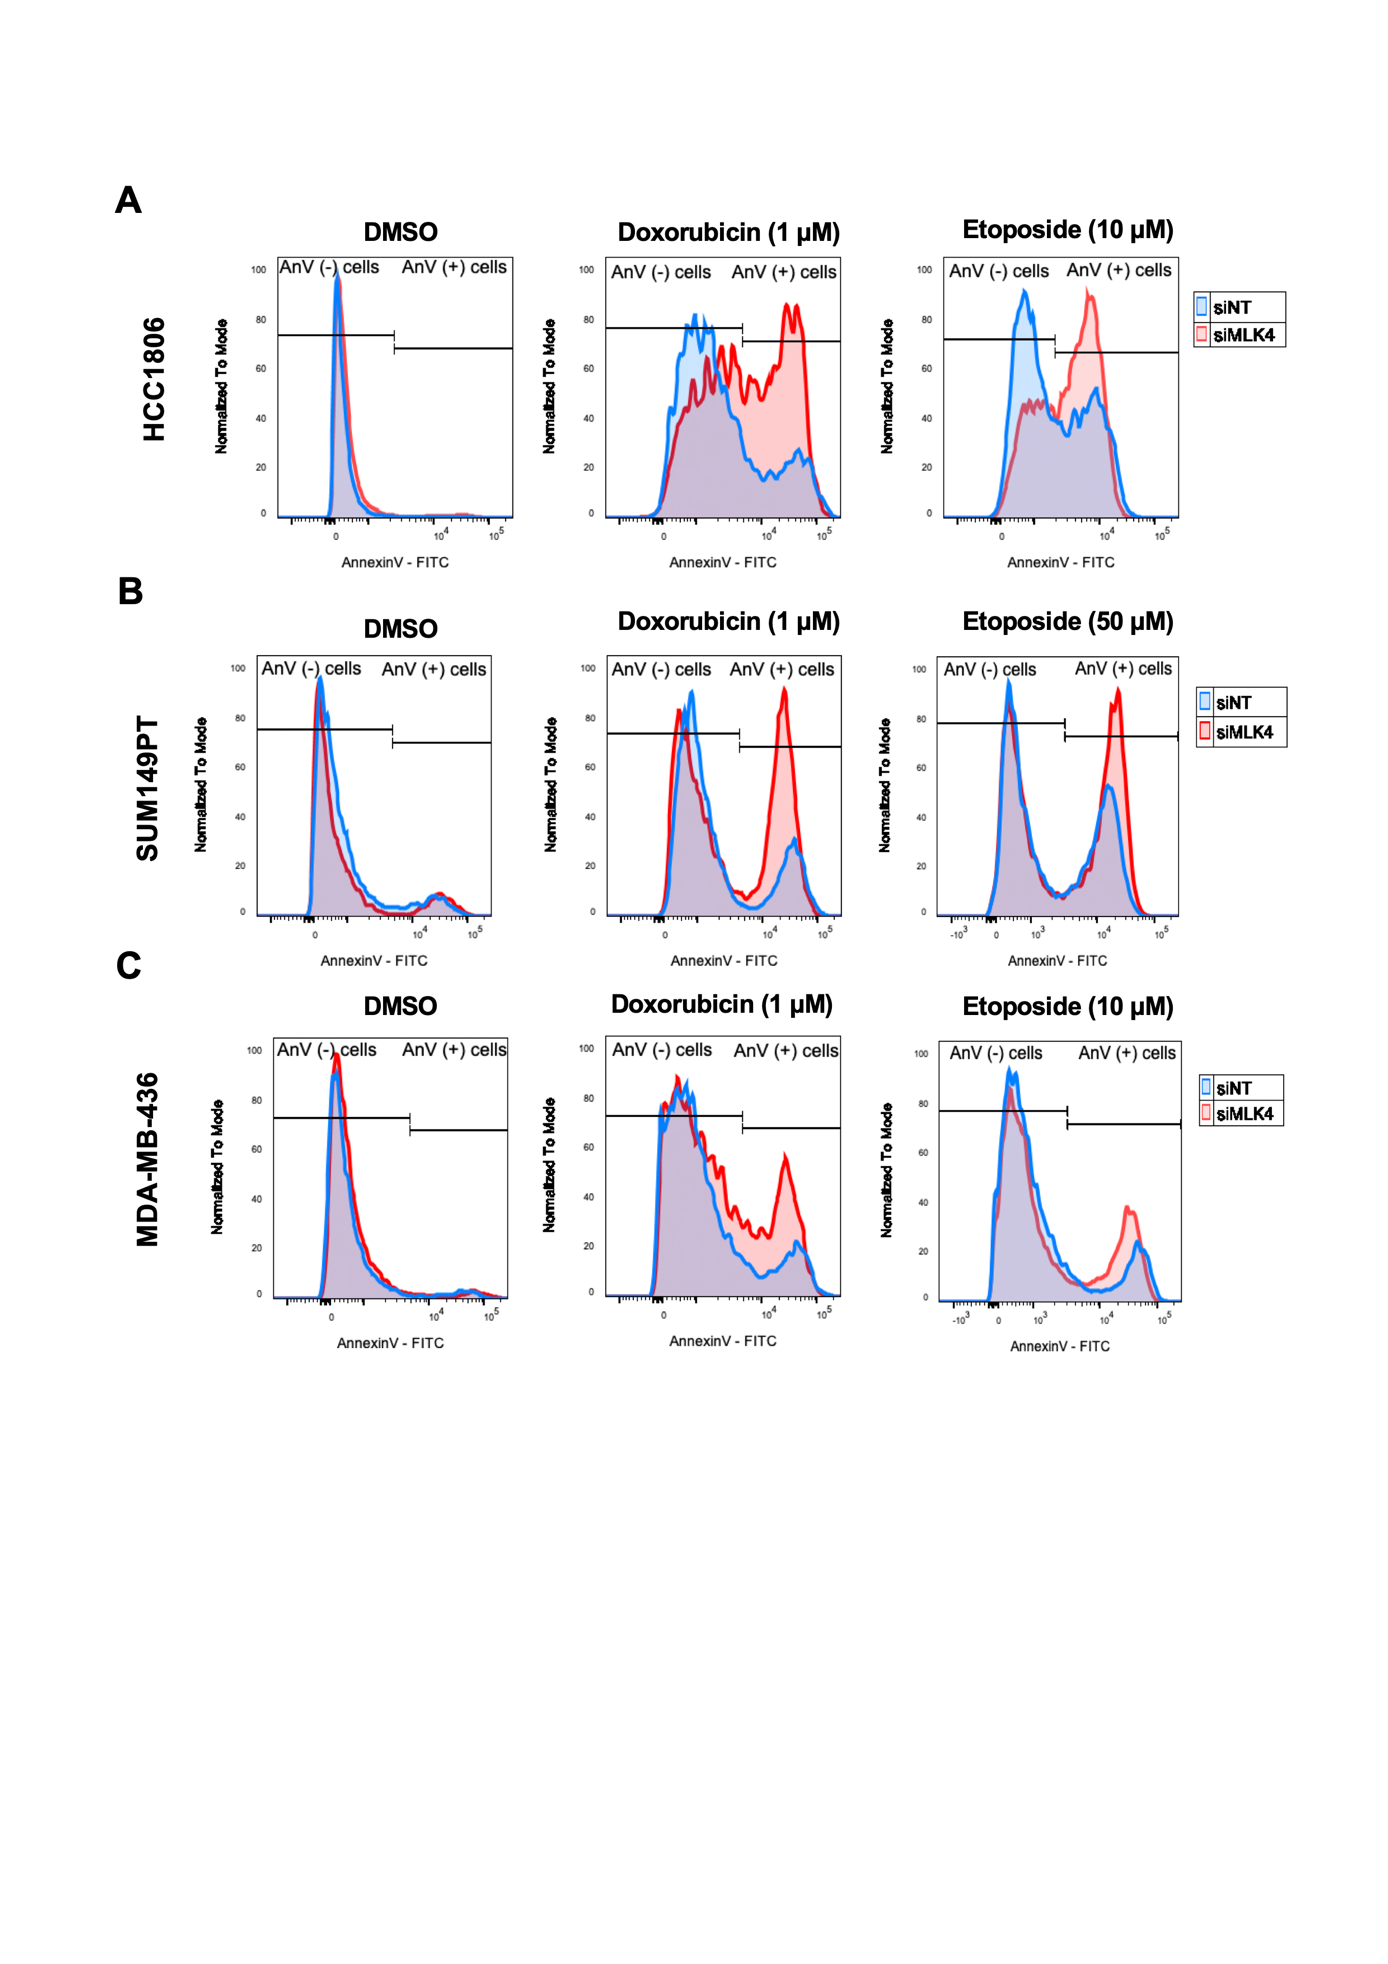

**Figure S2. A,** HCC1806 were transfected with MLK4-targeting siRNA smart-pool (siMLK4-sp) or with four individual MLK4-targeting siRNAs (siMLK4 1-4). The knock-down efficacy was assessed by immunoblotting. Cells transfected with non-targeting control siRNA (siNT) were used as a control. **B,** After the treatment, cell viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from two independent experiments performed in triplicates (N=2, n=6). Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, *p<0.05, **p<0.01.

**
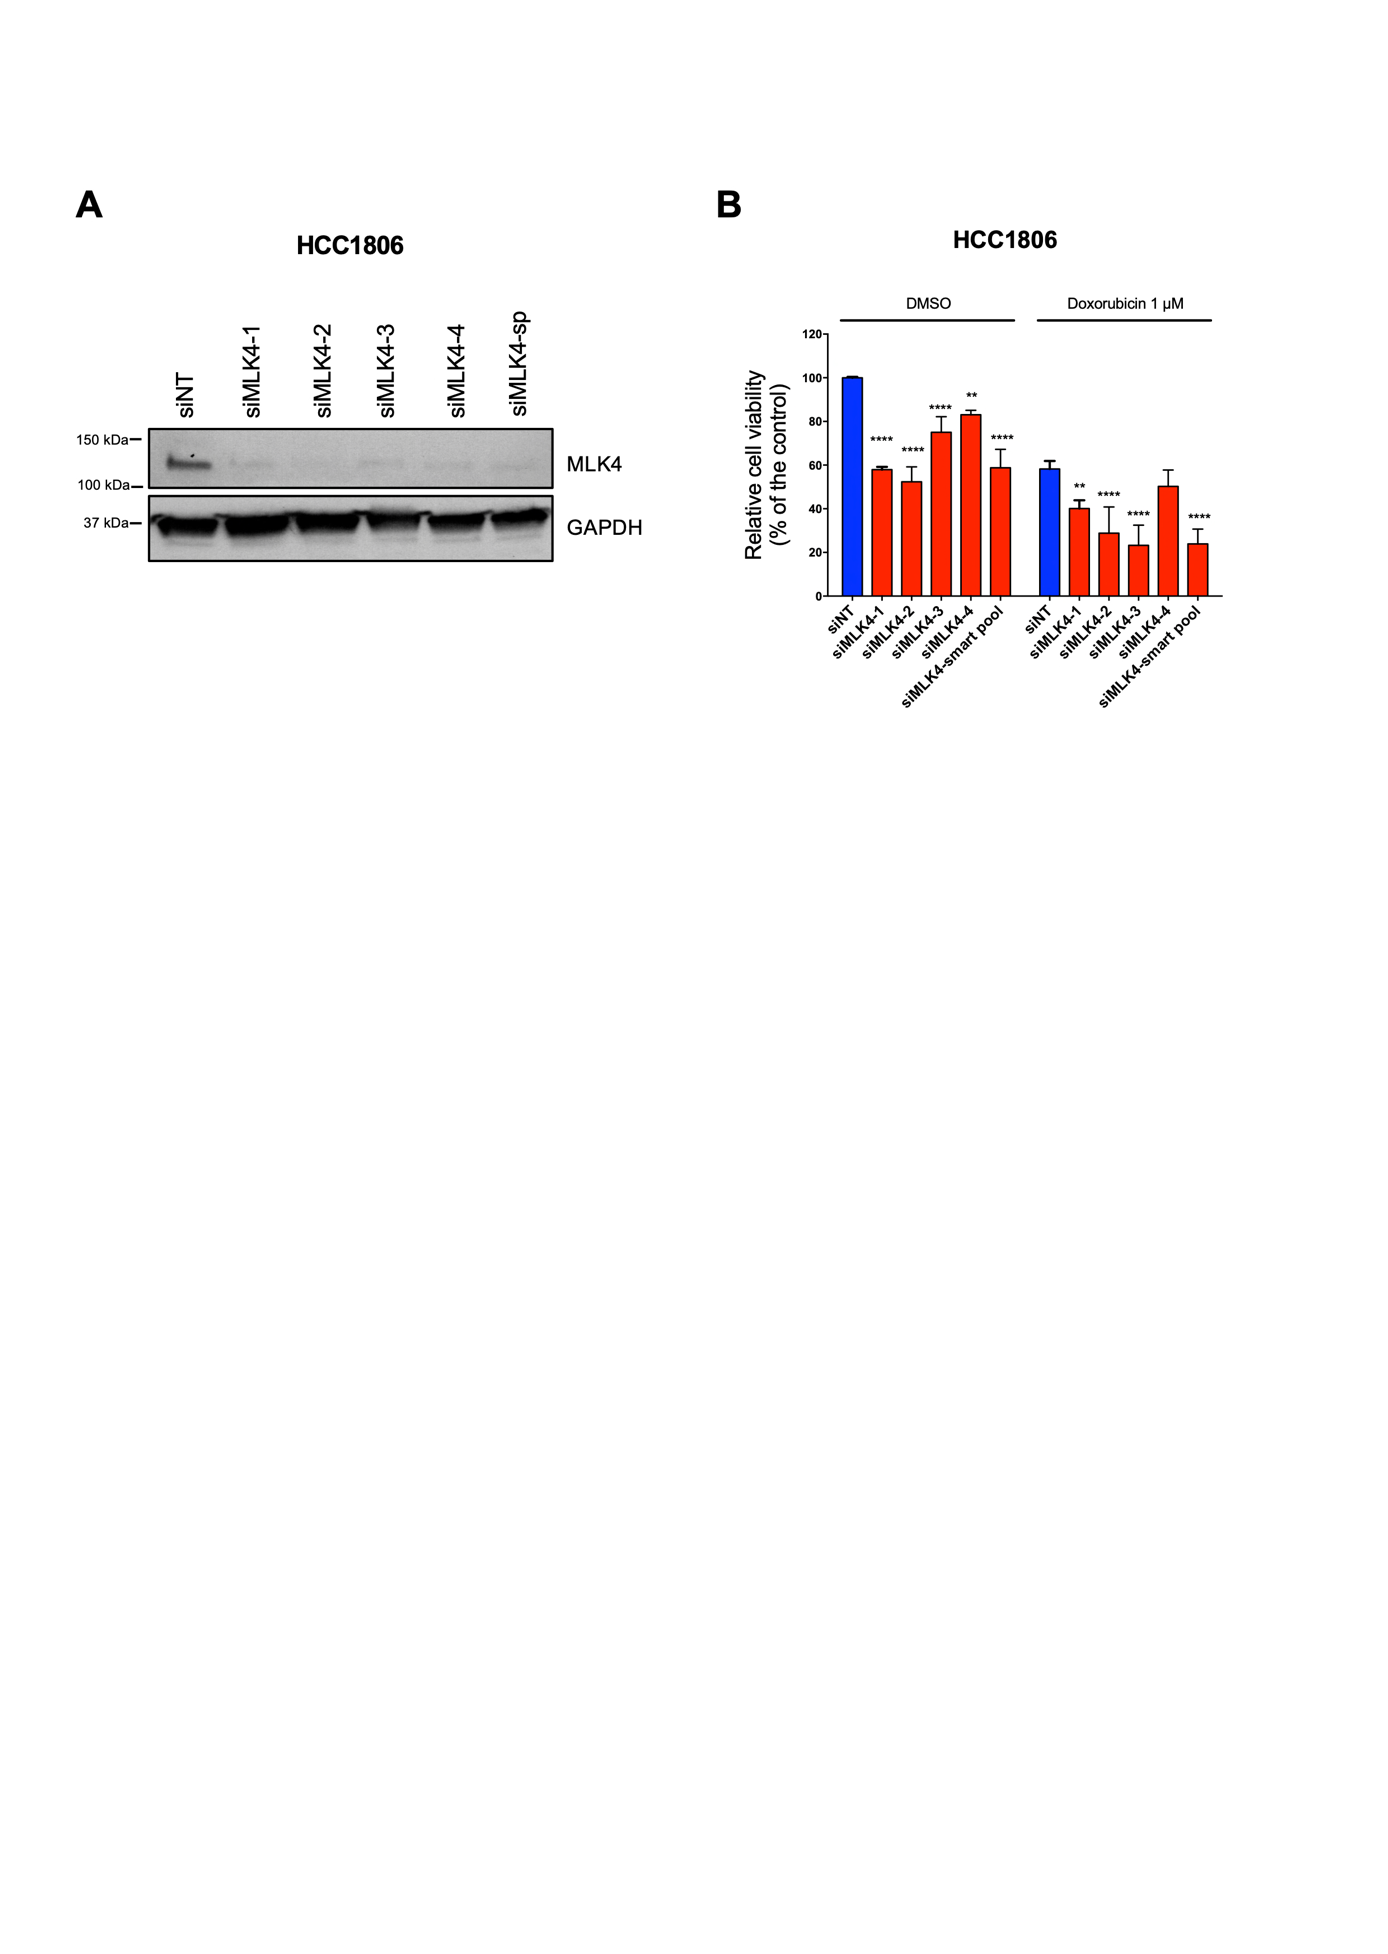
**

**Figure S3. A-D,** HCC1806 and SUM149PT parental cell lines were incubated with doxycycline and subsequently cells were treated with doxorubicin (A-B) or etoposide (C-D) for 48 h. Following treatment, cells viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three independent experiments, performed in triplicates. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons test, ns: not significant. **E-F,** HCC1806 and SUM149PT parental cell lines were incubated with doxycycline and subsequently treated with doxorubicin at increasing concentrations for 24 h. The activity of caspases 3/7 was measured using bioluminescence assay. Error bars indicate ±SEM from three independent experiments, performed in triplicates. Significance was calculated using an unpaired two-tailed *t*-test.

**
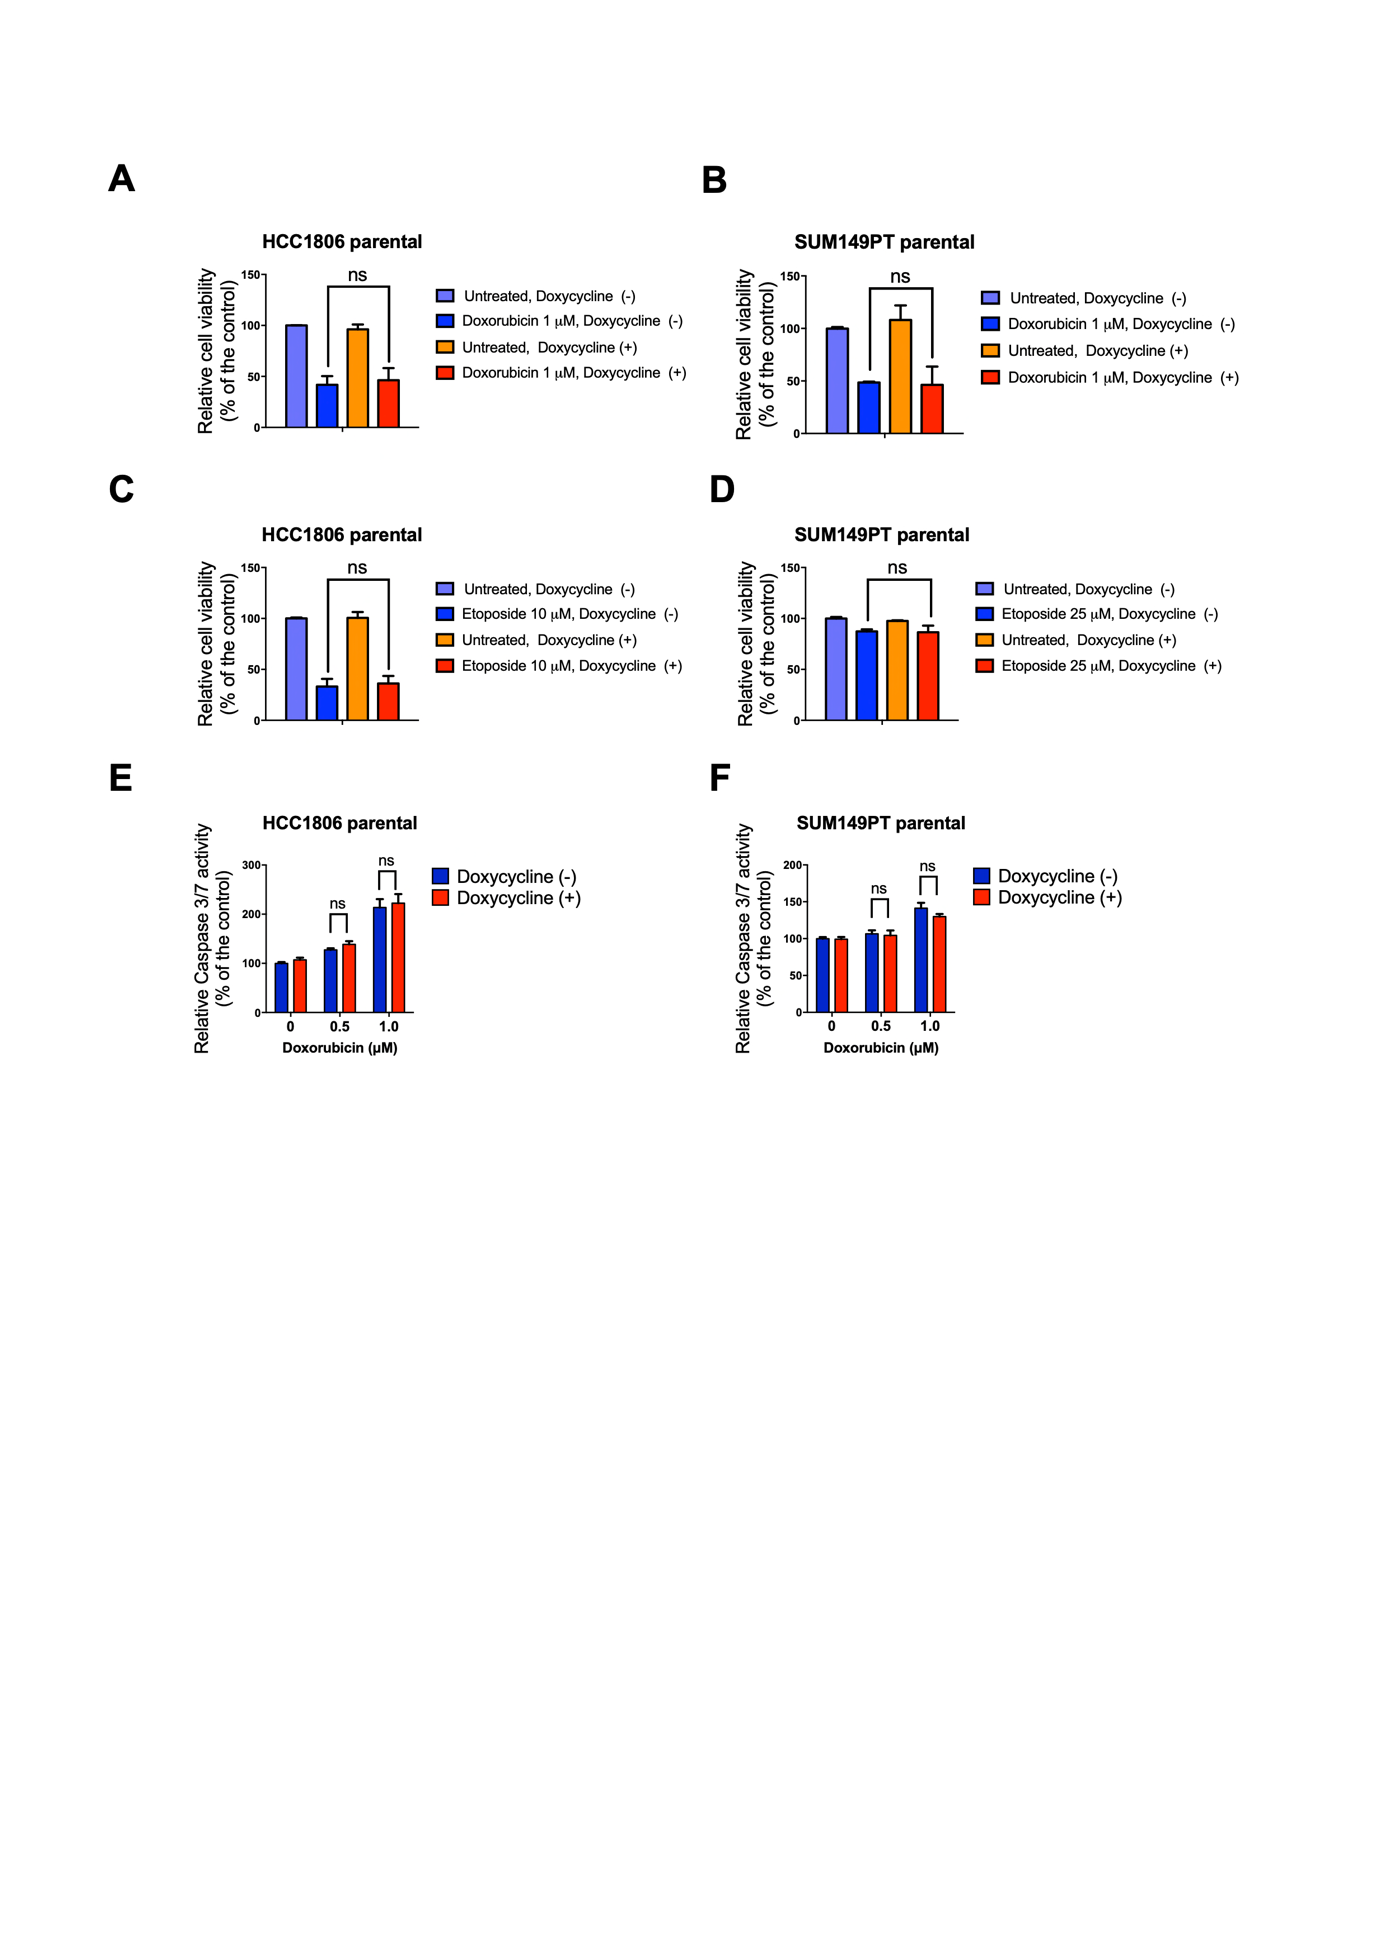
**

**Figure S4. A,** Cell lines with doxycycline-inducible MLK4 overexpression were generated from HCC1806 parental cells using lentiviral vectors. MLK4 overexpression was confirmed by immunoblotting. **B** Cells were incubated with doxycycline to induce MLK4 expression and subsequently were treated with doxorubicin at indicated concentrations. Following treatment, cell viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three independent experiments (n=3). Significance was calculated using an unpaired two-tailed *t*-test, **p<0.01.

**
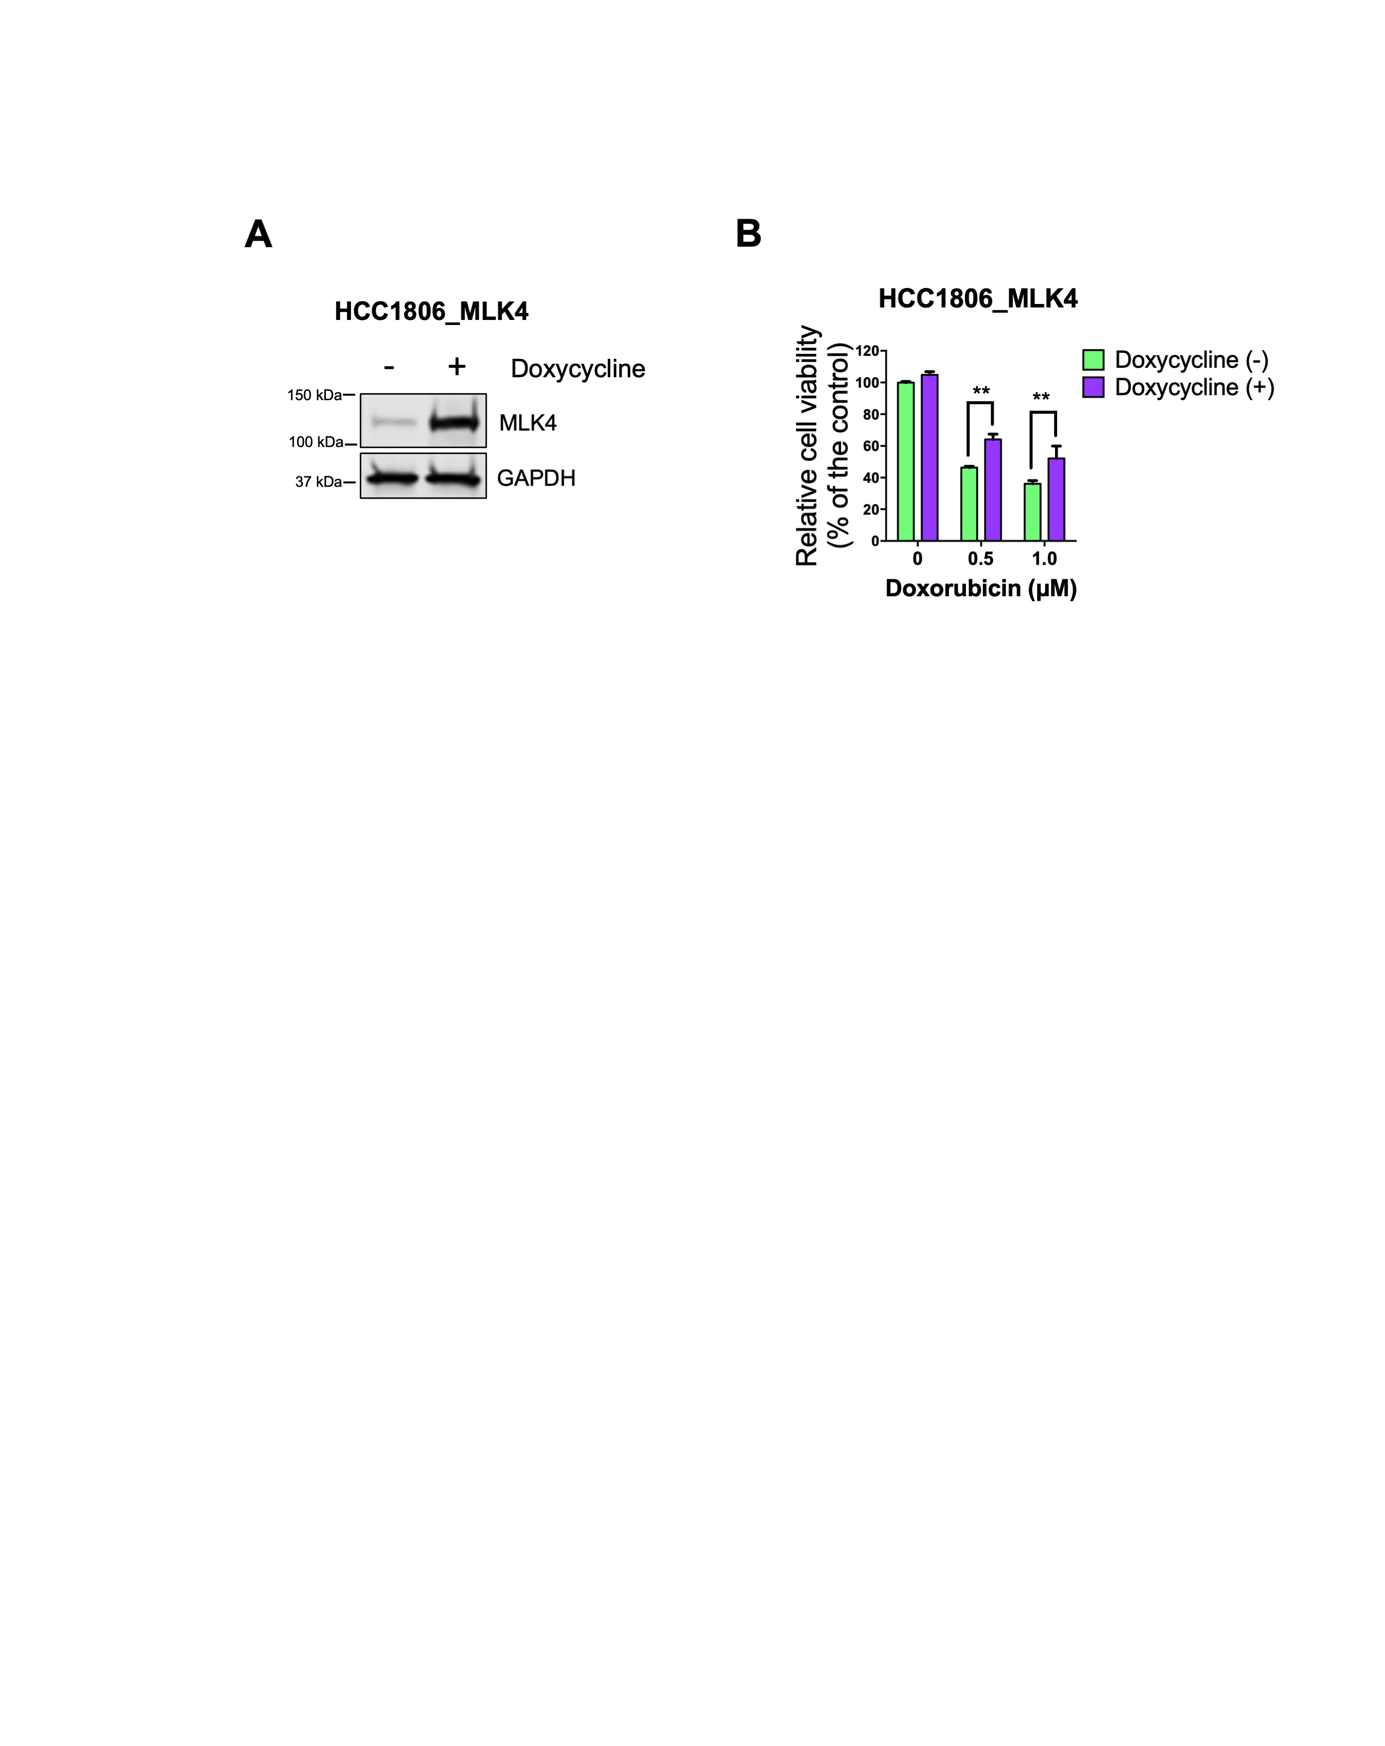
**

**Figure S5. A,** MCF10A cells were transfected using siRNA against MLK4 (siMLK4) or non-targeting siRNA control (siNT). MLK4 expression was analyzed by immunoblotting. Lysates from SUM149PT cells were run in parallel as a reference with high MLK4 expression. **B,** Following the transfection with either MLK4-targeting (siMLK4) or non-targeting control siRNA (siNT), cells were incubated with doxorubicin and etoposide at indicated concentrations for 48 h. After the treatment, cell viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three independent experiments (n=3). Significance was calculated using an unpaired two-tailed *t*-test. **C,** MLK4-depleted and control cells were incubated with doxorubicin and etoposide at indicated concentrations for 48 h. Next, cells were stained with AnnexinV-FITC, and analyzed by flow cytometry. Error bars indicate ±SEM from three or four independent experiments, performed in triplicates. Significance was calculated using an unpaired two-tailed *t*-test. **D,** MLK4-silenced and control cells were treated with doxorubicin at increasing concentrations and the activity of caspases 3/7 was measured using bioluminescence assay. Error bars indicate ±SEM from three independent experiments, performed in duplicates (n=6). Significance was calculated using an unpaired two-tailed *t*-test. **E,** MCF10A cells were incubated with CEP-5214 (250 nM) or DMSO for 72 h and doxorubicin for 48 h. After treatment, cells viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from three independent experiments. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons. **F,** MCF10A cells were incubated with CEP-5214 (250 nM) or DMSO for 72 h and doxorubicin for 48 h, then stained with AnnexinV-FITC, and measured by flow cytometry. Error bars indicate ±SEM from two independent experiments, performed in triplicates (n=6). Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons. For the statistical comparisons - ns: not significant.

**
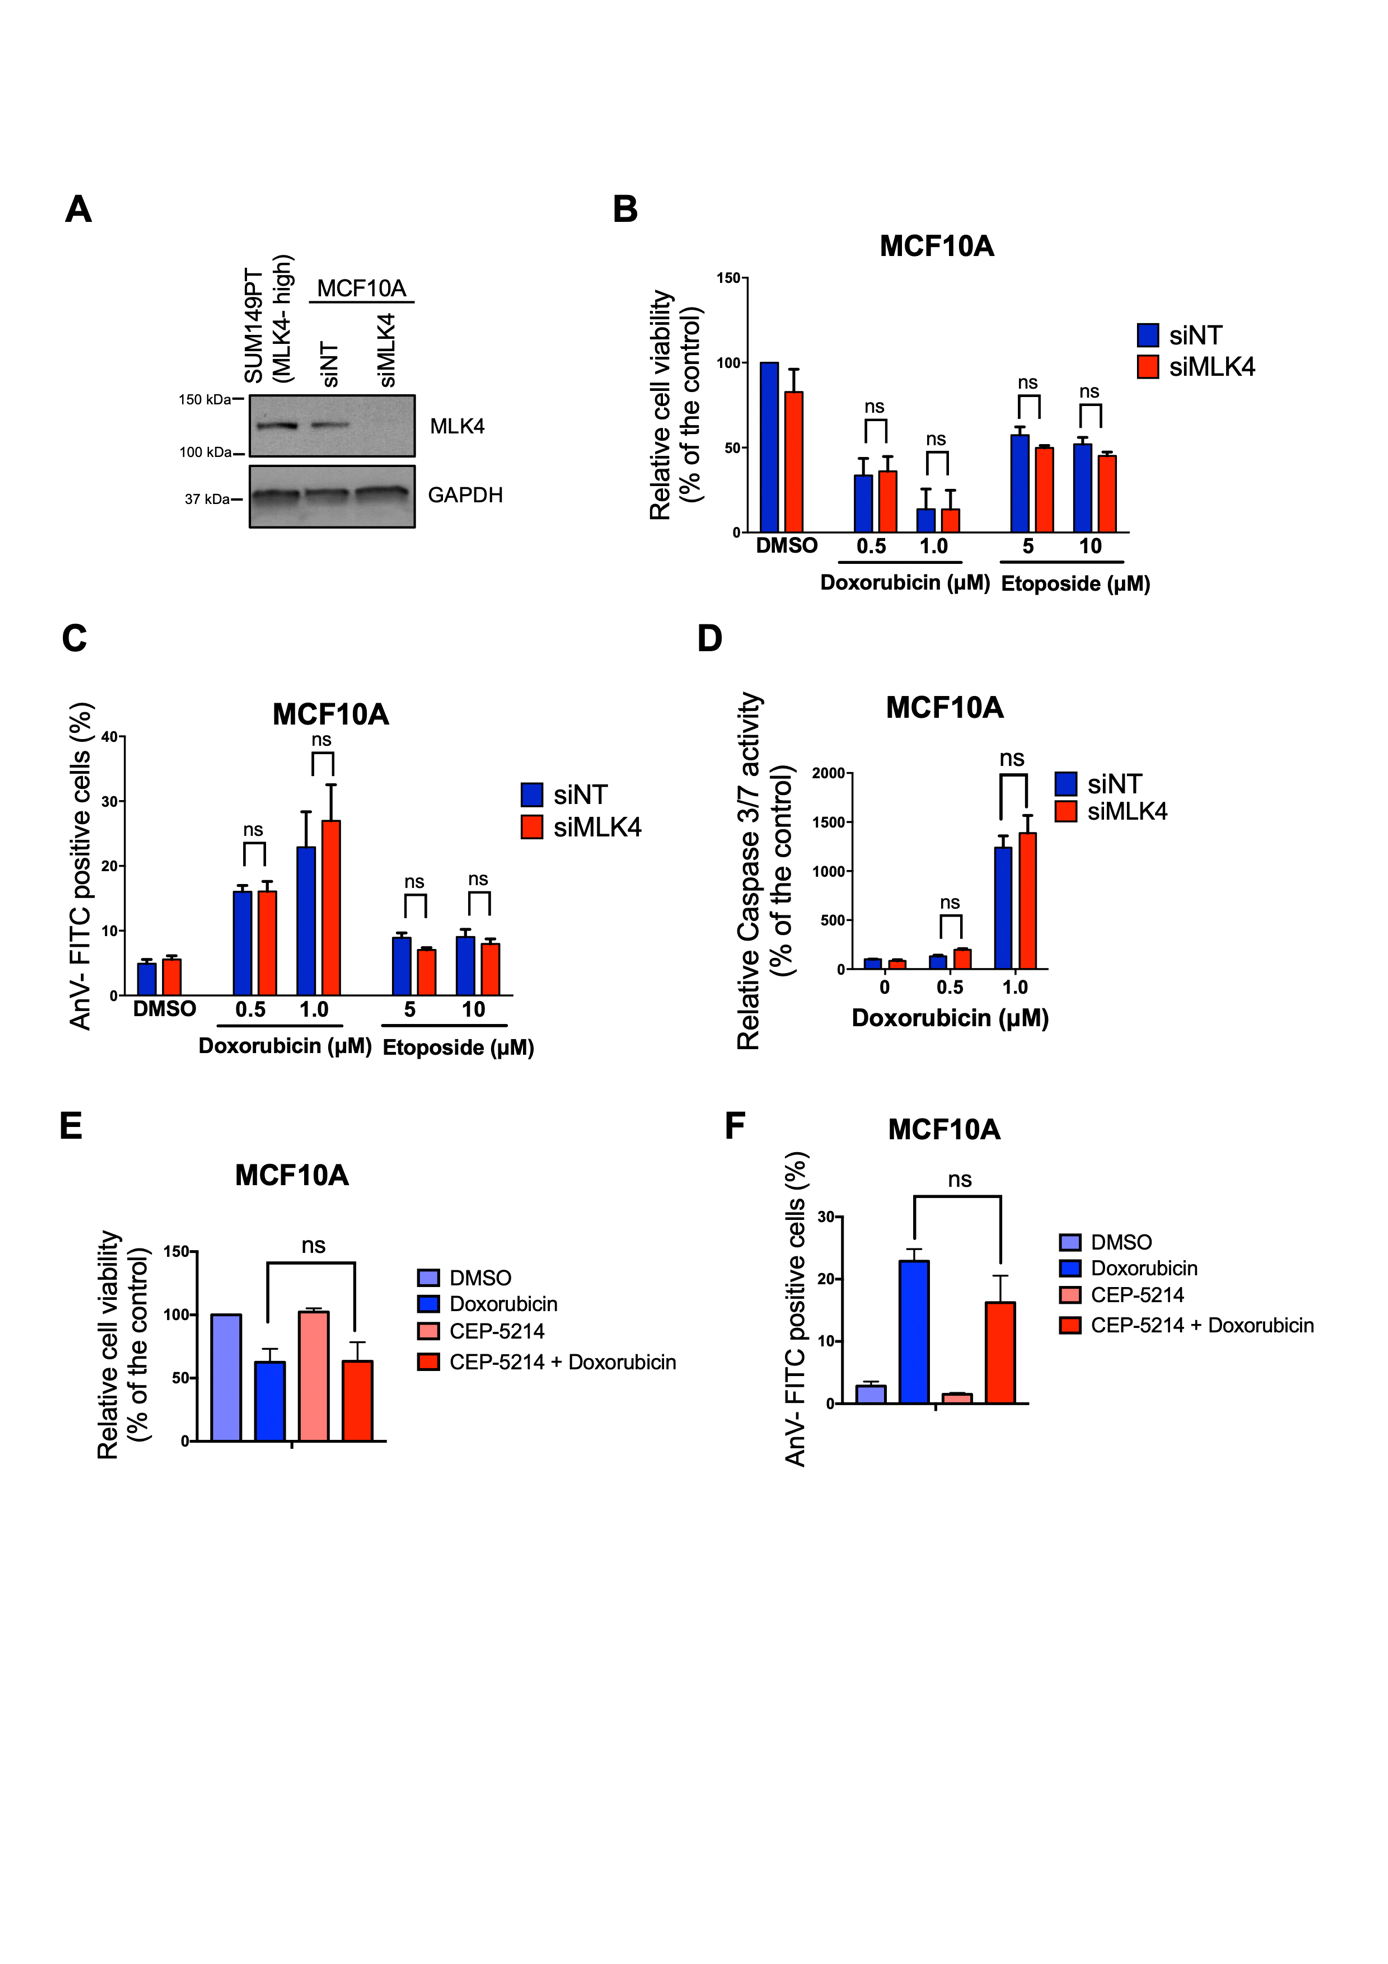
**

**Figure S6. A-B,** MLK4 knock-down was induced in HCC1806_sh6 and SUM149PT_sh2 cell lines by doxycycline, and cells were subsequently treated with neocarzinostatin at concentration of 100 ng/ml for indicated time. After the treatment, whole cell lysates were collected and analyzed by immunoblotting.

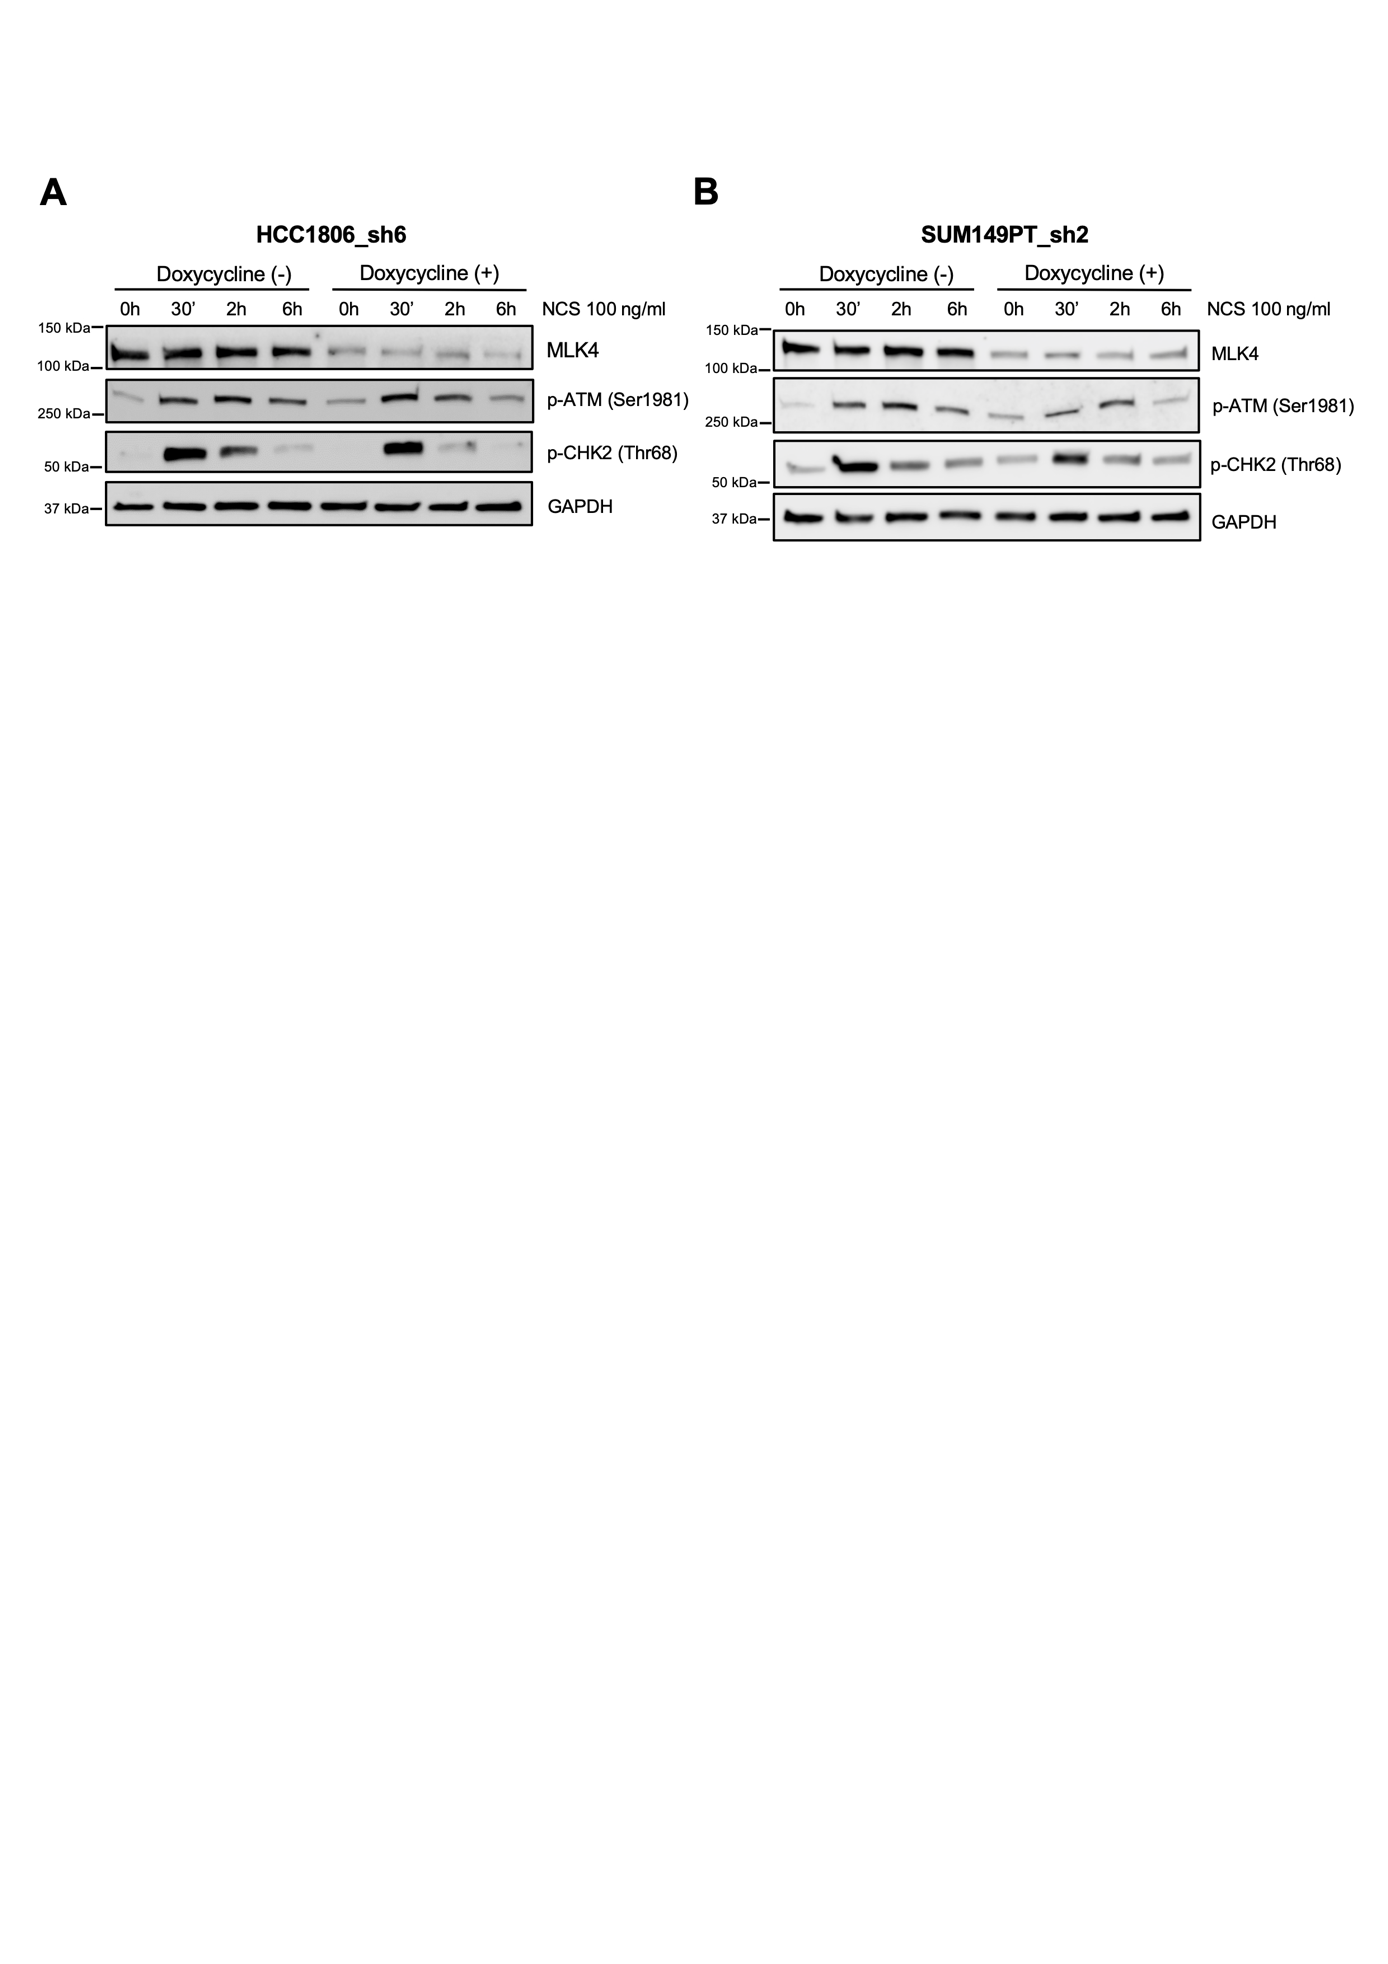

**Figure S7. A,** MLK4 knock-down in U2OS cells transfected with MLK4-targeting siRNA (siMLK4). Cells transfected with non-targeting siRNA (siNT) were used as a control. **B,** U2OS-pDR-GFP and U2OS-pimEJ5-GFP cell lines were generated from parental cells lines by transfection of the appropriate vectors and subsequent selection with puromycin for over 14 days. The cells stably expressing reporter vectors were transfected with MLK4-targeting siRNA (siMLK4) or control non-targeting siRNA (siNT) along with pSCE-CbaI endonuclease expressing vector. After 72 h, the activity of homologous recombination (pDR-GFP vector expressing cells) and non-homologous end joining (pimEJ5-GFP vector expressing cells) DNA repair pathways was assessed by measuring the percentage of GFP-positive cells using flow cytometry. Error bars indicate ±SEM from three independent experiments performed in triplicates (n=9). Significance was calculated using an unpaired two-tailed *t*-test ****p<0.0001.

**
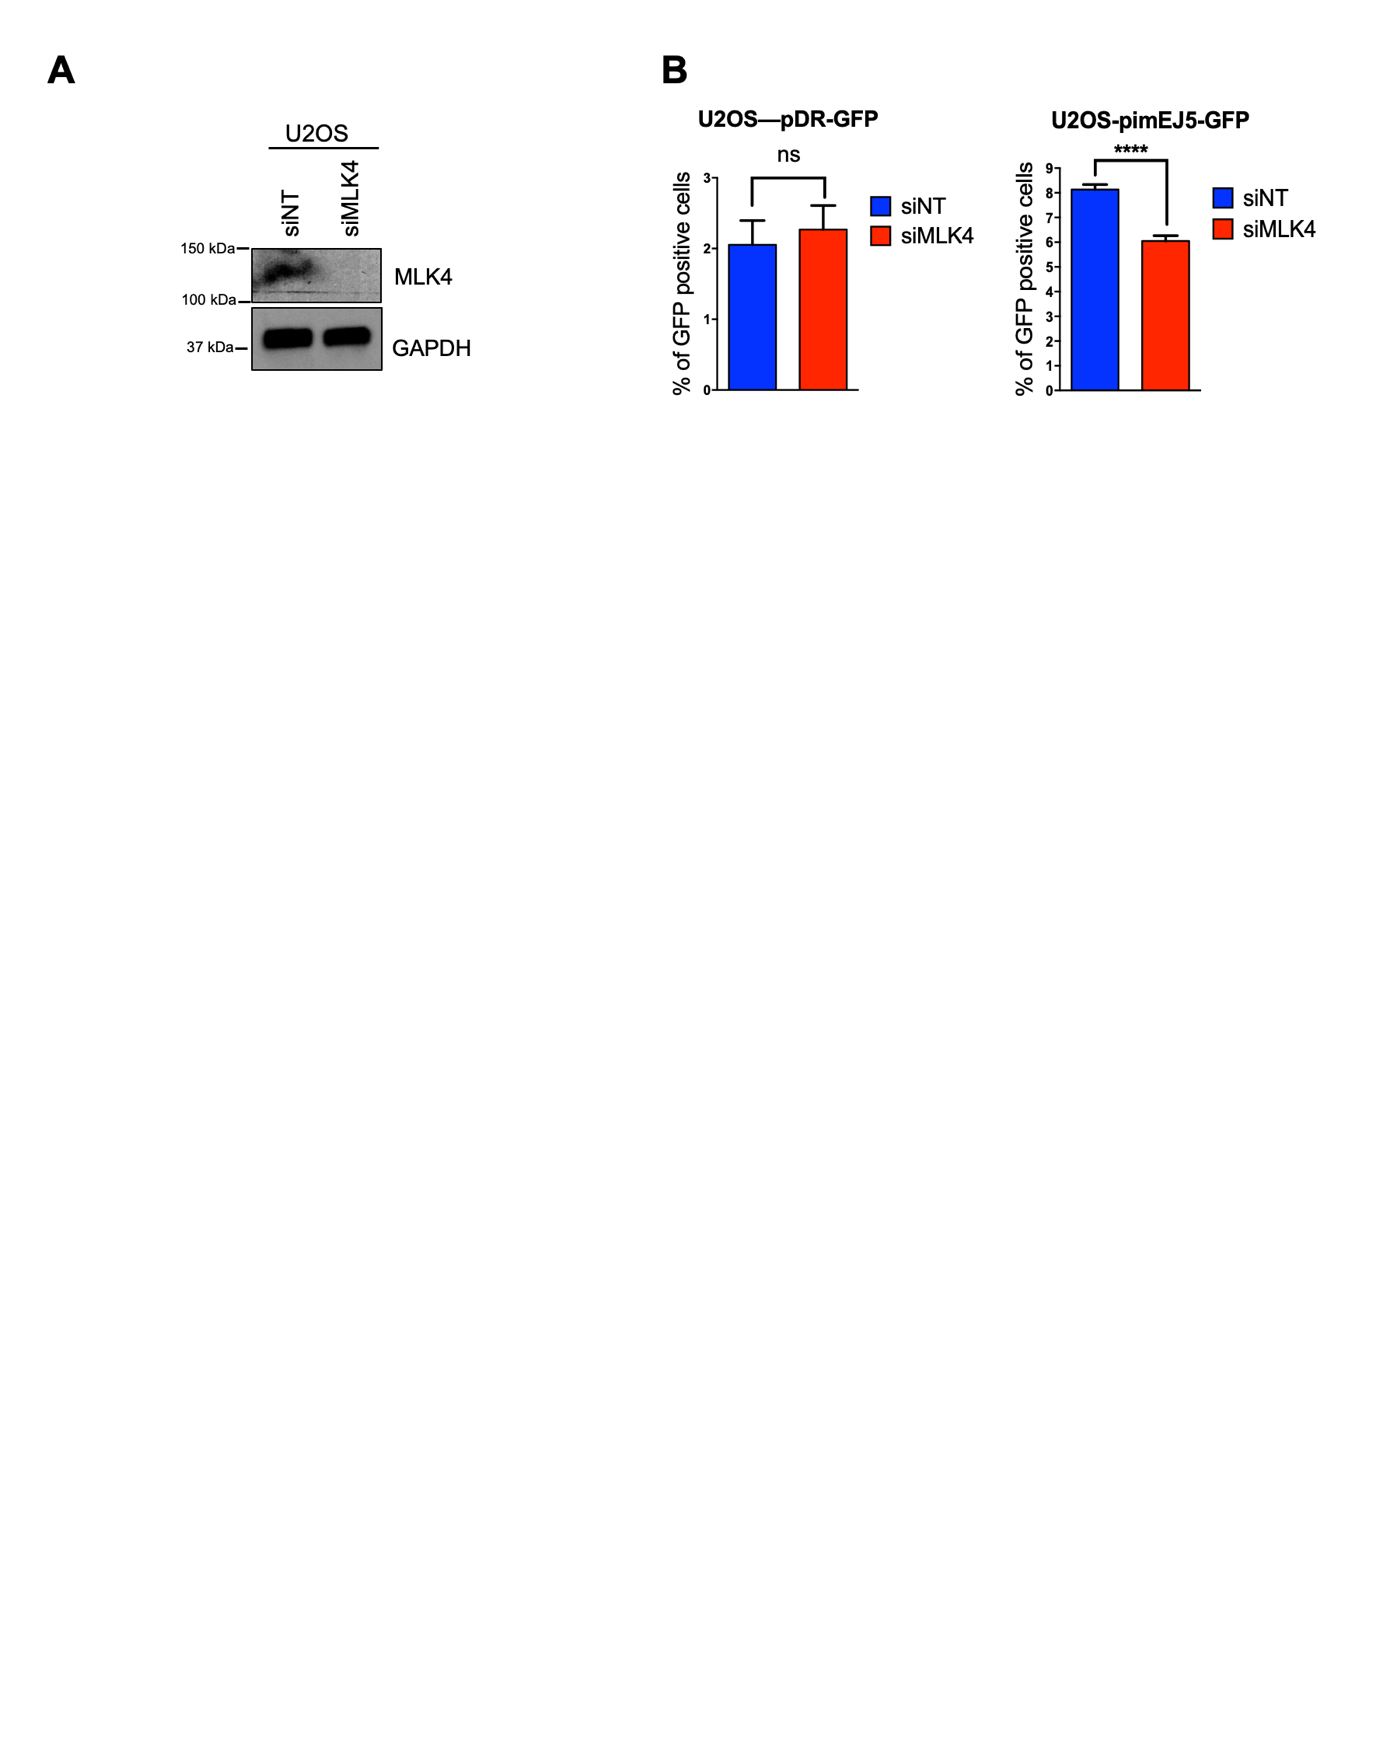
**

**Figure S8. A,** Principal component analysis plot obtained after RNA-seq of HCC1806 transfected with MLK4-targeting siRNA or control siRNA, either treated with DMSO or doxorubicin for 24 h. **B,** Venn diagram comparing numbers of transcripts significantly up (UP) or down-regulated (DW) by doxorubicin treatment in each dataset. In control cells, 1958 transcripts were upregulated and 2159 down regulated by doxorubicin. Among these transcripts, 1541 were found to be commonly upregulated in both groups, while 558 and 416 transcripts were uniquely upregulated in MLK4-depleted and control cells, respectively.

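In the present fit, doxorubicin raised 2060 genes and lowered 1799 in siNT cells, and raised 2147 and lowered 1802 in siMLK4 cells. The split depends on the scaling of the libraries. With library totals in place of the authors' size factors, 2848 genes were higher and 1094 lower in siNT cells, with a shift of the median of all genes of 0.18 on the log2 scale. The genes higher in both groups numbered 1501, with 646 higher in siMLK4 cells only and 559 in siNT cells only. The genes lower in both groups numbered 1291, with 511 lower in siMLK4 cells only and 508 in siNT cells only. On the variance-stabilized scale, which compresses the changes of genes with few reads, LINC00910 (ENSG00000188825) and TEX14 (ENSG00000121101) had the highest fold changes in both groups among genes whose libraries did not overlap between vehicle and doxorubicin. As a ratio of means, IL6 rose more than LINC00910 in siNT cells (190-fold against 32.5-fold). LINC00910 had a log2 fold change of 4.6 (SE 0.18, adjusted p = 2.7e-09) in siNT cells and 4.14 (SE 0.18, adjusted p = 9.4e-09) in siMLK4 cells. DDIT4 had the lowest fold change on this scale in siNT cells (−3.35, SE 0.42, adjusted p = 1.5e-05) and ANXA8 in siMLK4 cells (−3.3, SE 0.17, adjusted p = 2.2e-08), but 72% of the 50-base stretches of ANXA8 also occur in ANXA8L1 or other genes.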

**
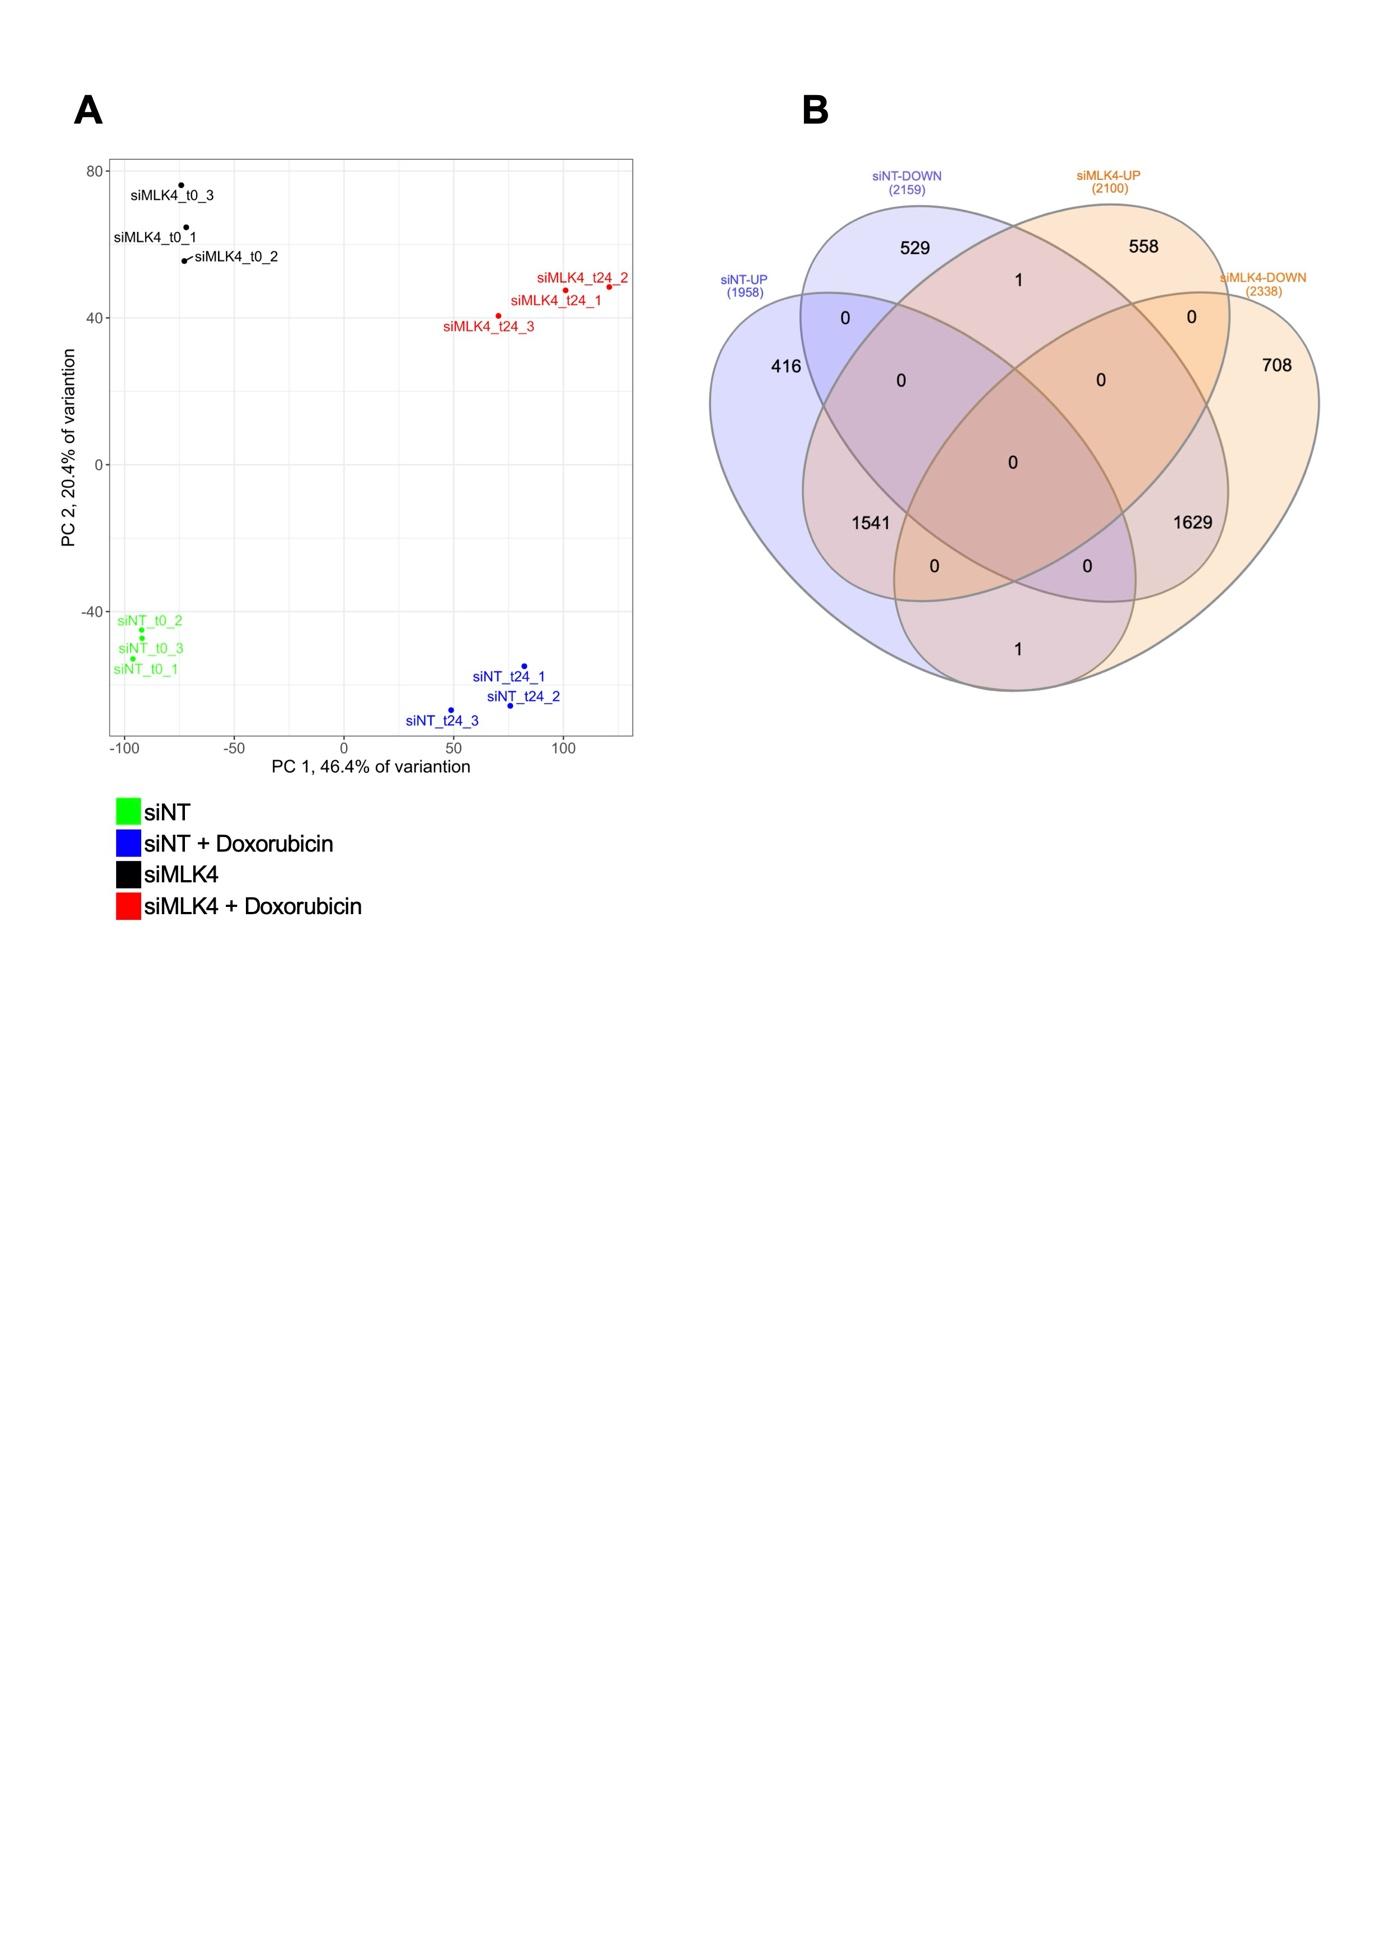
**

**Figure S9. A-B,** HCC1806 and SUM149PT cells were treated with doxorubicin, ATM inhibitor: KU-60019 or combination of both for 48h. After the treatment, cell viability was assessed by crystal violet staining and quantified by absorbance measurements. Error bars indicate ±SEM from two independent experiments, performed in triplicates. Significance was calculated using one-way ANOVA followed by Tukey multiple comparisons, ****p<0.0001. **C,** MLK4 knock-down was induced by doxycycline in HCC1806_sh6 cell line, and subsequently cells were treated with doxorubicin for indicated time. Following the treatment, whole cell lysates were collected and analyzed by immunoblotting. **D,** Nuclear extracts were isolated from MLK4-depleted and control HCC1806_sh6 cells and analyzed by immunoblotting.

**
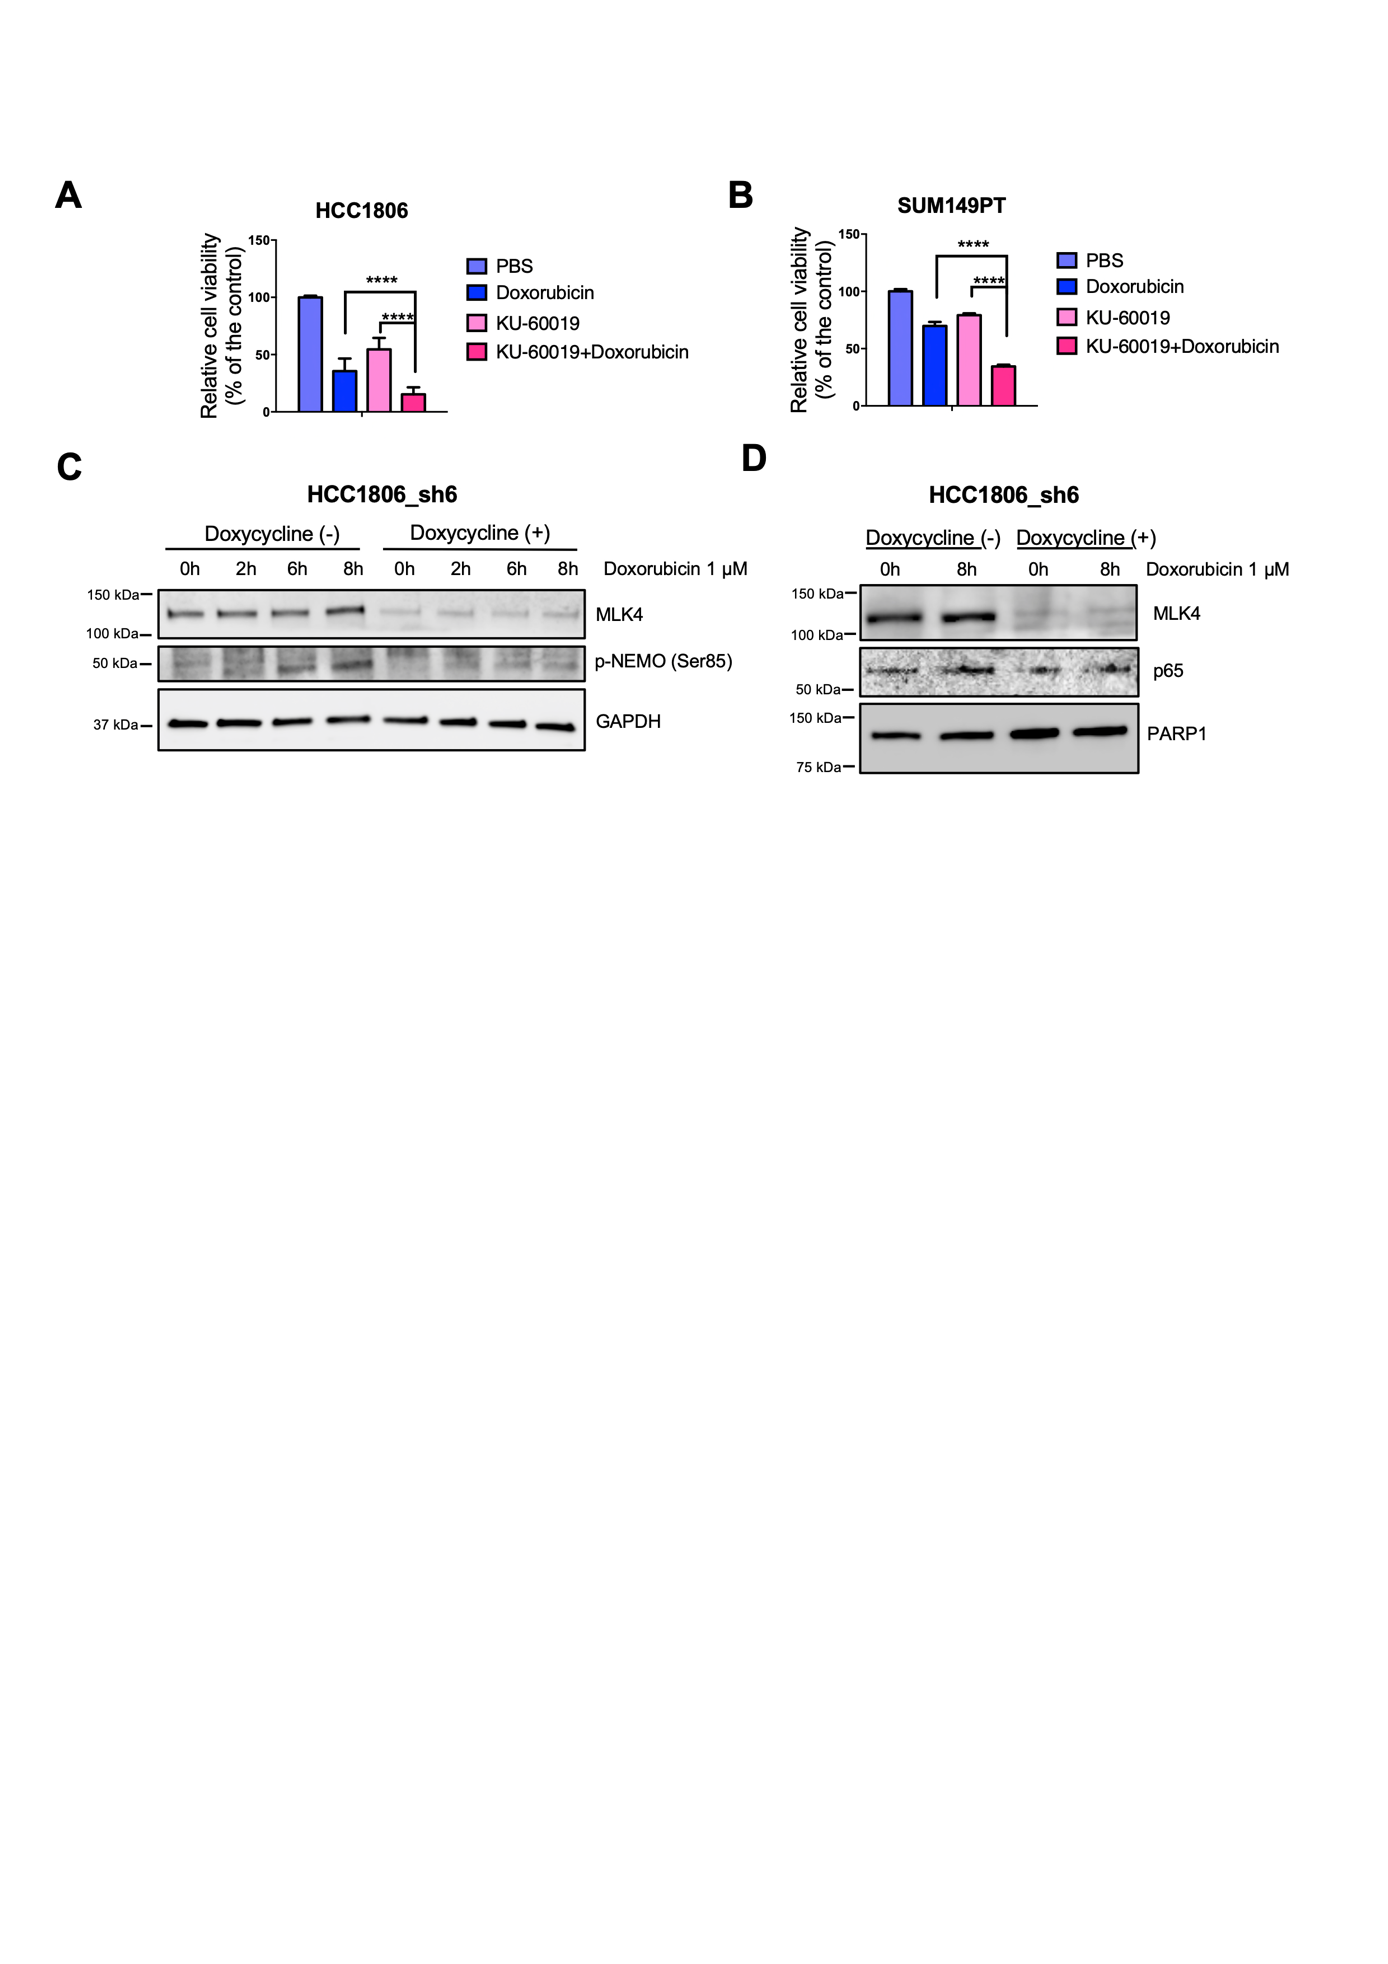
**

**Supplementary Tables**

**Table S1. List of siRNA and shRNA sequences.**

| **siRNA** | **Sequence** |
| --- | --- |
| siMLK4 #1 | GGAAAGAUGCUCAGAGAGAUU |
| siMLK4 #2 | AGGAGAAGCCCAAGGUAAAUU |
| siMLK4 #3 | AGAAGAAACGAGAGGGAAUUU |
| siMLK4 #4 | AGAACAGAUUGCAAAGAAAUU |
| **shRNA** | **Sequence** |
| sh_2 | ATCAGAATGTTAAGTTCCC |
| sh_6 | TCTTGATACACTACAATCA |

**Table S2. List of antibodies used in this study.**

| **Antibody** | **Species** | **Source** | **Catalog no.** | **Dilution** |
| --- | --- | --- | --- | --- |
| p-NEMO | Rabbit | Abcam | ab63551-100 | 1:1000 |
| MLK4 | Rabbit | Bethyl | A302-610A | 1:1000 |
| ATM | Rabbit | Bethyl | A300-299A | 1:100 |
| GAPDH | Rabbit | Cell Signaling Tech. | 2118 | 1:1000 |
| PARP | Rabbit | Cell Signaling Tech. | 9532 | 1:1000 |
| Cl. CASP3 | Rabbit | Cell Signaling Tech. | 96645 | 1:500 |
| γH2AX | Rabbit | Cell Signaling Tech. | 9718 | 1:1000 |
| p-ATM (Ser1981) | Rabbit | Cell Signaling Tech. | 5883 | 1:1000 |
| ATM | Rabbit | Cell Signaling Tech. | 2873 | 1:1000 |
| p-CHK2 (Thr68) | Rabbit | Cell Signaling Tech. | 2197 | 1:1000 |
| p65 | Rabbit | Cell Signaling Tech. | 8242 | 1:1000 |
| p-JNK | Rabbit | Cell Signaling Tech. | 4671 | 1:1000 |
| p-ERK | Rabbit | Cell Signaling Tech. | 4377 | 1:1000 |
| p-MKK7 | Rabbit | Cell Signaling Tech. | 4171 | 1:1000 |
| MKK7 | Rabbit | Cell Signaling Tech. | 4172 | 1:1000 |
| GST | Rabbit | Cell Signaling Tech. | 2624 | 1:1000 |
| Flag | Mouse | Sigma | F3165 | 1:1000 |

**Table S3. List of primers used in this study.**

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (3’-5’)** |
| --- | --- | --- |
| MLK4 | CATGAGGAGGCCTTCGTG | CGCCAACCCAAAATCTGTAA |
| B2M | TGGAGGCTATCCAGCGTACT | CGGATGGATGAAACCCAGAC |
| β-actin | CATCCTCACCCTGAAGTACC | AGCCTGGATAGCAACGTACAT |
| IL-6 | GACCCAACCACAAATGCCA | GTCATGTCCTGCAGCCACTG |
| IL-8 | CTGGCCGTGGCTCTCTTG | CCTTGGCAAAACTGCACCTT |
| IL-12A | ACCACTCCCAAAACCTGC | CCAGGCAACTCCCATTAG |
| CXCL1 | AGCTTGCCTCAATCCTGCATCC | TCCTTCAGGAACAGCCACCAGT |
| CXCL6 | GGGAAGCAAGTTTGTCTGGACC | AAACTGCTCCGCTGAAGACTGG |
| TNFSF15 | AAGGACAGGAGTTTGCACCTTCA | AAGTGCTGTGTGGGAGTTTGTCT |

**Table S4. Quantitative phosphoproteomics results (as separate file).**

**Supplementary References**

1. A. A. Marusiak *et al.*, “Upregulation of MLK4 promotes migratory and invasive potential of breast cancer cells,” *Oncogene*, vol. 38, no. 15, Art. no. 15, Apr. 2019, doi: 10.1038/s41388-018-0618-0.

How the deposited data were processed for this re-analysis (not part of the article)

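The mRNA-seq experiment in HCC1806 cells was analysed from the authors' table of processed values. It holds 12 libraries, 3 for each of 4 groups, formed by siNT or siMLK4 transfection and vehicle or 1 μM doxorubicin for 24 h. Samples were grouped by the condition and replicate that the sample labels and the paper give, and no sample was left out. Equally numbered libraries deviated together, with a correlation over 0.1 in all 3 pairs, between siNT and siMLK4 cells with doxorubicin (0.27, 0.65 and 0.61) and between vehicle and doxorubicin in siNT cells (0.58, 0.14 and 0.24). They did not in the other comparisons, where the lowest correlation was −0.84. This pairing is read from the values alone, and the replicate numbers were used as a block as an alternative.

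According to the supplementary methods, the authors trimmed reads with Trimmomatic, mapped them with Hisat2 to GRCh38, removed optical duplicates, assigned reads to genes strand-specifically and used DESeq2. The values as deposited by the authors are on a log2 scale, after a variance-stabilizing transformation of reads divided by size factors, which was read from the values themselves because the paper's text does not describe it. The closed form of the transformation was inverted. It returned whole reads, within a tolerance of 0.05, for 100% of the values of each library and size factors from 0.852 to 1.199. The table holds 17013 genes, of which 16957 could be annotated with GENCODE release 44 and 13611 are protein coding. It was already filtered by a rule that the paper's text does not name. Each gene has a mean of at least 10.67 normalized reads in its highest group, and 267 genes lie within 1 read above that edge. The values cover 16759025 to 19302248 reads per library, and the 10 highest genes took 4.37 to 6.66% of them. A gene was treated as at the floor of detection in a group when each library had at most 3 reads, and a fold against such a group is given as a lower bound. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

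Differential expression was tested with limma 3.58.1 in R 4.3.3 on the variance-stabilized values (lmFit, eBayes with a variance trend), with all 12 libraries and 4 group means in 1 fit. Contrasts were doxorubicin against vehicle in siNT cells and in siMLK4 cells, siMLK4 against siNT with vehicle and with doxorubicin, and the interaction, which is the difference between the doxorubicin responses. P-values were adjusted over all 17013 genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 0.75. The count model in edgeR chosen as the test before these values were seen was not used. Limma took its place, on the log-scale values as provided. The recovered reads would have allowed the count model, and what it gives was not tested. Lists of genes were tested with camera (correlation preset to 0.01). Camera with an estimated correlation, fry and fgsea 1.28.0 were alternatives. The p-values of fgsea are multilevel estimates from random gene sets, with 10000 draws in the first step. Counts of list members among called genes were tested with two-sided Fisher's exact tests. The lists were 76 NF-κB targets, 151 cytokine genes, 32 p53 targets, 40 cell cycle genes and 43 interferon genes, with 25 list comparisons in all. Unique shares have Clopper-Pearson intervals at 95%, which treat genes as independent and leave out variation between libraries.

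The comparisons, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined. Named are all genes that the paper names for this experiment, its reference genes and signalling proteins, and for each contrast the 3 genes with the largest fold change in each direction among called genes whose libraries of the groups compared do not overlap (10% of unchanged genes separate in this way by chance) and whose mean log2 CPM exceeds 1. HBEGF and GREM1 are named outside this rule, after their values were seen. These alternatives were TMM scaling and library totals in place of the authors' size factors, genes with at least 10 reads in every library (13295 genes), only the groups compared in the fit, a replicate block, other thresholds, other list tests, lists without the genes that the study names, other inputs for the principal components, and leaving out each library in turn. TMM scaling had been planned for the main fit, and the authors' size factors took its place later. Chosen after seeing the data were limma-voom on the recovered reads, limma on log2(normalized reads + 1) and limma without a variance trend. So were the slope of each library's values on transcript length as a covariate and the Fisher's exact tests without the genes that the study names.

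The code was tested on simulated data with 200 changed genes, and it called 99.5% of them and 0 of 16813 unchanged genes. The interaction was called for 99% of the genes simulated to differ. Sequence sharing between genes was measured as the share of 50-base stretches of a gene's transcripts that occur in other genes. Seed matches of the siMLK4 siRNAs were sought in annotated 3′UTRs, as 7-base words that match the guide strand. The 4 siRNA sequences matched MAP3K21 over 19 bases of coding sequence and no other gene. Tables and simulations also used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. The study's signature of ATM-dependent genes and SOD2 were not analysed here, because neither the genes of the signature nor a pairing of SOD2 with an identifier was at hand. The qRT-PCR, ELISA and protein experiments of the paper were also not analysed here.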

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

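Chosen after results were seen were the covariate for transcript length, the exchange of deviations from equal responses and the splits that part every pair. The same holds for limma-voom and for the simulations with whole-library deviations redrawn from the data. The other tests in this part were chosen before their results.

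The doxorubicin response differed between siMLK4 and siNT cells, by the interaction term of the limma fit, for 47 genes (17 with a more positive and 30 with a more negative response in siMLK4 cells). Of 100 drawn splits that exchange the siRNA labels within treatments, 1, the real split, gave as many genes and the next highest gave 45, but these splits carry the knock-down effect into the difference of responses and so decide nothing. When deviations between libraries were exchanged with the same doxorubicin response in both siRNA groups, 1 of 100 draws, the real one, gave as many genes, with a median of 0 and a highest other value of 29, which argues against such deviations as the whole cause. The number falls when any library is left out, from 0 to 37 genes across the 12 fits, and it was 0 without siMLK4 doxorubicin replicate 1 (58 at an adjusted p under 0.05 and 1856 at an unadjusted p under 0.05), 6 without siNT doxorubicin replicate 2 and 8 without siNT doxorubicin replicate 1. In simulations with the same response in both siRNA groups, 20 with independent noise gave at most 1 gene, but of 100 with whole-library deviations redrawn from the data, 1 gave at least as many as 47, with 2612 genes. On simulated data the interaction was called for 99% of 200 genes that were well expressed and differed strongly, and smaller differences were not simulated. A gradient of expression with transcript length among libraries of a group widens the spread. With each library's slope on transcript length in the model, 229 genes passed, all 47 among them, and the most that any of 100 random covariates gave was 150 (median 35.5). Hence this gradient may hide part of the differing responses, and its origin, in RNA quality, library preparation or the cells, was not tested.

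Genes with a more negative response in siMLK4 cells included PADI2 (−1.93, SE 0.22, adjusted p = 0.0016), KIT (−1.83, SE 0.19, adjusted p = 0.0016), IL6 (−1.72, SE 0.29, adjusted p = 0.011), RASSF10 (−1.62, SE 0.23, adjusted p = 0.005), IL24 (−1.43, SE 0.26, adjusted p = 0.015) and TNFSF15 (−1.29, SE 0.27, adjusted p = 0.034). Genes with a more positive response included ETV5 (1.61, SE 0.25, adjusted p = 0.0074), DUSP6 (1.53, SE 0.17, adjusted p = 0.0016), GPR153 (1.46, SE 0.17, adjusted p = 0.0016) and SLC19A1 (1.32, SE 0.25, adjusted p = 0.02). KIT and GPR153 differed between siMLK4 and siNT cells in vehicle (1.71 and −1.5). With doxorubicin they did not differ detectably (−0.12, adjusted p = 0.55, and −0.04, adjusted p = 0.84). PADI2 and RASSF10 instead differed with doxorubicin (−1.91 and −1.56) and not detectably in vehicle. ETV5 and DUSP6 were lower in siMLK4 cells in both conditions, by more in vehicle. The responses of PADI2, KIT, RASSF10, ETV5, DUSP6 and GPR153 kept an adjusted p under 0.05 in each of the 12 fits that left out 1 library and in each other setting run. For IL6 and IL24 the scale decides, with adjusted p-values of 0.61 and 0.64 by limma-voom, since IL6 has few reads in vehicle and IL24 few in siMLK4 cells. The adjusted p was not under 0.05 in 2 (IL24), 8 (TNFSF15) and 3 (SLC19A1) of the 12 fits that left out 1 library. It was highest without siMLK4 doxorubicin replicate 1, at 0.0612, 0.116 and 0.0686. TNFSF15 also had 0.092 with limma-voom and 0.084 on log2(normalized reads + 1), both chosen after seeing the data. The variance-stabilized scale is a candidate explanation for the calls of IL6 and IL24, which the design cannot separate from a response that depends on MLK4. The siRNA treatment, through MLK4 or through another target, is the biological explanation in the design for the other genes, and it remains a hypothesis. For TNFSF15 and SLC19A1 the difference itself depends on which libraries are kept.

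Among the lists, the cell cycle genes responded more positively in siMLK4 cells (median interaction 0.25, camera p of 3.9e-06, 36 of 40 genes positive, held with fry at 0.0024 and with an estimated correlation at 0.026). When deviations between libraries were exchanged with the same doxorubicin response in both siRNA groups, 5 of 100 draws gave a list p as small, so such deviations are not excluded. Splits that exchange the siRNA labels, of which 7 of 100 gave a p as small, carry the knock-down effect along and decide nothing. The interferon genes had a less positive response (median −0.15, camera p of 0.006, 30 of 42 genes negative), which did not hold with fry (0.13) or an estimated correlation (0.2). For them 27 of 100 draws of exchanged deviations gave a list p as small, so deviations between libraries stay open, and the 44 of 100 splits by label with a p as small decide nothing. No biological explanation of these list differences was tested.

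The paper's text gives no number of genes for the comparison of siMLK4 with siNT cells in vehicle, in which 961 genes passed. In a fit of the 6 vehicle libraries alone 611 genes passed, and 1 of the 10 splits of these libraries, the real one, gave as many (highest other split, 0 genes). A design of 3 against 3 cannot give a smaller share. The siRNAs may lower other transcripts through matches of their seed to 3′UTRs, as microRNAs do. Averaged over the 4 siRNAs, genes with a seed match were lower, by more than with other words of the same base composition (a share of 0.01, the smallest that 100 draws of 4 other words can give, in vehicle and equally with doxorubicin). In vehicle, the mean log2 difference was −0.076 for genes with the seed match of siMLK4_2 and −0.076 for that of siMLK4_3, and 0 of 60 and 0 of 34 other words were as low. It was 0.018 for siMLK4_1 and −0.019 for siMLK4_4, with 38 of 60 and 13 of 41 other words as low, so these siRNAs showed no such shift. The comparisons of doxorubicin with vehicle showed no such shift, with 92 of 100 draws as low in siNT cells and 58 of 100 in siMLK4 cells. A seed match was present in 65.3% of the genes lower in vehicle with a 3′UTR, 49.6% of the higher and 52.6% of all. Part of the 961 genes may therefore be lowered by seed matches of siMLK4_2 and siMLK4_3, while the higher genes and those without a match cannot be direct effects of this kind. Sites that differ from a siRNA at up to 3 of 19 bases stay open as well, since the 218 genes that hold one lay toward lower values in vehicle, with 13 lower and 4 higher genes, at a camera p of 0.073. Lower MLK4 itself stays open as the biological explanation, since no rescue of MLK4 expression was sequenced.

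In vehicle the NF-κB list (median −0.24, camera p of 1.8e-05, 40 of 63 genes negative) and the cytokine list (median −0.15, camera p of 0.00066, 47 of 72 negative) were shifted down in siMLK4 cells, and the interferon genes were shifted up (median 0.4, camera p of 2.7e-07, 32 of 42 positive). With an estimated correlation the p-values were 0.12, 0.076 and 0.031. Random lists matched on GC content, transcript length and mean expression had a median as far out with a share of 1e-04, the smallest that 10000 lists can give, for the NF-κB and the interferon list, which argues against these properties as the cause. The shift also remained among genes without a seed match of any siMLK4 siRNA (p of 0.0034 for NF-κB and 1.6e-05 for interferon genes), so direct seed effects on the lists' own genes cannot explain all of it. Of the 10 splits of the vehicle libraries, 3 gave an NF-κB list p as small and 1, the real one, did so for the interferon list. The NF-κB shift in vehicle is thus not set apart from chance by the splits, and with 10 splits it could not have been. Lower MLK4, seed matches of the kinds not sought, an indirect effect of another target and a chance difference between libraries stay open for these lists. The cytokine list in vehicle was not tested further.

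With doxorubicin, the cell cycle genes were higher in siMLK4 than in siNT cells (median 0.33, camera p of 5.3e-06, 35 of 40 positive), and so were the interferon genes (median 0.25, camera p of 0.0011, 32 of 42 positive, 0.13 with an estimated correlation). Matched random lists argue against GC content, length and expression level for the cell cycle list (share 1e-04), and its genes without a seed match kept the shift (p of 3e-05). A less complete arrest of siMLK4 cells under doxorubicin was not measured, and the cell cycle values do not show one. The list did not fall detectably with doxorubicin in siNT cells (median −0.07, camera p of 0.34). Of the 10 splits of the doxorubicin libraries, 2 gave as small a p for the cell cycle list and 4 for the interferon genes. Equally numbered libraries of both groups deviate together, and of the 4 splits that part every pair, 2 gave as small a p for each list, while the other 6 splits keep a pair in 1 group. With a replicate block the p-values were 6.1e-06 and 0.001. Chance differences between the libraries and a biological difference cannot be told apart by the splits for either list, because neither 10 nor 4 splits can give a share under 0.05.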

How the results depend on the processing

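Limma-voom, the scale log2(normalized reads + 1), limma without a variance trend and the slope on transcript length were chosen only after results were seen. All settings were compared with the fit described above. The 2 log2 fold changes of MAP3K21 stayed between −2.1 and −2.79 in every setting that gives a value. For the 150 values of named genes with an adjusted p under 0.05, 0 of 1800 values across the fits without 1 library reversed and 79 lost their call, and 0 of 1315 values under the other settings reversed and 28 lost their call. Of the 105 values with a larger adjusted p, 69 of 1260 and 24 of 894 changed sign, 0 of them to an adjusted p under 0.05, such as the interaction of VIM (−0.69, and 0.61 with limma-voom). The planned tests of counts with DESeq2, with and without shrinkage by apeglm, and the count model in edgeR were not run. The values as provided are on a log scale, but the recovered reads would have allowed these tests. A fit without a filter was not run because the values were filtered already. The interaction has no fit of only the groups compared, as it uses all groups. Where no reason is given below, the cause was not tested.

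At an adjusted p under 0.05 without a fold change threshold, doxorubicin changed 9745 genes in siNT and 9858 in siMLK4 cells, knock-down changed 4219 with doxorubicin and 4381 in vehicle, the interaction passed for 204, the unique share was 34.3%, the overlap 527 genes, and 2 of the 6 cytokines had a smaller response in siMLK4 cells. With an absolute log2 fold change over 1, these were 2078, 2168, 358 and 381 genes, with a unique share of 50.3% and an overlap of 31 genes. Looser or stricter thresholds give these changes by construction.

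With only the groups compared in the fit, 611 genes passed for the knock-down in vehicle, where the spread was estimated from 6 libraries. With a replicate block, 945 genes passed for the knock-down with doxorubicin and 40 for the interaction, 32 of them shared with the 47, and 1 of the 6 cytokines, IL6, passed with a smaller response in siMLK4 cells. The p53 list changed direction with doxorubicin in siNT cells (p of 0.99). The block changed no other call of a list and moved no other count by over 1.5 times.

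With TMM scaling or library totals, each count stayed within 1.5 times, but library totals moved the split of the calls. The share of higher genes rose from 53.4 to 72.2% for doxorubicin in siNT cells, 54.4 to 69.4% in siMLK4 cells, 47.6 to 61.1% for knock-down with doxorubicin and 44.4 to 64.6% in vehicle, with shifts of the median of all genes to 0.18, 0.16, 0.09 and 0.11. Directions of the lists did not flip under either scaling for the NF-κB, cytokine and cell cycle lists in siMLK4 against siNT cells. With the 13295 genes that have at least 10 reads in every library, the NF-κB list changed direction in the interaction (p of 0.57) and the p53 list in vehicle (0.77), the interferon list passed with doxorubicin in siNT cells (0.017), and the components held 46 and 21.9%. Components of genes that were centred only held 64 and 18.7%, and those of the 500 most variable genes 80.2 and 14.3%.

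Camera with an estimated correlation gave the NF-κB list under doxorubicin a p of 0.14. In every other setting the list kept a p between 6.4e-06 (fgsea) and 0.0053 (without the genes the study names). With the estimated correlation, the NF-κB list in vehicle (0.12), the interferon list with doxorubicin (0.13) and its interaction (0.2) also lost their calls. So did the cytokine list in vehicle (0.076) and its doxorubicin responses in siNT (0.12) and siMLK4 cells (0.22). The doxorubicin responses of the NF-κB list (0.39 and 0.35) were lost as well. With fry, the p53 list in siMLK4 cells (0.031), the cell cycle list in siMLK4 cells (0.0036) and the interferon list in siNT (0.0011) and siMLK4 cells (0.042) passed for doxorubicin against vehicle, the interferon interaction did not (0.13), and the p53 list in vehicle changed direction (0.68). With fgsea the interferon list passed with doxorubicin in siNT cells (0.022).

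Among settings chosen after seeing the data, limma-voom called 1466 genes for knock-down with doxorubicin, 1483 in vehicle and 29 for the interaction, with a unique share of 41.3% and an overlap of 154. Its calls held 946 of the 950 and 946 of the 961 knock-down genes, and its 29 interaction genes were all among the 47. On log2(normalized reads + 1), 1613 genes passed for knock-down in vehicle and the unique share was 41.0%. Both scales leave genes with few reads uncompressed. With the slope on transcript length, 229 genes passed for the interaction and 2 of the 6 cytokines had a smaller response, the p53 list changed direction in vehicle (0.96) and the interferon list passed with doxorubicin in siNT cells (0.043). Limma without a variance trend moved no result past these limits.

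Across the 12 fits that each left out 1 library, the interaction passed for 0 to 37 genes. It was 0 without siMLK4 doxorubicin replicate 1 (1856 at an unadjusted p under 0.05), 6 and 8 without siNT doxorubicin replicates 2 and 1, 11 without siMLK4 vehicle replicate 1, 12 without siNT vehicle replicate 1, 13 without siNT doxorubicin replicate 3, 16 without siMLK4 vehicle replicate 2, 16 without siMLK4 doxorubicin replicate 2 and 28 without siNT vehicle replicate 3. The unique share ranged from 43.3 to 47.1%, component 1 from 46.8 to 50% and component 2 from 19.9 to 21.6%. From 0 to 1 of the 6 cytokines had a smaller response, the 1 without siMLK4 doxorubicin replicate 3. List p-values ranged from 0.15 to 0.89 for the NF-κB interaction, 0.47 to 0.93 for interferon genes with doxorubicin in siMLK4 cells, 0.00044 to 0.064 for their interaction (0.064 without siNT vehicle replicate 1 and 0.056 without siMLK4 doxorubicin replicate 2), and 0.74 to 0.97 in siNT cells with doxorubicin and 0.58 to 1 in vehicle for the p53 list. Knock-down with doxorubicin changed 761 to 1121 genes and the overlap held 65 to 82.

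Depth limits genes near the floor. The vehicle level of IL6 is at or under 3 reads in siMLK4 cells, so its fold change there has only a lower bound.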

Differences from the paper's values

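In this part, limma-voom, the scale log2(normalized reads + 1) and the slope on transcript length were chosen only after results were seen. The paper states that approximately 25% of the transcripts regulated by doxorubicin were unique to either MLK4-depleted or control cells. Here 44.3% of the genes past the thresholds in either group were unique to 1 group. Of the alternatives set before the data were examined, an adjusted p under 0.05 without a fold change threshold gave 34.3%, within 1.5 times of the paper's value, and all others gave 43.3 to 50.3%. Counted within the siNT list alone, the unique share was 27.6%, which is within 1.5 times of the paper's value on that base. The paper's own counts of upregulated transcripts give 21.2% of its siNT list, 26.6% of its siMLK4 list and 38.7% of the joined lists, against 27.1, 30.1 and 44.5% here.

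The paper places 15 of the genes analysed here in its overlap in Fig. 6B, and 10 of them passed here. CXCL6 (0.57) stayed under the fold change threshold for induction in siNT cells, FOS (−0.66) and TNFRSF1B (−0.71) under that for the difference between siRNA groups, and IL12A (0.47 and −0.71) and PTX3 (0.63 and −0.53, the latter with an adjusted p of 0.011) under both. At an adjusted p under 0.05 without a fold change threshold, set before the data were examined, all 15 passed. With limma-voom, chosen after seeing the values, 14 passed, all but PTX3, and on log2(normalized reads + 1), also chosen after seeing the values, 12 passed, with CXCL6, IL12A and TNFRSF1B added and CXCL8 lost. FOS passed also without siMLK4 doxorubicin replicate 1, and TNFRSF1B without siMLK4 doxorubicin replicate 2. Other settings set before the data were examined called as many or fewer, 8 with TMM scaling, 8 with library totals, 6 with an absolute log2 fold change over 1, and 7 to 10 in the fits without 1 library. TMM scaling had been planned for the main fit. With the slope on transcript length 9 passed.

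The paper states that MLK4 knock-down lessened the rise of IL-6, IL-8 and CXCL1 with doxorubicin in the mRNA-seq data. Here the response of CXCL8 was larger in siMLK4 cells by 0.43 on the log2 scale (adjusted p = 0.67), and that of CXCL1 differed by −0.34 (adjusted p = 0.64). With limma-voom, chosen after seeing the values, the adjusted p was 0.53 for CXCL8 and 0.89 for CXCL1, and with the slope on transcript length, also chosen after seeing the values, it was 0.34 and 0.36. The paper also describes the genes highlighted in Fig. 6B as genes whose induction is reduced by MLK4 loss. Of the 15 genes analysed here the interaction was negative for 11, at an adjusted p under 0.05 for IL6 (−1.72, 0.011), IL24 (−1.43, 0.015) and TNFSF15 (−1.29, 0.034), and 0 passed both thresholds (7 at an unadjusted p under 0.05). It was −0.76 for CXCL6, −0.71 for CTSL, −0.69 for VIM and −0.5 for IL12A, with adjusted p-values of 0.059, 0.077, 0.12 and 0.11, and −0.14 for SAT1 (0.84). It was 0.11 for SOX9, 0.22 for CD274, 0.25 for FOS, 0.00 for TNFRSF1B and −0.01 for PTX3, with adjusted p-values of 0.89, 0.72, 0.59, 1 and 0.99.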

Other observations

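Of the tests in this part, thinning of the reads for genes at 0, the tests of an even background by vehicle level and by exonic length, the simulation of the unique share with the libraries' own deviations, the exchange of deviations from equal responses and the splits that part every pair were chosen only after their results, or the result of a simpler test, were seen. In the fits of 6 libraries used for the splits, doxorubicin changed 3865 genes in siNT and 3944 in siMLK4 cells and knock-down with doxorubicin changed 967. For each, 1 of the 10 splits of the libraries, the real one, gave as many genes, and each other split gave 0, which is the most that 3 libraries against 3 can show. Among the 4 splits that part every pair of equally numbered libraries, the real one alone gave as many for doxorubicin in siNT cells and for knock-down with doxorubicin.

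The share of unique genes, 44.3%, was set beside what thresholds alone give when both siRNA groups respond identically. In 20 simulated experiments with the same response in both groups and independent noise, the mean share was 32.5% and the highest 33.7%, which argues against independent noise as the whole cause. When whole-library deviations were redrawn from the data, a share as large came up in 11 of 100 simulations, a proportion of 0.11 (mean 32.5%, SD 9.9, from 12 to 64.6%). When deviations between libraries were exchanged with the same doxorubicin response in both siRNA groups, 7 of 100 draws gave a share as large (median 34.5%, highest 50.7%). Splits that exchange the siRNA labels within treatments, of which 47 of 100 gave a share as large, carry the knock-down effect into the responses and decide nothing. Deviations that whole libraries share therefore stay open as a cause of the unique share, and so does a dependence of the response on MLK4.

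The overlap of 82 genes was tested by splits and by simulation. Of the 10 splits of the 6 doxorubicin libraries, the real one alone gave an overlap as large, and the highest of the others was 0, but 10 splits cannot give a share under 0.1. With no knock-down effect, the largest overlap in 20 simulations was 0, which decides nothing about noise of the shared siNT + doxorubicin libraries alone, since hardly a gene can then be called lower. With knock-down effects dealt at random to genes of like expression, 13 of 100 simulations, a proportion of 0.13, had an overlap as large (mean 71.4, SD 8, from 54 to 91). When the calls themselves, in place of the effects, were dealt at random within levels of expression, 0 of 100 draws were as large (mean 52.3, highest 65). The first of these keeps the noise of the shared libraries, and the overlap may therefore arise where knock-down and doxorubicin act on genes independently, which leaves open whether the induced genes depend on MLK4 more than others.

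Seed matches of the siMLK4 siRNAs were also tested with doxorubicin, where the smallest share that 100 draws can give, 0.01, was reached. The mean log2 difference between siMLK4 and siNT cells was −0.103 for genes with the seed match AAGGTAA of siMLK4_2 and −0.089 for GAGGGAA of siMLK4_3, with 0 of 60 and 0 of 34 other words as low. It was −0.05 for siMLK4_4, with 1 of 41 other words (2.4%) as low, so a smaller shift stays open for this siRNA. For siMLK4_1 it was 0.012 (22 of 60 as low), which showed no such shift. Seed matches were present in 67.5% of the 440 lower and 47.4% of the 428 higher genes with a 3′UTR. In the overlap, 66.1% of 59 genes with a 3′UTR had a match, against 52.6% of the other induced genes. The siRNAs may thus lower part of these genes without MLK4. None of the 3′UTRs of IL6, CXCL1 and IL12A holds a match of the 4 siRNAs. Sites with up to 3 mismatches of 19 bases stay open too, since of the 218 genes that hold one, 11 were lower and 4 higher with doxorubicin, at a camera p of 0.16. EIF3J was lower in siMLK4 cells in both conditions (−2.26 in vehicle and −2.38 with doxorubicin). Its best site has 5 mismatches to a siRNA, which argues against cleavage at a near match, while its 3′UTR seed matches to siMLK4_2 and siMLK4_3 remain a candidate explanation that was not tested for this gene alone. The paper reports that each of the 4 siRNAs lowered viability with doxorubicin, and no library with a single siRNA was analysed here.

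For the lists under doxorubicin, random lists matched on GC content, transcript length and expression had a median as far out with a share of 1e-04, the smallest possible, for NF-κB targets and cytokines. Genes without a seed match kept the shift for the NF-κB list (31 genes, p of 0.016), and for the cytokine list it was not detectable without them (39 genes, p of 0.077), which leaves seed matches open there. In both lists 1 of the 10 splits of the doxorubicin libraries, the real one, gave as small a p. For the difference of the doxorubicin response of the NF-κB list, 84 of 100 draws of deviations between libraries with the same doxorubicin response in both siRNA groups gave as small a p, and 91 of 100 splits by label, which decide nothing. By camera, the p53 targets did not shift detectably in any of the 5 comparisons, with p-values from 0.39 to 0.93. Fry gave a p of 0.031 for them with doxorubicin in siMLK4 cells. The cell cycle list did not move detectably by camera with doxorubicin in siNT cells (median −0.07, p of 0.34) or siMLK4 cells (median 0.16, p of 0.19). Nor did it with knock-down in vehicle (median 0.01, camera p of 0.53). In siMLK4 cells fry gave a p of 0.0036 for the rise with doxorubicin. The interferon genes did not move detectably with doxorubicin by camera (median 0.22 and a p of 0.099 in siNT cells, median −0.06 and a p of 0.69 in siMLK4 cells).

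Doxorubicin libraries had fewer genes at 0 reads, 27 to 42 in siNT and 17 to 21 in siMLK4 cells, against 313 to 354 and 200 to 219 in vehicle. In siNT cells 559 genes rose from a mean under 3 to a mean over 10 normalized reads and 67 fell in this way, and in siMLK4 cells 513 and 72. Thinned to 50% of their reads, siNT doxorubicin libraries had at most 132 genes at 0, which argues against depth. The 890 genes under 3 reads in vehicle gained a median of 4.7 reads per exonic kilobase (10th to 90th percentile 0.72 to 21.93). An even background of reads over exons would make the gain rise with exonic length, but their Spearman correlation was 0.04, against at least 0.27, 0.94 and 1 in 100 draws each from even backgrounds of 0.72, 4.7 and 21.93 that keep the selection of these genes, which argues against an even background as the whole cause. The other tests of it decide nothing. Of the 14572 genes chosen by their vehicle level alone, 4.3% had fewer doxorubicin reads than a background of 4.7 would give, under the 5% set as the limit, but genes expressed well above that level cannot fall below it, and the bound of 1.05 comes from genes chosen for staying under 3 reads with doxorubicin. Reads outside the 100 highest genes were 0.987 of those in vehicle, so a few abundant genes in vehicle do not explain it. Reads running on from an expressed gene upstream would place the rising genes near such genes, but they had one within 20 kb less often than other low genes (13.3% of 481 against 20.7% of 3248, Fisher's exact test, p = 1e-04). A low-level induction by doxorubicin of genes silent in vehicle stays a hypothesis. A background that is part of the cause, DNA from the cells and a shift of RNA content per cell were not tested. How widespread it is cannot be read from these values. They hold only genes with a mean of at least 10.67 normalized reads in some group, so genes silent throughout are absent. Genes near 0 in vehicle are thus selected for a higher level elsewhere, which bears on the counts at 0, the 559 genes and the gain of 4.7.

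Component 3 held 12.7% of the variance, and its gene weights had a Spearman correlation of −0.59 with transcript length across 11303 genes, which are not independent replicates. The reference genes used for qRT-PCR changed with doxorubicin in these libraries. ACTB fell by 1.21 on the log2 scale in siNT cells and by 1.04 in siMLK4 cells, with 3.8% of its 50-base stretches shared with other genes, and B2M rose by 0.5 in each group. Neither differed detectably between siRNA groups with doxorubicin (ACTB −0.16, adjusted p = 0.48, and B2M 0.06, adjusted p = 0.79). The same held in vehicle (ACTB −0.34, adjusted p = 0.13, and B2M 0.05, adjusted p = 0.81). CHEK2, which encodes CHK2, fell by 1.72 in siNT and by 1.3 in siMLK4 cells with doxorubicin, and did not differ detectably between siRNA groups with doxorubicin (0.31, adjusted p = 0.16). ATM did not differ detectably between siRNA groups in vehicle (0.08, adjusted p = 0.82) or with doxorubicin (0.07, adjusted p = 0.86).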
